# Identification of Differentially Expressed Genes during *Bacillus subtilis* Spore Outgrowth in High-Salinity Environments Using RNA Sequencing

**DOI:** 10.3389/fmicb.2016.01564

**Published:** 2016-10-06

**Authors:** Katja Nagler, Antonina O. Krawczyk, Anne De Jong, Kazimierz Madela, Tamara Hoffmann, Michael Laue, Oscar P. Kuipers, Erhard Bremer, Ralf Moeller

**Keywords:** *B. subtilis* spore germination, outgrowth, ripening, high salinity, osmotic stress, NaCl, RNA-seq

## Abstract

In its natural habitat, the soil bacterium *Bacillus subtilis* often has to cope with fluctuating osmolality and nutrient availability. Upon nutrient depletion it can form dormant spores, which can revive to form vegetative cells when nutrients become available again. While the effects of salt stress on spore germination have been analyzed previously, detailed knowledge on the salt stress response during the subsequent outgrowth phase is lacking. In this study, we investigated the changes in gene expression during *B. subtilis* outgrowth in the presence of 1.2 M NaCl using RNA sequencing. In total, 402 different genes were upregulated and 632 genes were downregulated during 90 min of outgrowth in the presence of salt. The salt stress response of outgrowing spores largely resembled the osmospecific response of vegetative cells exposed to sustained high salinity and included strong upregulation of genes involved in osmoprotectant uptake and compatible solute synthesis. The σ^B^-dependent general stress response typically triggered by salt shocks was not induced, whereas the σ^W^ regulon appears to play an important role for osmoadaptation of outgrowing spores. Furthermore, high salinity induced many changes in the membrane protein and transporter transcriptome. Overall, salt stress seemed to slow down the complex molecular reorganization processes (“ripening”) of outgrowing spores by exerting detrimental effects on vegetative functions such as amino acid metabolism.

## Introduction

In its natural habitat, the soil bacterium *Bacillus subtilis* is frequently confronted with fluctuating environmental conditions and has therefore evolved a broad range of elaborate stress responses (Marles-Wright and Lewis, 2007, 2010; Lopez et al., 2009; Schultz et al., 2009). Two common environmental stresses in soil are changes in osmolality and limitation of nutrient availability (Wood et al., 2001; Bremer, 2002; Nicholson, 2002).

When soil desiccation creates hyperosmotic conditions, cells have to adjust their internal osmolality to avoid water efflux and plasmolysis (Wood et al., 2001; Hoffmann and Bremer, 2016). In a first response, *B. subtilis* cells quickly take up large amounts of K^+^ via the KtrAB and KtrCD transport systems to restore internal osmotic pressure (Whatmore et al., 1990; Holtmann et al., 2003). However, prolonged high intracellular K^+^ concentrations are not compatible with various cellular functions (Whatmore et al., 1990; Record et al., 1998). Therefore, *B. subtilis* subsequently replaces K^+^ by compatible solutes, highly soluble organic compounds that do not disturb cell physiology, to adjust its intracellular osmotic potential (Whatmore et al., 1990; Kempf and Bremer, 1998). Compatible solutes can either be synthesized (*de novo* or from precursors) or taken up from the environment via five osmotically inducible osmoprotectant uptake transporters (OpuA, OpuB, OpuC, OpuD, OpuE) that differ in their affinities and substrate specificities (Kempf and Bremer, 1998; Hoffmann and Bremer, 2016). The most important compatible solutes for *B. subtilis* are glycine betaine (GB) and proline (Hoffmann and Bremer, 2016).

Depending on how salt stress is imposed, *B. subtilis* cells can react in distinct manners (Spiegelhalter and Bremer, 1998; Steil et al., 2003; Young et al., 2013). When *B. subtilis* is subjected to a sudden osmotic up-shock, the σ^B^-governed general stress response is activated (Spiegelhalter and Bremer, 1998; Nannapaneni et al., 2012; Young et al., 2013). In contrast, upon incremental and sustained salt stress, cells activate a specific osmotic stress response under the regulation of the house-keeping sigma factor σ^A^ (Spiegelhalter and Bremer, 1998; Steil et al., 2003; Young et al., 2013; Hoffmann and Bremer, 2016). Nevertheless, it is still not understood how increases in the environmental osmolality are perceived and how this information is processed to adjust gene expression according to the cells' needs (Hoffmann and Bremer, 2016).

A different strategy of *B. subtilis* to cope with environmental (albeit not osmotic) stress is sporulation: upon nutrient depletion *B. subtilis* can form dormant spores that are highly resistant against a broad range of environmental extremes such as heat, desiccation, and chemicals (Ruzal et al., 1998; Nicholson et al., 2000; Setlow, 2006, 2013). A dormant spore consists of a dehydrated spore core (analogous to a growing cell's protoplast) that is enveloped by a dense inner membrane, a germ cell wall, a cortex, and a proteinaceous spore coat (Setlow, 2006). Although spores can remain dormant for extended periods of time, they can convert back to vegetative cells via a process called germination when nutrients become available (Nicholson, 2002; Setlow, 2013). Throughout germination, spores release ions and Ca^2+^-dipicolinate (Ca^2+^-DPA), hydrolyze their cortex, and rehydrate, which causes the loss of their refractivity and resistance properties (reviewed in Setlow, 2013). After germination is completed, the former spores enter a phase called outgrowth, which is defined as the time period between the onset of metabolic activity and the first cell division (Setlow, 2003; Keijser et al., 2007). Throughout outgrowth the germinated spores undergo molecular reorganization (“ripening”), escape from their spore coats, and elongate (Keijser et al., 2007; Segev et al., 2013; Setlow, 2013; Sinai et al., 2015). Important events in early outgrowth are the generation of ATP, nucleotides, and amino acids from endogenous resources, as well as the onset of macromolecular synthesis (Paidhungat and Setlow, 2002; Setlow, 2003; Keijser et al., 2007; Sinai et al., 2015). On the genomic level, the importance of σ^A^ as well as the temporal activation of at least 30% of all *B. subtilis* genes during a well-regulated spore outgrowth program have been reported (Horsburgh et al., 2001; Keijser et al., 2007). Correspondingly, outgrowing spores synthesize more than 650 different proteins before entering vegetative growth (Sinai et al., 2015).

While the effects of high salinity on *B. subtilis* spore germination have been analyzed previously (Nagler et al., 2014, 2015; Nagler and Moeller, 2015), detailed knowledge on the salt stress response during the subsequent outgrowth phase, especially on a transcriptomic level, is lacking. Therefore, we investigated changes in the gene expression profile of outgrowing *B. subtilis* spores in the presence of 1.2 M NaCl by RNA sequencing (RNA-seq). A key result of our study was the observation that the transcriptional profile of salt-stressed outgrowing spores exhibits many similarities to continuously salt-stressed vegetative cells, whereas the σ^B^-controlled general stress regulon was not engaged.

## Materials and methods

### Spore production and purification

Spores of *B. subtilis* 168 (*trpC2*; DSM402) were produced in liquid cultures of modified Schaeffer's Sporulation Medium with glucose (2x SG; as described in Nicholson and Setlow, 1990). All chemicals were ordered from Sigma-Aldrich (St. Louis, MO, USA). The sporulation cultures were incubated at 37°C for 48 h in a shaking incubator (200 rpm). Spores were harvested, washed with distilled, sterile water at least seven times, and retrieved by centrifugation. The purity of the spore stocks, as checked by phase-contrast microscopy, was ≥99%. Spores were stored in distilled water in screw-capped glass tubes at 4°C until use.

### Spore germination and outgrowth experiments

Spores were heat activated at 70°C for 30 min in order to ensure synchronized germination. Germination and outgrowth experiments were performed in germination media composed of Spizizen Minimal Medium (SMM; as described in Nicholson and Setlow, 1990) with or without 1.2 M NaCl, which additionally contained 50.5 mM D-glucose, 0.5 mM L-tryptophan, and 10 mM of the germination trigger L-alanine.

The transcriptomics outgrowth experiments were performed in 45 ml germination medium (500 ml flasks). The medium was inoculated with 1.2 × 10^10^ heat-activated spores (in total) and 15 ml samples were withdrawn at 30, 60, and 90 min after inoculation. The samples were immediately mixed with ice-cold killing buffer (Nicolas et al., 2012) and washed with ice cold water by centrifugation (1 min at 10,000 x *g* at 4°C). The pellet was resuspended in 400 μl ice-cold LETS buffer (0.1 M LiCl, 0.01 M Na_2_EDTA, 0.1 M Tris-HCl pH 7.4, 0.2% SDS), transferred to a pre-cooled Lysing Matrix B tube (MP Biomedicals, Santa Ana, CA, USA) containing 500 μl phenol:chloroform (1:1) and 25 μl 10% SDS, and used for RNA isolation. For the dormant spore RNA samples, spore suspensions were also heat-treated for consistency. Subsequently they were centrifuged, the pellets were resuspended in LETS buffer, and transferred to Lysing Matrix B tube for RNA isolation. The transcriptomics outgrowth experiments were performed in duplicate using two independent spore batches.

For spectrophotometric measurements, germination was carried out in triplicate in 96-well plates, each containing 200 μl of germination media. Each well was inoculated with 40 μl heat-activated spores to a starting optical density of ca. 0.5 at 600 nm (OD_600nm_) corresponding to a total of ca. 4 × 10^7^ spores per well. The plate was incubated at 37°C in a multi-plate reader (ELx808IU, BioTek, Bad Friedrichshall, Germany) that read the OD_600nm_ of the culture, with 5 s of shaking before all readings. The OD_600nm_ data was normalized by division of each reading by the first measured value (*t*_0min_), yielding the relative OD_600nm_ given in %. A 60% decrease in relative OD_600nm_ corresponds to germination of the whole spore population (Atluri et al., 2006; Nagler et al., 2014).

### Microscopy

For scanning electron microscopy (SEM) of outgrowing spores, dormant spores were germinated as described above. Samples were withdrawn 30, 60, and 90 min after germination initiation, washed with distilled water and fixed in 2.5% glutaraldehyde. Fixed samples were washed with distilled water, adsorbed to an Alcian blue-coated cover slip, and stored in 2.5% glutaraldehyde (in 0.05 M HEPES) overnight. Then, samples were washed with distilled water, treated with 1% osmium, washed again, dehydrated with increasing concentrations of ethanol, and dried by critical-point drying (Emitech K850, UK). Dried samples were sputter-coated with 3 nm Au/Pd (Polaron E5100) and analyzed by SEM (Gemini 1530, Carl Zeiss Microscopy GmbH, Germany) using an acceleration voltage of 5 kV and the in-lens secondary electron detector.

For live cell imaging of individual spores, dormant spores were dried in a plastic dish (μ-dish, ibidi, Germany). The dried spores were covered with germination medium (as described above) that was solidified with 1.5% agarose. Germination and outgrowth were observed by phase-contrast with a Nikon TE2000-E Eclipse microscope and a Plan Fluor 100/1.3 Oil objective. Photos were taken every 5 s and merged into time-lapse videos. Germination parameters (starting time of change from bright to dark and duration of change) were determined using ImageJ (Rasband, 1997) and are given as median-values (with spore counts ranging from 74 to 124 spores per condition) in Figure 1B.

**Figure 1:**
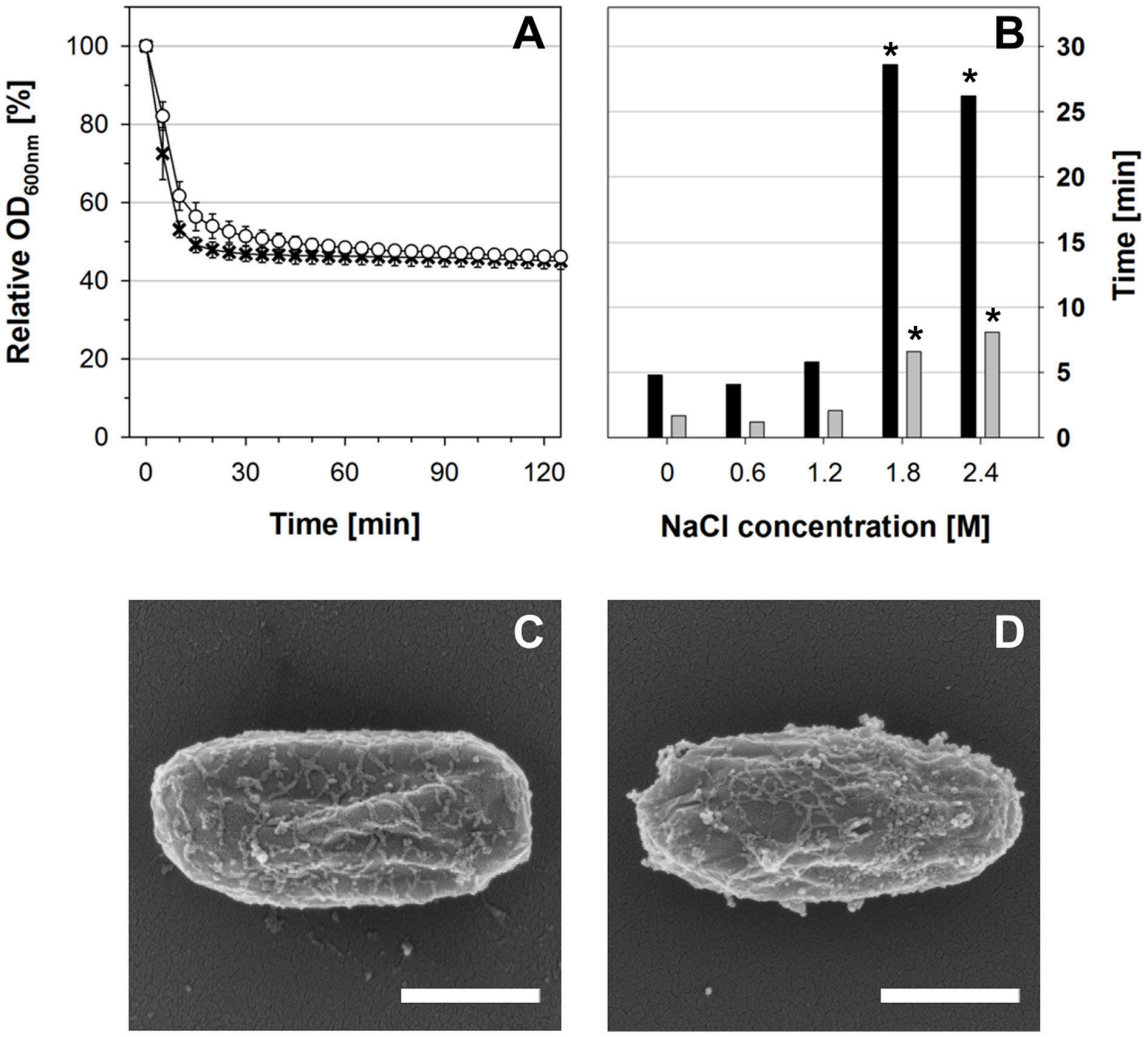
**(A)** Spore germination and outgrowth profiles in SMM supplemented with glucose, L-tryptophan, and L-alanine as measured by OD_600nm_. The medium contained either 1.2 M NaCl (white circles) or no NaCl (black crosses). **(B)** Single-spore live cell imaging analyses. The times required for start of refractivity loss (black bars) and duration of refractivity loss (gray bars) at different NaCl concentrations are shown as median-values (*n* ≥ 74 spores). Asterisks indicate significant (*p* ≤ 0.01) differences to the values at 0 M NaCl. **(C,D)** SEM pictures 90 min after germination initiation **(C)** in the absence of NaCl or **(D)** in the presence of 1.2 M NaCl. Scale bars = 500 nm.

To monitor germination by phase-contrast microscopy, spores were germinated in 96-well plates as described above. At appropriate time points, 5 μl samples were withdrawn and fixed by applying to a microscope slide coated with 1% agar. Micrographs were taken using a Zeiss fluorescence microscope (Axio Imager M2, Carl Zeiss MicroImaging GmbH, Germany) equipped with an AxioCam MRm.

### RNA isolation

RNA isolation was performed with a phenol-chloroform extraction method as follows. The samples (in Lysing Matrix B tubes, see above) were immediately disrupted using a FastPrep device (Eubio, Austria), with four subsequent disruptions (45 s at 6.5 m/s) separated by 1–2 min incubation on ice to avoid overheating. After disruption, samples were centrifuged at 4°C and the supernatant was mixed with chloroform. After centrifugation at 4°C, the RNA was precipitated by 0.3 M sodium acetate (pH 5.3) in isopropanol for 3 h on ice. The pellet was washed with 70% ethanol, dried, resuspended in nuclease-free water, and treated with a RNase-free DNase Set (Qiagen, Hilden, Germany) according to the manufacturer's manual (incubation for 1 h at 37°C). The treated samples were diluted with nuclease-free water and mixed with the same amount of phenol:chloroform:isoamylalcohol (25:24:1). After centrifugation at 4°C, the RNA was precipitated by 0.3 M sodium acetate (pH 5.3) in isopropanol overnight at 4°C. The pellet was washed with 70% ethanol, dried, and resuspended in 50 μl nuclease-free water.

### RNA sequencing and data analyses

RNA concentration of the samples was quantified using a NanoDrop 2000c instrument (Wilmington, DE, USA). Sample quality was determined with an Agilent 2100 Bioanalyzer and an Agilent RNA 6000 Nano Kit (Agilent Technologies, Waldbronn, Germany) according to the manufacturer's manual. The samples were stored at −80°C until analysis. RNA-seq was performed by the PrimBio Research Institute (Exton, PA, USA). The obtained raw data containing 4391 genes were then subjected to analyses using the webserver-based RNA-seq analysis pipeline T-Rex as described by De Jong et al. (2015). Unless noted otherwise, the transcriptomics data are expressed as the contrast of the RNA that was present in outgrowing spores in the presence of NaCl (“target”) against RNA in the absence of NaCl (“control”). T-REx includes two different significance thresholds termed “TopHits” [log_2_ fold change (log_2_FC) ≥ 2 and *p* ≤ 0.05] and “HighFold” (log_2_FC ≥ 5 and a *p* ≤ 0.01); unless noted otherwise TopHits values are shown. Additionally, the transcriptomics data was analyzed in JBrowse 1.11.6 (Skinner et al., 2009). Hierarchical clustering of transcription profiles was performed with the TIGR Multiexperiment Viewer (MeV, http://mev.tm4.org/). Functional categorization was performed according to the *Subti*Wiki platform (http://www.subtiwiki.uni-goettingen.de; Mäder et al., 2012; Michna et al., 2016). The RNA-seq data was deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE81238.

## Results and discussion

### Spore germination and outgrowth at high salinity

*B. subtilis* spore germination at high salinity has previously been investigated (Nagler et al., 2014, 2015; Nagler and Moeller, 2015), but only little is known about the effects of salt stress on the transcriptional profile of outgrowing spores. In our study, spores of *B. subtilis* 168 were germinated with L-alanine in minimal medium containing either no NaCl or 1.2 M NaCl. This salt concentration was chosen in accordance with former studies on the salt stress response in vegetative *B. subtilis* cells and studies on *B. subtilis* spore germination at high salinity (Boch et al., 1994; Steil et al., 2003; Nagler et al., 2014, 2015, 2016).

In agreement with previous results (Nagler et al., 2014), the OD_600nm_ decrease of the germination culture that corresponds to germination was slightly slower in the presence of 1.2 M NaCl, but ultimately almost the complete spore population germinated successfully within 30 min (Figure 1A). Due to the low nutrient-content in the minimal medium, no growth could be observed by OD_600nm_ and phase-contrast microscopy within 2 h (Figure 1A and data not shown). Single-spore live cell imaging and student's *t*-test analysis showed that neither the starting time of the change from highly refractive to dark nor the duration of this refractivity change were significantly different in the presence or absence of 1.2 M NaCl (Figure 1B). In contrast, both processes were significantly prolonged at NaCl concentrations ≥1.8 M. Furthermore, phase-contrast microscopy and SEM revealed that stressed and non-stressed outgrowing spores had essentially the same morphology at all sample time points (30, 60, 90 min) of the transcriptomics experiment and were still encased in their spore coats after 90 min, thus resembling dormant spores by SEM (Figures 1C,D; Figure S1, and data not shown). This indicates that the spores germinated under both conditions were in their ripening phase of outgrowth, throughout which the outgrowing spores undergo molecular reorganization, but do not exhibit morphological changes (Segev et al., 2013). Altogether these data show that the transcriptomes of outgrowing spores in the presence and absence of 1.2 M NaCl can be compared to each other and reflect the impact of NaCl on gene expression within the ripening phase of outgrowth.

### Dormant spore RNA

Dormant spores contain RNA, including sporulation- and spore-related transcripts that are remnants from the spore formation process (e.g., Keijser et al., 2007; Segev et al., 2012; Bassi et al., 2016). This RNA can be degraded during early outgrowth, thus serving as a ribonucleotide reservoir for *de novo* RNA synthesis (Setlow and Kornberg, 1970; Keijser et al., 2007; Segev et al., 2012). Other transcripts may have a functional relevance, potentially being rapidly translated at the beginning of spore revival (Keijser et al., 2007; Segev et al., 2013; Sinai et al., 2015). Preliminary microarray data have suggested that degradation of spore-related RNA may be slower during outgrowth under salt stress, thereby falsely indicating these genes as “upregulated” under stress conditions (Nagler, 2012). Hence, to allow for discrimination of RNA that is newly transcribed during outgrowth from the dormant spore transcripts and to investigate the composition of the dormant spore transcriptome, we analyzed the RNA content of dormant spores.

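RNA of dormant spores was sequenced in 2 libraries, KN4 and KN8, on the Ion Proton, and the reads were mapped with Bowtie2 by the authors. Of the 4421 genes in the deposited table, 2959 had a value above 0 in KN4 and 1154 in KN8. The tRNA and misc_RNA genes held 93.0% of the summed value times gene length in KN4 and 96.7% in KN8, so protein-coding transcripts made up a small part of that sum. Ribosomal RNA genes held 0.168% of it in KN4 and 0.111% in KN8, so these are shares of the deposited signal and not of the RNA in spores. The median value over all genes was 929.7 in KN4 and 0 in KN8. The deposited values are named RPKM, but value times length summed to 3738 times the total that this unit implies in KN4 and to 13.8 times in KN8. Since the libraries therefore lie on different scales, dormant spore values are given for each library with the gene's rank in it. The number of reads behind each value is not in the deposited table, so the depth is unknown and no floor can be set for a gene listed at 0. Neither the labels nor the paper tie a library to a given spore batch. When dormant spores were compared with outgrowing spores at 30 min, all 14 libraries entered 1 fit that averages KN4 and KN8 on the log scale in spite of their scales, and 1373 genes were higher after 30 min without NaCl and 0 lower (limma, log2 of value plus 1, |log2FC| ≥ 2, adjusted p ≤ 0.05, with 4 lower at an unadjusted p under 0.05), and 1262 higher and 1 lower with 1.2 M NaCl. The direction rests on KN8 and the scale, since the totals for 30 min no NaCl against dormant spores were 3838 up and 0 down without KN4 (0 lower at an unadjusted p), 1471 and 880 without KN8, 1740 and 320 with median ratios, 878 and 816 with quantile normalization, 3470 and 57 with the total, 3036 and 151 with the protein-coding total and 1735 and 268 with trimmed means of M-values. For 30 min 1.2 M NaCl against dormant spores they were 3774 and 0 (0 at an unadjusted p), 1477 and 751, 1465 and 322, 768 and 758, 3221 and 30, 2307 and 174, and 1515 and 256 in the same order, so these counts are no measure of a gain in RNA.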

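Of all 4421 genes, 1039 had a value above 0 in both dormant spore libraries, among them 892 protein-coding genes, all 86 tRNA genes and 27 misc_RNA genes. Ribosomal proteins, which every round of translation needs, were found in both libraries for 34 of 48 genes. Of the 15 genes of purine biosynthesis 13 were found, of the 18 genes of heat shock and protein quality control 7, and of the 8 genes of arginine and ornithine utilization 2. The count depends on the floor that is set, with 842 genes at a value of at least 1 in both libraries, 280 at 10 and 179 at 100. A further 115 genes were above 0 in KN8 and listed at 0 in KN4. Among the 48 ribosomal protein genes, 48 were above 0 in KN4.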

Overall, 955 common transcripts were detected in dormant spore samples of two independent spore batches, albeit partially with low abundance (GSE81238). Yet, a high consistency of transcripts with high abundance among the two samples and a notable overlap with previous studies (Keijser et al., 2007; Segev et al., 2013) suggest that the RNA content of dormant spores was not random. 

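Of the 100 genes with the highest values in each dormant spore library, 97 were the same, where 2.26 would be shared by chance among 4421 genes. Among all protein-coding genes of the table, 44 of the 100 highest in each library were shared, against 2.40 by chance. Spearman's rho between the libraries, taken across genes, was 0.440 over all 4421 genes, 0.637 over the 1039 genes above 0 in both and 0.459 over the 892 protein-coding genes among those 1039. Genes are not independent replicates, so no p is given for these. Values in KN4 lay above those in KN8 by a median log2 ratio of 10.35 (quartiles 8.79 and 12.54) over the 1039 genes. From the shared transcripts of high abundance and the overlap with earlier studies, the paper proposes that the RNA content of dormant spores was not random.

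**Figure D1:**
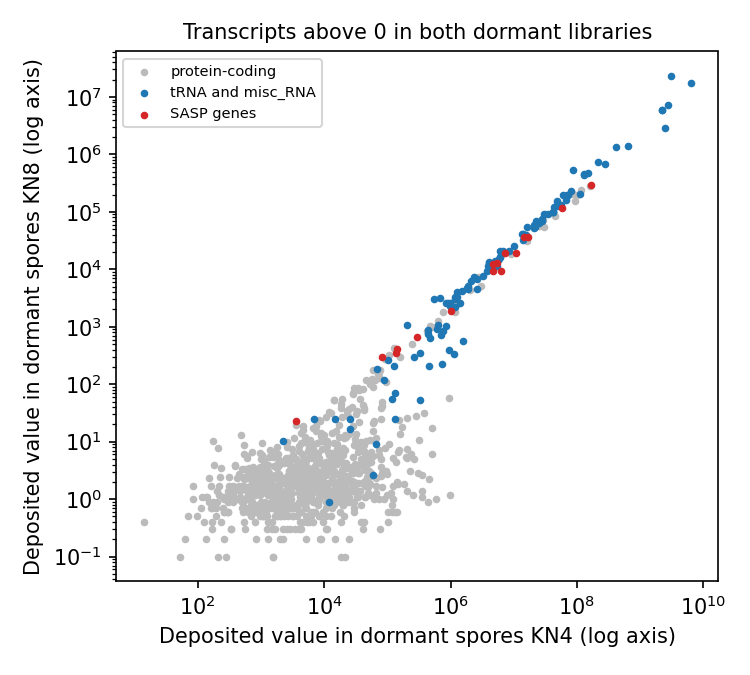
Value of each gene in dormant spore library KN4 (horizontal, log axis) against its value in KN8 (vertical, log axis), for the 892 protein-coding and 113 tRNA or misc_RNA genes above 0 in both. Among the 100 genes of highest mean rank, 74 are tRNA or misc_RNA genes.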

In total, we found 21 out of the 25 mostly sporulation- or spore-specific transcripts that were detected by Keijser et al. (2007), as well as 103 out of 369 different dormant spore transcripts reported by Segev et al. (2012). The latter overlap of ca. 35% can still be considered substantial, regarding the different genetic background (PY79 vs. 168) and various differences in the experimental setup.

Out of the 955 detected common dormant spore transcripts, ~25% encode membrane proteins with one-third thereof coding for transporters (Figure 2). Another prevalent group of dormant spore RNAs detected is involved in information processing (34%), especially in proteins synthesis, modification and degradation (216 transcripts). 

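Among the 10 genes of highest rank in the dormant spore libraries, 7 encode tRNAs and 3 encode other stable RNAs. *trnB-Val*, a valine tRNA gene, had a value of 6369787415 in KN4 (rank 1) and of 17111071 in KN8 (rank 2). For *scr*, the RNA of the signal recognition particle, the values were 3050385959 (rank 2) and 23518196 (rank 1). The valine tRNA genes *trnSL-Val1*, *trnJ-Val* and *trnD-Val* had ranks of 3, 5 and 6 in KN4 and 3, 4 and 5 in KN8. *ssrA*, the tmRNA that frees stalled ribosomes, ranked 4 and 6, and *rnpB*, the RNA of ribonuclease P, ranked 7 in both libraries. *trnB-Gly1*, *trnY-Asp* and *trnI-Gly* completed the 10. Over the 100 genes of highest mean rank, 74 were tRNA or misc_RNA genes. Many tRNA genes are near-identical copies, so reads of one may be counted for another.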

About half of these 216 transcripts were tRNA and tRNA-related genes, which had the overall highest abundances in both replicates. The tRNA reservoir may facilitate a rapid start of translation after germination is completed. Furthermore, 106 mRNAs belong to the “Coping with stress” functional category, one-third of which is a part of the σ^B^ regulon (Figure 2). 

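Of the 87 genes listed for the σ B regulon, 20 were above 0 in both dormant spore libraries and 53 were above 0 in KN4. Among all 4421 genes of the table these numbers were 1039 and 2959, so the list showed no excess. *yfhD*, a σ B-dependent gene of unknown function, stood second among the protein-coding genes of both libraries, with a value of 158783511 in KN4 and 278281 in KN8. The thioredoxin gene *trxA* had a value of 18550.3 in KN4 (rank 623) and 44.5 in KN8 (rank 203). From the oxidative stress regulon of PerR, 4 of 12 genes were above 0 in both libraries.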

If indeed translated, they may play an important role during outgrowth under suboptimal conditions. 

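SASPs coat and protect spore DNA, and 16 of their 17 genes were above 0 in both dormant spore libraries. *sspF* had the highest value of all protein-coding genes, 165023897 in KN4 and 297634 in KN8. The values of *sspE* were 58568885 (rank 27) and 116112 (rank 33). The genes of the major SASPs, *sspA* and *sspB*, had ranks of 51 and 55 in KN4 and of 56 and 55 in KN8. Only *sspG* was listed at 0 in KN8, where KN4 had 2585. Spore coat genes, which are transcribed in the mother cell, were above 0 in both libraries for 6 of 34, and germination genes for 8 of 25. Among all genes of the table, 1039 of 4421 were above 0 in both.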

Besides, 157 dormant spore transcripts encode proteins for sporulation and germination, including the highly abundant mRNAs for small acid-soluble spore proteins (SASPs). These mRNAs are most likely residues from sporulation and might support outgrowth by providing nucleotides for *de novo* RNA synthesis (Setlow and Kornberg, 1970; Keijser et al., 2007). 

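The gene *ytzL* had the third highest value of all protein-coding genes in both dormant spore libraries, 117783293 in KN4 (rank 16 over all genes) and 239562 in KN8 (rank 17). *yrzQ* had 101556201 in KN4 (rank 18) and 192541 in KN8 (rank 23), and *ypzG* had 91484585 (rank 19) and 151493 (rank 27). All 3 encode small proteins without an assigned role.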

Finally, in agreement with previous reports (Segev et al., 2012; Bassi et al., 2016), many dormant spore RNAs (partially with very high abundance, e.g., *ytzL, yrzQ*, and *ypzG*) code for proteins of unknown function, whose characterization could yield new insights into sporulation and/or spore composition.

**Figure 2:**
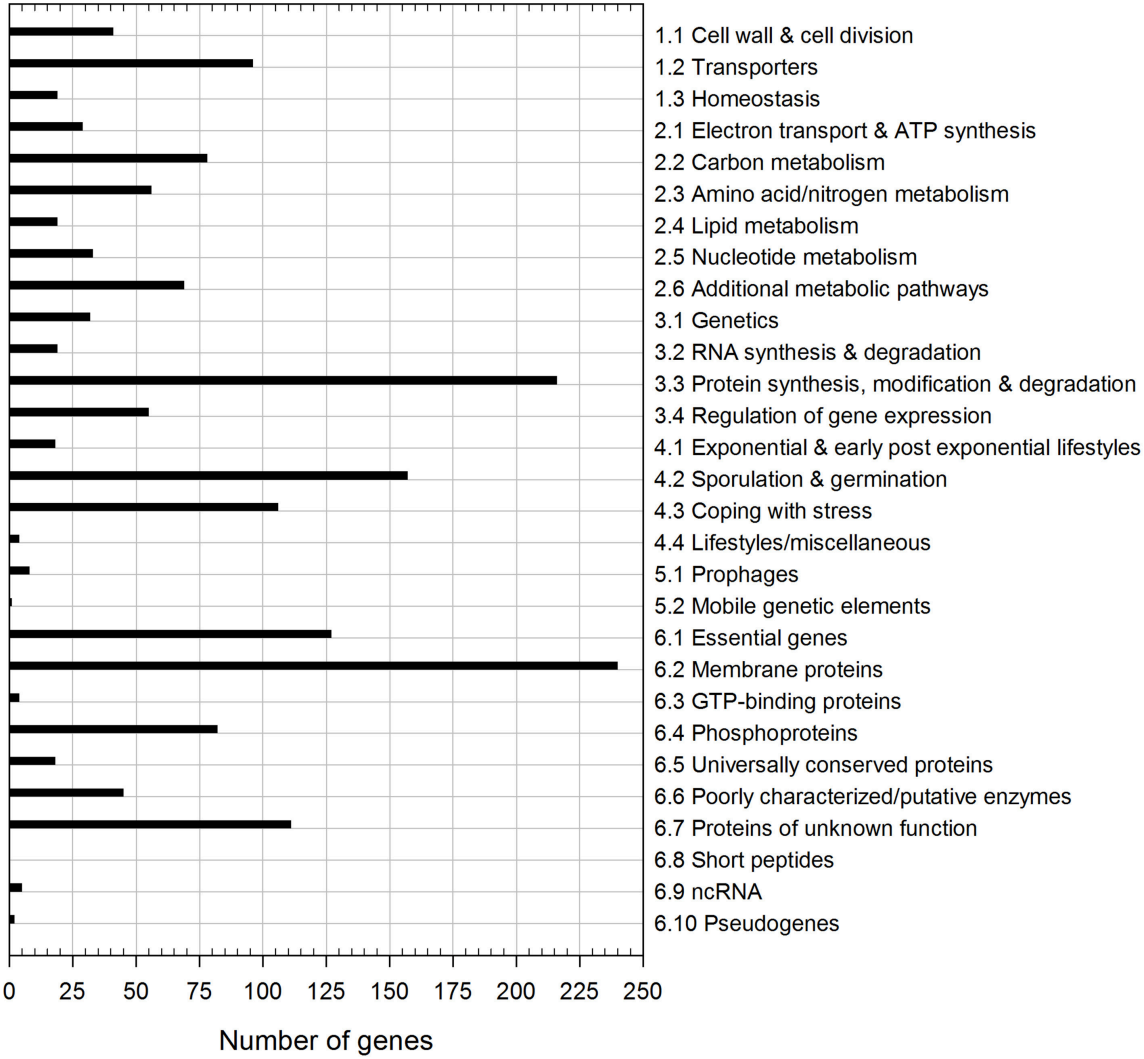
**Functional classification of dormant spore transcripts**. The 955 transcripts common to both dormant spore replicates were categorized according to *Subti*Wiki (http://subtiwiki.uni-goettingen.de).

### Differential gene expression during outgrowth at high salinity

To investigate the impact of salt stress on the ripening phase of outgrowth, RNA was extracted 30, 60, and 90 min after the initiation of germination in the absence and presence of 1.2 M NaCl. The RNA was subjected to RNA-seq and the results were evaluated using the T-REx analysis pipeline (De Jong et al., 2015). 

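RNA from outgrowing spores was sequenced in 12 libraries, 2 for each time with and without 1.2 M NaCl. They are KN1-R2 and KN9, KN2-R2 and KN10, and KN3-R2 and KN11 for 30, 60 and 90 min without NaCl, and KN5 and KN12-R1, KN6 and KN13-R1, and KN7 and KN14-R1 for the same times with 1.2 M NaCl. Ribosomal RNA held 19.4% of the summed value times length in KN5 and at most 0.119% in the other 11. The tRNA and misc_RNA genes held 39.6% (KN5) to 81.8% (KN10) of that sum, so scaling by the total depends largely on them. Tested on log2 of the value plus 1, genes with a value of at least 1 in at least 2 libraries entered limma with a mean trend, 1 mean for each of the 6 groups and 1 shared estimate of the spread, which left 4390 genes. TopHits and HighFold here mean |log2FC| ≥ 2 with a limma adjusted p ≤ 0.05 and |log2FC| ≥ 5 with a limma adjusted p ≤ 0.01 (Benjamini-Hochberg), and a gene is said to rise or fall only if it passed TopHits. Lists of genes were fixed before the values were examined and tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, each adjusted over the 41 lists and 3 times. Several of them are categories or regulons the paper reports on from these libraries, so their tests are not independent evidence. The deposited values were used without further scaling, and the median over genes was 893.9 to 950.1 in the 12 libraries. As with dormant spores, the unit is named RPKM while value times length sums to 83.3 to 325 times the implied total, and fold changes on this scale understate those of low genes. Value times length fell on whole multiples of a fixed step for 85.2% to 99.7% of the low values of a library, to within 0.2 of a step (40% by chance). Read this way, the libraries hold 9.38e+08 to 1.70e+09 steps (median 1.19e+09). Whether a step is 1 read is not known, so these sums give no number of reads and the depth stays unknown. The median log2FC over all genes was 0.18 at 30 min, 0.04 at 60 min and 0.05 at 90 min, and scaling by median ratios shifted it by -0.24 at 30 min. Simulated changes of 2.5 and 3 log2 in size, put into 50 genes each, passed TopHits in 29 to 44 of 50 cases, and 3 to 7 of 4190 unchanged genes passed. The simulation changed only genes above a minimum mean value and drew noise independently for each gene. The p values measure the spread between these libraries, since no source ties them to spore batches. By the paper's methods, samples were withdrawn from a culture at the 3 times, so comparisons between times treat serial samples as independent.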

T-REx offers two different significance thresholds, i.e., “TopHits” (log_2_FC ≥ 2, *p* ≤ 0.05) and “HighFold” (log_2_FC ≥ 5, *p* ≤ 0.01), but unless noted otherwise, TopHits-values are shown (in the following paragraph, the respective HighFold-values are given in parentheses). In all cases, the RNA-seq data obtained from outgrowth in the presence of NaCl was contrasted against the data from outgrowth in the absence of NaCl.

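Over the 3 times, 787 genes passed TopHits upwards at 1 time or more and 661 downwards, 1439 genes in all, and 9 of these did both. Which direction had more genes depends on the scaling, with 633 up and 779 down with median ratios, 639 and 698 with quantile normalization, and, chosen after the data were seen, 607 and 796 with trimmed means of M-values, 477 and 757 with the total and 383 and 1356 with the protein-coding total. HighFold was passed by 110 genes upwards and 133 downwards, where HighFold up was 51 and HighFold down 241 with the protein-coding total, and HighFold down was 207 without KN5, 87 with a pseudocount of 10, 81 with only the libraries compared in the fit and 55 with a pseudocount and filter of 100. *gapB*, encoding the glyceraldehyde-3-phosphate dehydrogenase of gluconeogenesis, rose with 1.2 M NaCl, with a log2FC of 7.82, 7.75 and 7.31 at 30, 60 and 90 min (standard error 0.54, limma adjusted p = 5.17e-06, 2.39e-05 and 3.61e-05). Its value at 30 min was 788550 ± 374060 (SD, n = 2) with salt and 3287 ± 53.2 (SD, n = 2) without. *pckA*, which encodes the first enzyme of the same pathway, rose with a log2FC of 5.46, 5.48 and 5.00 at 30, 60 and 90 min (standard error 0.38, limma adjusted p = 5.19e-06, 2.39e-05 and 3.81e-05). The transcript of *cwlO*, an autolysin of the growing cell wall, fell, with a log2FC of -5.14, -5.01 and -4.95 at 30, 60 and 90 min (standard error 0.69, limma adjusted p = 0.000248, 0.000686 and 0.000876). When the 2 dormant spore libraries were added to the fit as a further group, 48 genes passed upwards at any time and 89 downwards. In that fit 1 estimate of the spread per gene is shared by outgrowth and dormant groups.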

In total, 402 (85) genes were upregulated and 632 (190) genes were downregulated during outgrowth in the presence of 1.2 M NaCl (Table 1). 

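On the first principal component of the 12 outgrowth libraries, which held 47.9% of the variance, the 6 libraries with 1.2 M NaCl lay between 14.98 and 114.23 and the 6 without NaCl between -67.01 and -46.21. The libraries at 30 min with salt stood farthest from those without, at 98.40 and 114.23, followed by 27.95 and 62.07 at 60 min and 14.98 and 31.38 at 90 min. The second component held 10.8%. With the dormant spores included, the first component (66.3%) placed KN8 at 579.94 and KN4 at 87.87 and all 12 outgrowth libraries between -61.04 and -49.65. The second (16.9%) placed KN4 at 280.79 and KN8 at -62.46. Spearman's rho across genes between replicates was 0.963 to 0.982 within the 6 outgrowth groups. Components were computed on log2 of the value plus 1 over the genes tested, centred and not scaled.

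**Figure D2:**
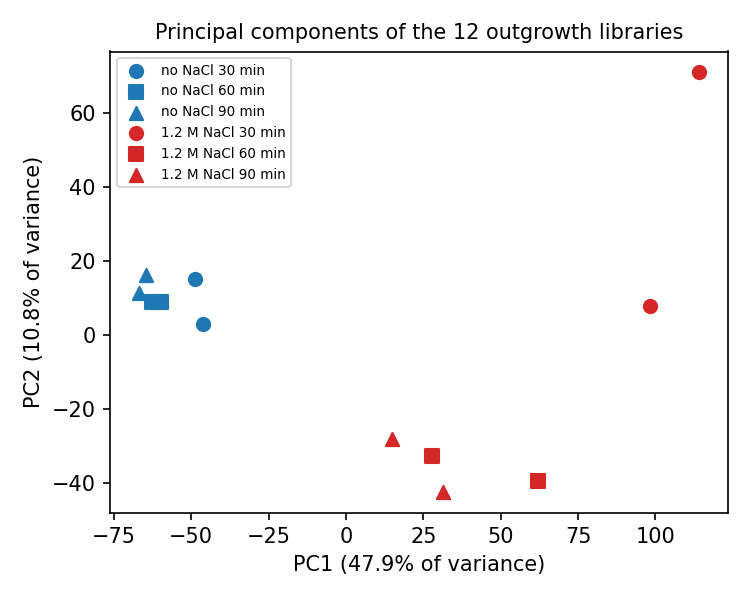
First (47.9%) and second (10.8%) principal components of the 12 outgrowth libraries, 1 point per library, by salt and time. The 6 libraries with 1.2 M NaCl lie to the right of the 6 without.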

At all investigated time points, the transcriptomes of dormant spores, salt-stressed outgrowing spores, and non-salt-stressed outgrowing spores were clearly distinct from each other according to principal component analysis (Figure S2). 

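At 30 min, 688 genes rose and 548 fell with 1.2 M NaCl and 3154 did not pass (limma, TopHits), at 60 min 322 rose, 264 fell and 3804 did not pass, and at 90 min 259 rose, 251 fell and 3880 did not pass. HighFold was reached by 99 genes upwards and 111 downwards at 30 min, by 39 and 17 at 60 min and by 27 and 26 at 90 min. Downwards, TopHits were 166 and 407 at 60 min without KN10 and KN6 and 167 at 90 min without KN3-R2, and HighFold 180 at 30 min without KN5 and 11, 41, 9 and 11 at 60 min without KN2-R2, KN6, KN10 and KN13-R1. A pseudocount of 10 gave 68 and 11 HighFold downwards at 30 and 60 min, one of 100 with a filter of 100 gave 40, 6 and 17 at the 3 times and 364 TopHits downwards at 30 min, only the libraries compared gave 61 at 30 min, and the protein-coding total 36 upwards and 225 downwards at 30 min. With all 14 libraries in the fit TopHits were 42 up and 85 down, 18 and 8, and 5 and 6 at the 3 times, and HighFold by limma 5 and 18 at 30 min and 0 in each direction at 60 and 90 min (36, 42, 34 and 36 of that fold at an unadjusted p under 0.05). Among the genes with the largest fall at 30 min was *hisG*, encoding the first enzyme of histidine synthesis, at -8.95 (standard error 0.36, limma adjusted p = 2.85e-07). The opposite end held *opuAA*, encoding the ATPase of a glycine betaine transporter. The share of genes that rose depends on how the libraries are scaled at 30 min, at 55.7% as deposited, 44.3% with median ratios (531 up, 669 down), 46.9% with quantile normalization (493 up, 558 down), 42.5% with a trimmed mean of M-values (511 up, 692 down), 37.1% with the total (410 up, 696 down) and 15.5% with the protein-coding total (233 up, 1275 down). The total gave 167 up at 90 min, and at 60 min the protein-coding total gave 27.5% (190 up, 501 down) against 54.9% as deposited. The last 3 of these scalings were chosen after the data were seen.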

The strongest alteration of gene expression caused by the presence of NaCl was detected at 30 min of outgrowth (Table 1; Figure S2). This may be due to major salt stress response and adaptation processes occurring at this time point. In addition, high salinity might have postponed the molecular reorganization processes of early outgrowth in a similar manner as it causes a reduced growth rate of vegetative cells (Boch et al., 1994; Hahne et al., 2010). In any case, the transcriptomes of stressed vs. non-stressed outgrowing spores became more similar over time, as indicated by the lower number of differentially expressed genes in the 60 and 90 min samples (Table 1). 

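The salt effect itself differed between 30 and 60 min for 111 genes (76 towards higher values, 35 towards lower) and between 30 and 90 min for 265 genes (124 and 141) when the difference was tested (limma, TopHits). The first count was 73, 44, 297, 67, 46 and 36 without KN1-R2, KN2-R2, KN5, KN6, KN9 and KN10, 67 without a trend, 54 with only the libraries compared and 40 with the total, and the second 176, 148, 506, 160, 146, 102 and 160 without KN1-R2, KN3-R2, KN5, KN7, KN9, KN11 and KN14-R1, 57 with the total and 667 with the protein-coding total. With all 14 libraries in the fit they were 3 and 5. The test treats serial samples of a culture as independent. The peptide permease gene *oppC* fell at 30 min by 6.00 (standard error 0.38, limma adjusted p = 3.65e-06), and its salt effect was higher by 4.42 (standard error 0.54, limma adjusted p = 0.00328) at 60 min and by 4.36 (standard error 0.54, limma adjusted p = 0.00299) at 90 min. The median size of the log2FC over all 4390 genes was 1.44 at 30 min, 1.02 at 60 min and 0.86 at 90 min. Spearman's rho across genes between libraries with and without salt was on average 0.834, 0.890 and 0.907 at the 3 times, over 4 pairs of libraries each.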

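At 30 min alone 726 genes passed TopHits (409 up, 317 down), at 60 min alone 59 (23 up, 36 down) and at 90 min alone 70 (34 up, 36 down). Passing at 1 time only is not a difference between times, and the histidine operon shows where the difference itself passes. *hisZ*, encoding a subunit of the first enzyme of the pathway, had a log2FC of -9.32, 1.27 and 1.50 at 30, 60 and 90 min (standard error 0.39, limma adjusted p = 2.85e-07, 0.0349 and 0.0211), and its salt effect at 60 min was higher than at 30 min by 10.59 (standard error 0.55, limma adjusted p = 7.11e-06). For 8 of 9 histidine genes the salt effect differed between 30 and 90 min. Among 48 ribosomal protein genes, 31, 2 and 0 rose at 30, 60 and 90 min, 0 fell and 17, 46 and 48 did not pass, with 31, 0 and 0 up when adjusted over the list alone, and 25 differed between 30 and 90 min. camera gave adjusted p = 4.33e-11, 0.446 and 0.676 at 30, 60 and 90 min, and adjusted p = 0.21, 0.835 and 0.904 with an estimated correlation. With the protein-coding total the list's median log2FC at 60 min moved from 0.18 to -0.42. *rpsD*, a gene of the small subunit, had a log2FC of 5.26 (standard error 0.66) at 30 min. Without KN9 20 ribosomal protein genes rose at 30 min, at 60 min 1, 5, 0, 1 and 0 rose by limma without KN3-R2, KN6, KN10, KN11 and KN13-R1 (1 and 0 in place of the 0s at an unadjusted p under 0.05), without KN7 1 fell at 90 min, and the number that differed between 30 and 90 min became 16, 12, 12, 4, 12, 3, 7 and 5 without KN1-R2, KN2-R2, KN3-R2, KN9, KN10, KN11, KN12-R1 and KN14-R1, in that order. With quantile scaling 9 rose at 30 min and 4 differed.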

Consistently, the 30 min transcriptome contained much more genes that were exclusively differentially expressed at this time point than the 60 and 90 min transcriptomes (Table 2). Yet, 134 (76) genes were differentially expressed at all three time points of outgrowth under salt stress (Table 2).

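Of the 309 genes that passed TopHits at 30, 60 and 90 min, 168 were up at every time, 138 down at every time and 3 changed direction, while 3 genes passed at all 3 times with all 14 libraries in the fit. HighFold was passed at all 3 times by 23 genes. Pyrimidine genes were among the genes up throughout, as was *gntR*, the regulator of gluconate utilization, with a log2FC of 4.34, 3.50 and 3.71 at 30, 60 and 90 min (standard error 0.35, limma adjusted p = 1.02e-05, 9.65e-05 and 0.000111). Branched-chain amino acid genes were among those down throughout. *leuA*, which encodes the first enzyme of leucine synthesis, had -6.54, -3.54 and -4.28 at 30, 60 and 90 min (standard error 0.47, limma adjusted p = 5.76e-06, 0.000528 and 0.000227). Of 453 genes called at both 30 and 60 min 449 had the same direction, and of 366 called at both 30 and 90 min 359 did.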

**Table 1:** **Differentially expressed genes during outgrowth in the presence of 1.2 M NaCl^a^**.

**Time (min)^b^**	**TopHits log_2_FC ≥ 2; *p* ≤ 0.05**		**HighFold log_2_FC ≥ 5; *p* ≤ 0.01**	
	**Upregulated**	**Downregulated**	**Upregulated**	**Downregulated**
30	321	523	64	153
60	157	184	41	25
90	118	161	31	38
Total	402	632	85	190

a *Gene expression in the presence of 1.2 M NaCl was contrasted against gene expression in the absence of NaCl at each respective time point*.

b *Time of sample withdrawal after mixing spores with germinants*.

**Table 2:** **Cohesion of contrasts: specific and shared differentially expressed genes among the sample time points**.

**Sample time point(s)**			**Number of genes^a^**	
**30 min**	**60 min**	**90 min**	**TopHits**	**HighFold**
			564	329
			90	54
			68	44
			93	42
			24	15
			53	30
			134	76

a *The numbers of genes are either specific to the time point (only one gray-filled box), or shared exclusively by the time points indicated by gray fills*.

For functional interpretation, differentially expressed genes were categorized according to the *Subti*Wiki database (Mäder et al., 2012; Michna et al., 2016). Strong alterations of gene expression—at all-time points and in both directions—could be observed in the functional categories “Membrane proteins” (category number 6.2, see Figure 3), “Transporters” (1.2), “Coping with stress” (4.3), and “Proteins of unknown function” (6.7) (Figure 3; Tables S1, S2; Database S1). To a lesser extent and predominantly after 30 min outgrowth, genes belonging to the functional categories “Protein synthesis, modification and degradation” (3.3), “Regulation of gene expression” (3.4), and “Essential genes” (6.1) were also notably differentially expressed (Figure 3; Tables S1, S2; Database S1). While most enriched categories exhibited similar extents of up- and downregulation, genes in the categories “Amino acid/nitrogen metabolism” (2.3), “Additional metabolic pathways” (2.6), and “Phosphoproteins” (6.4) were greatly downregulated (Figure 3; Tables S1, S2; Database S1). This might relate to the aforementioned potential high-salinity-dependent retardation of the molecular reorganization processes during the ripening period and/or the reallocation of cellular resources toward salt stress response. 

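In 3 lists for the use of amino acids as nutrients, many genes fell with 1.2 M NaCl. Of 8 genes of arginine and ornithine utilization 8, 7 and 6 fell and 0, 1 and 2 did not pass at 30, 60 and 90 min, with the same counts when adjusted over the list alone. camera gave adjusted p = 2.17e-05, 8.95e-07 and 2.17e-05 at 30, 60 and 90 min, and adjusted p = 0.172, 0.172 and 0.172 with an estimated correlation. *rocA*, a pyrroline-5-carboxylate dehydrogenase gene, had a log2FC of -7.46, -9.55 and -6.18 at 30, 60 and 90 min (standard error 0.74, limma adjusted p = 3.69e-05, 3.71e-05 and 0.000363). In the degradation of branched-chain amino acids, 5, 7 and 5 of 8 genes fell, 0 rose and 3, 1 and 3 did not pass, with 5, 8 and 7 down when adjusted over the list alone. The set test returned adjusted p = 0.0046, 0.00017 and 0.000153 at 30, 60 and 90 min, and adjusted p = 0.408, 0.318 and 0.316 with an estimated correlation. *bkdAB*, a subunit gene of the branched-chain keto acid dehydrogenase, had -3.15, -2.88 and -3.20 at 30, 60 and 90 min (standard error 0.54, limma adjusted p = 0.001, 0.00336 and 0.00244). For proline utilization the counts were 3, 2 and 3 of 4 down, 0 up and 1, 2 and 1 not passing, with 3, 3 and 3 down when adjusted over the list alone, and camera gave adjusted p = 0.0138, 0.0214 and 0.00337 at 30, 60 and 90 min, and adjusted p = 0.326, 0.365 and 0.271 with an estimated correlation. The branched-chain counts by limma with 1 library left out became 2 down at 60 min without KN2-R2, KN10 or KN13-R1, 8 down at 90 min without KN6 or KN13-R1 and 2 without KN11 or KN14-R1. The proline counts by limma with 1 library left out became 0 down at 60 min without KN2-R2 or KN13-R1 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2) and 1 without KN10, 1 down at 90 min without KN3-R2 or KN14-R1.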

The most relevant functional categories and groups are discussed in detail below.

**Figure 3:**
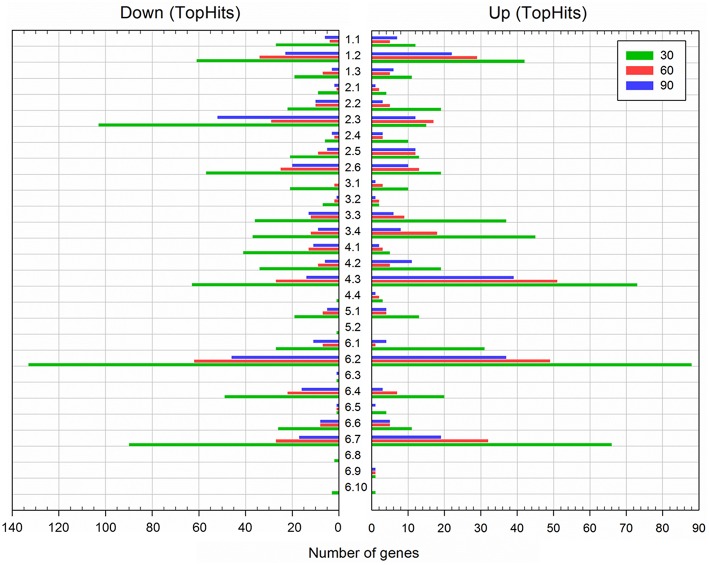
**Functional classification of differentially expressed genes during spore outgrowth in the presence of 1.2 M NaCl (TopHits)**. Genes were categorized according to *Subti*Wiki (http://subtiwiki.uni-goettingen.de). Sample time points: 30 min (green), 60 min (red), and 90 min (blue).

### Hyperosmotic stress response

The functional category “Coping with hyperosmotic stress” includes genes encoding proteins involved in the specific hyperosmotic stress response, i.e., all Opu transporters (OpuA–OpuE); the K^+^ uptake systems KtrAB and KtrCD; GbsA, GbsB, and GbsR required for GB synthesis from the precursor choline; ProA, ProH, and ProJ responsible for osmoadaptive proline synthesis; and the amino-peptidases PapA and PapB that can degrade proline-containing peptides (Boch et al., 1994, 1996; Kempf and Bremer, 1998; Holtmann et al., 2003; Brill et al., 2011a; Zaprasis et al., 2013). In our study, 20 of the 25 genes in this category were differentially expressed (Figure 4A). 

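All 25 genes of the category were measured, and 21 passed TopHits at 1 time or more, 18 upwards and 3 downwards. At 30, 60 and 90 min 17, 17 and 17 genes rose, 2, 2 and 1 fell and 6, 6 and 7 did not pass, with the same counts when adjusted over the list alone. With all 14 libraries in the limma fit 7, 2 and 0 rose (10 in place of 0 at an unadjusted p under 0.05). limma's camera test of the category gave adjusted p = 9.4e-06, 4.73e-08 and 9.58e-09 at 30, 60 and 90 min, and adjusted p = 0.19, 0.172 and 0.172 with an estimated correlation. Its median log2FC was 4.82, 4.25 and 3.30, or 4.63, 4.21 and 3.26 above the median of all genes. Among the risers was *opuAB*, the permease gene of the OpuA transporter, at 7.20 (standard error 0.47) after 30 min. The genes that fell at 1 time or more were *ktrA*, *ktrB* and *proA*. The hyperosmotic counts by limma with 1 library left out became 0 down at 30 min without KN1-R2 (2 at an unadjusted p under 0.05 with |log2FC| ≥ 2) and 0 without KN12-R1 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 0 down at 60 min without KN2-R2 (3 at an unadjusted p under 0.05 with |log2FC| ≥ 2) and 0 without KN10 or KN13-R1 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 0 down at 90 min without KN7 (2 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 0 without KN11 (0 at an unadjusted p under 0.05 with |log2FC| ≥ 2) and 0 without KN14-R1 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2).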

No significant differential expression was detected for *ktrC, ktrD, papA, papB*, and *opuBC* (Dataset S1). 

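*ktrC*, encoding the regulatory subunit of a K+ uptake system, had a log2FC of -0.47, -0.39 and -0.90 at 30, 60 and 90 min (standard error 0.36, limma adjusted p = 0.316, 0.466 and 0.108), and *ktrD*, its channel subunit gene, had 0.57, 0.37 and 1.32 at 30, 60 and 90 min (standard error 0.46, limma adjusted p = 0.347, 0.608 and 0.0723). For the aminopeptidase gene *papA* the log2FC was -0.44, -0.48 and -0.55 at 30, 60 and 90 min (standard error 0.32, limma adjusted p = 0.298, 0.308 and 0.271) and for *papB* -1.38, -0.56 and -0.45 at 30, 60 and 90 min (standard error 0.29, limma adjusted p = 0.00357, 0.184 and 0.319). *papB* was called down at 30 min when the libraries were scaled by their protein-coding total. None of these 4 genes passed the test as deposited.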

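*gbsR*, which encodes the repressor of choline uptake and glycine betaine synthesis genes, rose with a log2FC of 4.25, 3.83 and 3.30 at 30, 60 and 90 min (standard error 0.46, limma adjusted p = 6.5e-05, 0.00031 and 0.00088). The genes *opuAA*, *opuAB*, *opuAC*, *opuBA*, *opuBB*, *opuCA*, *opuCB*, *opuCC*, *opuCD*, *opuE*, *gbsA*, *gbsB*, *gbsR*, *proH* and *proJ* rose at each time. The standard errors of these genes lay between 0.35 and 0.67 on the log2 scale. *gbsR* had values of 129400 ± 27839 (SD, n = 2) with 1.2 M NaCl and 6814 ± 1471 (SD, n = 2) without NaCl at 30 min.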

Seventeen of the twenty differentially expressed genes were upregulated, including the operons *proHJ, gbsAB, opuA, opuB* (except *opuBC*), *opuC*, and the genes *gbsR, opuD*, and *opuE* (Figure 4A). All of these genes encode proteins involved in uptake and synthesis of osmoprotectants, which play a central role in the hyperosmotic stress response of vegetative *B. subtilis* cells (Kempf and Bremer, 1998; Bremer, 2002). Our results indicate that the same genes have an important function in the salt stress response of outgrowing spores as well.

**Figure 4:**
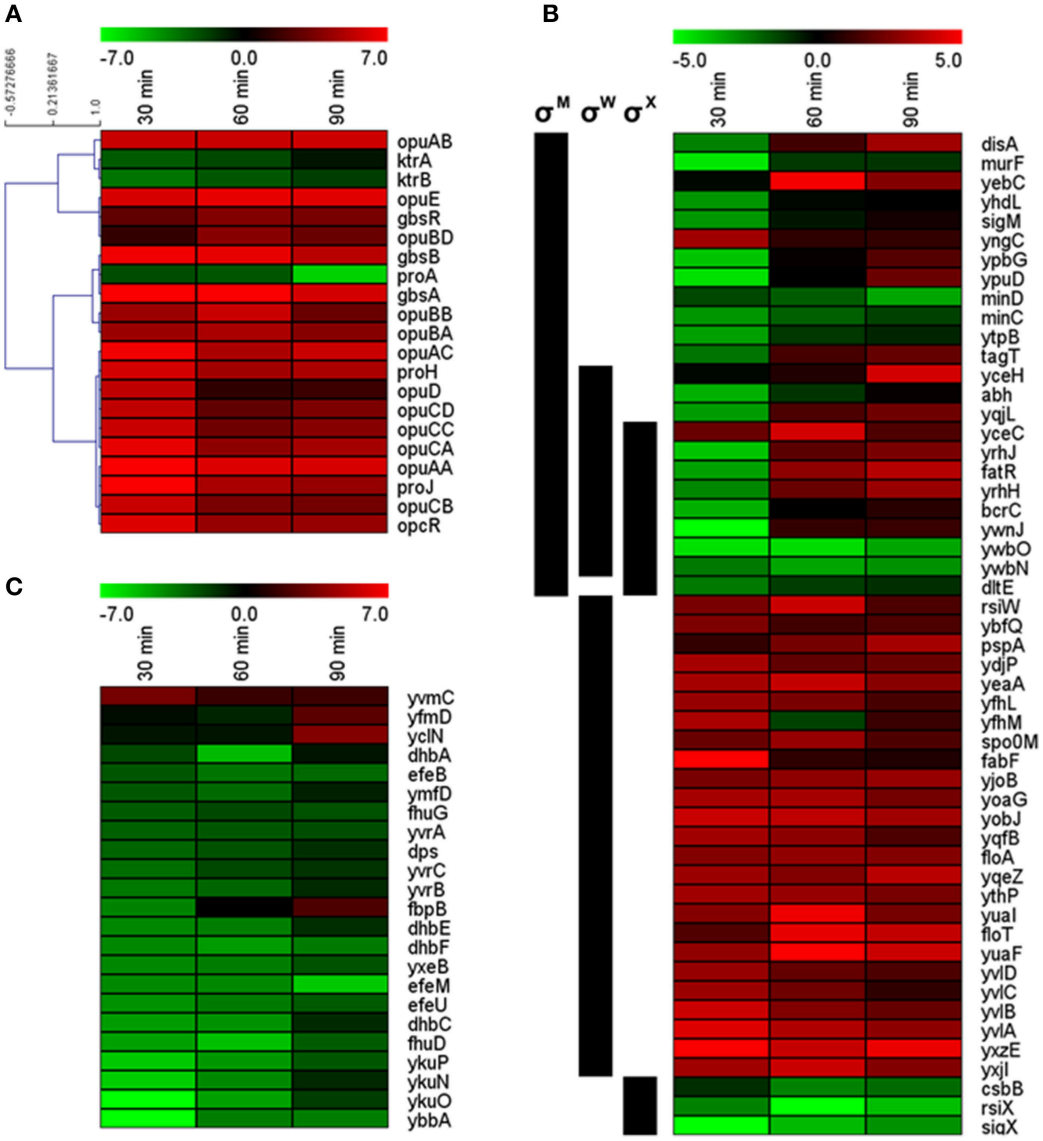
**Expression profiles of (A) genes associated with the hyperosmotic stress response, (B) differentially expressed members of the σ^M^, σ^W^, and σ^X^ regulons (regulon affiliations are indicated by black bars on the left), and (C) genes associated with iron homeostasis**. Only significantly differentially expressed genes are shown. Cutoff-values (log_2_FC) of the color scale are indicated at the top of each figure.

In agreement with previous reports, salt-stressed induced upregulation of *opu* genes was already very strong after 30 min of outgrowth (Figure 4A) and was independent of the transporters' substrate availability (as no substrates were in the medium), reflecting their osmotic control (Hahne et al., 2010). It should be noted that *opuBC* from the *opuB* operon was likewise upregulated (around 2.5 log_2_FC; Dataset S1), but the difference may not have been significant as *opu* genes are reportedly also expressed to some extent in non-stressed outgrowing spores (Keijser et al., 2007). 

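*opuAA*, the ATPase gene of the glycine betaine transporter OpuA, rose with a log2FC of 7.70 (standard error 0.52, limma adjusted p = 3.99e-06) at 30 min, from 7292 ± 4263 (SD, n = 2) without NaCl to 1412300 ± 443510 (SD, n = 2) with 1.2 M NaCl. *opuE*, a proline transporter gene, rose by 7.33 (standard error 0.35, limma adjusted p = 7.13e-07) and *opuCA*, the ATPase gene of a transporter with a broad range of substrates, by 6.89 (standard error 0.46, limma adjusted p = 3.99e-06). Of the 13 *opu* genes, 12, 12 and 12 rose at 30, 60 and 90 min, 0 fell and 1, 1 and 1 did not pass, with the same counts when adjusted over the list alone. The list's camera test returned adjusted p = 2.77e-08, 2.69e-11 and 2.5e-11 at 30, 60 and 90 min, and adjusted p = 0.178, 0.172 and 0.172 with an estimated correlation.

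**Figure D3:**
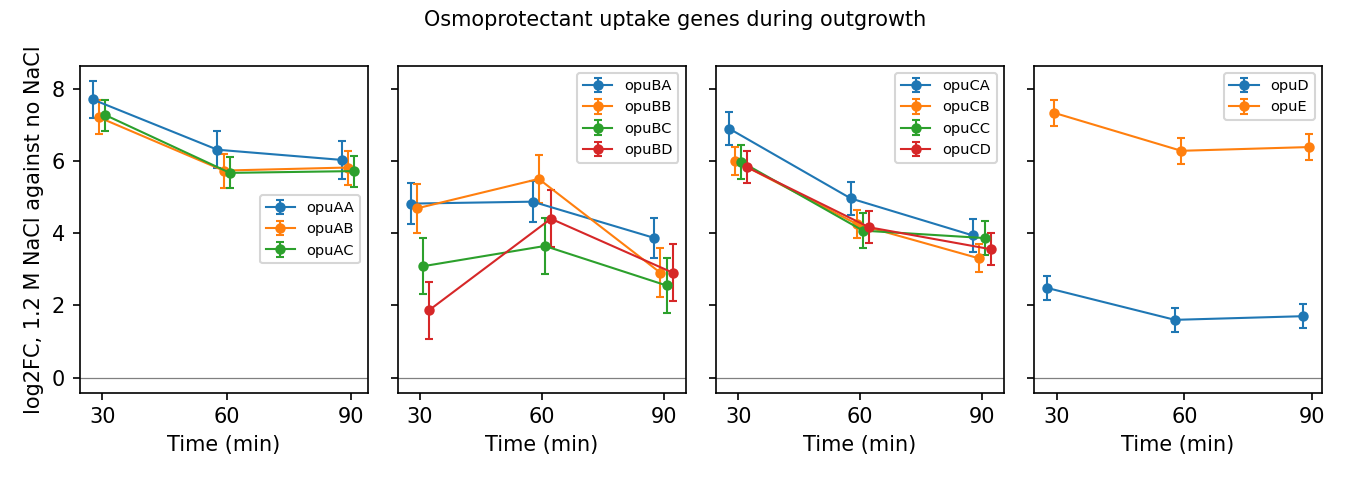
log2FC of the *opu* genes with 1.2 M NaCl against no NaCl (vertical) at 30, 60 and 90 min (horizontal), with 1 panel per group of operons. Points are estimates from limma over 2 libraries per group and bars their standard errors.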

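*opuBC*, the substrate-binding protein gene of the choline transporter, had a log2FC of 3.08, 3.64 and 2.55 at 30, 60 and 90 min (standard error 0.77, limma adjusted p = 0.00849, 0.00657 and 0.041). Its values at 60 min were 1397 ± 541 (SD, n = 2) with salt and 107 ± 9.62 (SD, n = 2) without, and at 30 min 840.3 ± 501 (SD, n = 2) and 89.0 ± 3.32 (SD, n = 2). The call at 30 min was lost without library KN5 and with the protein-coding total, that at 60 min without KN13-R1, and that at 90 min in several of the fits tried, such as those without KN11, without KN14-R1 or without the mean trend.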

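*opuD*, a glycine betaine transporter gene, had a log2FC of 2.48, 1.60 and 1.70 at 30, 60 and 90 min (standard error 0.33, limma adjusted p = 0.000246, 0.00617 and 0.00557). Its salt effect at 90 min was -0.78 (standard error 0.47, limma adjusted p = 0.334) relative to 30 min, which did not pass. The call at 30 min was lost with quantile normalization and with both totals, and *opuD* was called at 90 min without library KN14-R1. For *opuCA* and *opuCB* the salt effect at 90 min minus that at 30 min was -2.95 (standard error 0.65, limma adjusted p = 0.0265) and -2.69 (standard error 0.55, limma adjusted p = 0.0195), and both passed. *opuCC*, the binding protein gene of the same operon, rose with a log2FC of 5.97, 4.07 and 3.86 at 30, 60 and 90 min (standard error 0.47, limma adjusted p = 9.89e-06, 0.000249 and 0.000412).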

Interestingly, the different *opu* operons had variable temporal expression patterns (Figure 4A): *opuD* was only significantly upregulated at 30 min and expression of *opuC* also peaked at 30 min and was only moderately upregulated later. In contrast, *opuA* and *opuE* exhibited continuous high expression at all-time points. 

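After the rise at 30 min, *opuAA* kept a log2FC of 6.31 (standard error 0.52, limma adjusted p = 4.07e-05) at 60 min and of 6.02 (standard error 0.52, limma adjusted p = 5.86e-05) at 90 min. Its salt effect at 90 min differed from that at 30 min by -1.67 (standard error 0.73, limma adjusted p = 0.182), which did not pass. *opuE* stood at 6.28 (standard error 0.35, limma adjusted p = 6.59e-06) at 60 min and 6.38 (standard error 0.35, limma adjusted p = 9.47e-06) at 90 min, and the difference of -0.95 (standard error 0.50, limma adjusted p = 0.263) between 90 and 30 min did not pass either. Values of *opuE* at 90 min were 522180 ± 70424 (SD, n = 2) with 1.2 M NaCl and 6243 ± 317 (SD, n = 2) without NaCl.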

With regard to previous studies, the observed differential temporal expression patterns could be interpreted as follows.

During vegetative growth, *opuA* expression is elaborately balanced with the extent of the cell's internal solute pool, as sufficient intracellular amounts of osmoprotectants repress *opuA* transcription (Hoffmann et al., 2013). Thus, steady upregulation of the *opuA* operon during outgrowth at high salinity indicates that the outgrowing spores were not able to accumulate sufficient amounts of compatible solutes throughout the whole experiment (Figure 4A). Moreover, steady expression of *opuE*, which has a σ^A^- as well as a σ^B^-dependent promoter, is mediated by σ^A^ during sustained salt stress (Spiegelhalter and Bremer, 1998). Therefore, the observed steady upregulation of *opuE* in our study suggests that the osmospecific stress response governed by σ^A^ is important for the salt stress adaptation during outgrowth. While the early, transient upregulation of *opuD*, which is also controlled by both σ^A^ and σ^B^ promoters, would rather resemble σ^B^-dependent transcription, a similar pattern was detected for the *opuC* operon that is not a member of the σ^B^-regulon (Spiegelhalter and Bremer, 1998; Hoffmann and Bremer, 2011; Young et al., 2013). 

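In the absence of NaCl, *opuD* had values of 4447 ± 134 (SD, n = 2) at 30 min, 5515 ± 516 (SD, n = 2) at 60 min and 6353 ± 242 (SD, n = 2) at 90 min. Compared between 90 and 30 min without NaCl, its log2FC was 0.51 (standard error 0.33), with a limma adjusted p of 0.584. *opuCA* had values of 3089 ± 807 (SD, n = 2), 7375 ± 2337 (SD, n = 2) and 8249 ± 563 (SD, n = 2) at the same times, a log2FC of 1.44 (standard error 0.46) between 90 and 30 min with a limma adjusted p of 0.135. With 1.2 M NaCl the comparison of the same times gave -0.27 (standard error 0.33, limma adjusted p = 0.604) for *opuD* and -1.51 (standard error 0.46, limma adjusted p = 0.0401) for *opuCA*.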

At least in part, the transient upregulation of *opuD* and the *opuC* operon was due to an incremental transcription in non-stressed outgrowing spores (GSE81238). Furthermore, *opuC* transcription might have been affected by its repressor *opcR*: although the biological function of this *gbsR*-type repressor is still unknown (Lee et al., 2013), its expression pattern was strikingly similar to that of the *opuC* operon (Figure 4A).

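*opcR*, which lies next to the *opuC* operon and encodes its repressor, rose with a log2FC of 5.69, 4.48 and 4.32 at 30, 60 and 90 min (standard error 0.50, limma adjusted p = 1.66e-05, 0.000194 and 0.000288). At 30 min its value was 15251 ± 8696 (SD, n = 2) with salt and 269.6 ± 19.2 (SD, n = 2) without. The change of its salt effect from 30 to 90 min was -1.37 (standard error 0.70, limma adjusted p = 0.251) and did not pass.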

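The *opuB* operon encodes a choline transporter of 4 genes. *opuBA*, its ATPase gene, rose with a log2FC of 4.82, 4.87 and 3.87 at 30, 60 and 90 min (standard error 0.56, limma adjusted p = 9.63e-05, 0.000229 and 0.00106), and its value with 1.2 M NaCl was 6165 ± 2219.5 (SD, n = 2) at 30 min. *opuBB* had 4.69, 5.50 and 2.90 at 30, 60 and 90 min (standard error 0.67, limma adjusted p = 0.000373, 0.000338 and 0.013), with a value of 2942 ± 1271 (SD, n = 2) at 30 min. For *opuBD* the log2FC was 1.87, 4.40 and 2.91 at 30, 60 and 90 min (standard error 0.79, limma adjusted p = 0.0783, 0.00281 and 0.0267). By comparison, the value of *opuCB* with salt at 30 min was 316320 ± 92815 (SD, n = 2). The call of *opuBB* at 90 min was lost without KN3-R2, KN11 or KN14-R1 and with the total.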

Compared to the other *opu* genes, upregulation of the *opuB* genes was more variable; the overall expression levels, however, were comparably low (Figure 4A; GSE81238). Nevertheless, *opuB* transcription may likewise have been modulated by the repressor GbsR, which regulates choline uptake (via OpuB) and processing to GB (via GbsA and GbsB), and expression of which was upregulated as well during outgrowth at high salinity (Figure 4A; Nau-Wagner et al., 2012). GbsR can directly bind choline, which leads to derepression of the *opuB* and *gbsAB* operons, allowing efficient accumulation of GB (Boch et al., 1996; Nau-Wagner et al., 2012). Strikingly, despite *gbsR* upregulation and the absence of choline, *gbsAB* was upregulated in our experiment. 

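*gbsA* encodes the glycine betaine aldehyde dehydrogenase and rose with a log2FC of 7.70, 7.30 and 5.79 at 30, 60 and 90 min (standard error 0.67, limma adjusted p = 1.59e-05, 6.67e-05 and 0.000296), from 395 ± 28.2 (SD, n = 2) without NaCl to 85852 ± 34089 (SD, n = 2) with 1.2 M NaCl at 30 min. *gbsB*, the choline dehydrogenase gene of the operon, rose with 7.16, 6.39 and 5.09 at 30, 60 and 90 min (standard error 0.67, limma adjusted p = 2.47e-05, 0.000144 and 0.000607). The salt effect of *gbsA* at 90 min differed from that at 30 min by -1.91 (standard error 0.94, limma adjusted p = 0.236), which did not pass.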

The reason for this *gbsAB* upregulation remains to be determined.

Further evidence for the importance of compatible solutes during outgrowth under salt stress was the strong upregulation of the osmoadaptive proline synthesis genes *proH* and *proJ*. 

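*proH* encodes a pyrroline-5-carboxylate reductase and rose with a log2FC of 7.01, 4.73 and 4.23 at 30, 60 and 90 min (standard error 0.40, limma adjusted p = 1.9e-06, 4.66e-05 and 0.000111). Its values at 30 min were 100720 ± 25852 (SD, n = 2) with 1.2 M NaCl and 774 ± 121 (SD, n = 2) without NaCl, and the salt effect at 90 min minus that at 30 min passed at -2.77 (standard error 0.56, limma adjusted p = 0.0195). *proJ*, the glutamate kinase gene of the same operon, rose with 6.72, 4.90 and 4.20 at 30, 60 and 90 min (standard error 0.47, limma adjusted p = 5.19e-06, 8.03e-05 and 0.000249).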

In vegetative cells, osmotic induction of the *proHJ* operon can be observed after a salt shock as well as during sustained high salinity and is mediated by an osmotically controlled σ^A^-type promoter (Steil et al., 2003; Hahne et al., 2010; Brill et al., 2011a). 

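*proA* encodes the glutamate-5-semialdehyde dehydrogenase shared by the anabolic and the osmoadaptive proline routes. Its log2FC was -1.99, -2.15 and -2.21 at 30, 60 and 90 min (standard error 0.61, limma adjusted p = 0.0224, 0.0258 and 0.0283), so that it fell at 60 and 90 min. At 30 min the gene was called down with every other scaling and without library KN5 or KN9, and the calls at 60 and 90 min were lost without the mean trend and with the total. At 60 min its values were 1877 ± 148 (SD, n = 2) with salt and 8414 ± 1883 (SD, n = 2) without.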

Although osmoadaptive proline synthesis requires ProA (encoded in the not osmotically inducible *proBA* operon), *proA* was found to be repressed during outgrowth in high salt conditions (Figure 4A), which is in agreement with previous findings (Hahne et al., 2010; Brill et al., 2011a). Transcription of the *proBA* operon is regulated by a tRNA-responsive riboswitch, allowing *proBA* derepression only upon proline starvation (Brill et al., 2011b). Thus, the downregulation of *proA* in salt-stressed outgrowing spores may in fact signify derepression of *proBA* in non-stressed outgrowing spores, as these likely have a higher anabolic proline turnover due to a higher protein biosynthesis rate.

While most genes involved in the accumulation of osmoprotectants were upregulated during outgrowth at high salinity, the not osmotically inducible *ktrAB* operon was found to be downregulated at all-time points (Figure 4A). 

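*ktrB*, the channel subunit gene of the K+ uptake system KtrAB, had a log2FC of -2.72, -2.85 and -1.73 at 30, 60 and 90 min (standard error 0.83, limma adjusted p = 0.022, 0.029 and 0.175). *ktrA*, encoding the regulatory subunit, had -2.13, -1.94 and -0.60 at 30, 60 and 90 min (standard error 0.59, limma adjusted p = 0.0137, 0.0341 and 0.525). Values of *ktrB* at 30 min were 93.2 ± 4.38 (SD, n = 2) with 1.2 M NaCl and 620.2 ± 51.3 (SD, n = 2) without NaCl. At 60 min *ktrA* was called down with median ratios, the protein-coding total, a trimmed mean of M-values and without KN6. At 30 min the call of *ktrB* was lost without KN1-R2, KN5, KN9 or KN12-R1, in each case through the adjusted p and not the fold, and that of *ktrA* without KN1-R2 or KN12-R1, with a fold under the threshold in the latter case. At 60 min that of *ktrB* was lost without KN2-R2, KN10 or KN13-R1, with the total and with only the libraries compared in the fit. At 90 min neither gene passed.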

Since the KtrAB transporter system plays an important role in K^+^ uptake as a first defense against high osmolality (Holtmann et al., 2003) it is possible that the K^+^ accumulation phase had already ended within the first 30 min of outgrowth and *ktrAB* expression was downregulated at ≥30 min to prevent detrimental effects of further K^+^ uptake. As *ktrAB* is regulated by *ydaO*-type riboswitch causing increased transcription termination in the presence of c-di-AMP (Nelson et al., 2013) and transcript levels of *ktrAB* were very low in salt-stressed outgrowing spores (GSE81238), it would be intriguing to investigate the role of c-di-AMP signaling in salt stress responses and outgrowth in more detail in future studies.

### General stress response

Numerous previous studies on osmotically stressed vegetative cells of *B. subtilis* have indicated an induction of the σ^B^-dependent general stress response upon sudden osmotic increases (e.g., Spiegelhalter and Bremer, 1998; Petersohn et al., 2001; Höper et al., 2006; Hecker et al., 2007; Nannapaneni et al., 2012; Nicolas et al., 2012; Young et al., 2013). As spores germinated in high-salinity media were also suddenly confronted with salt stress, an involvement of the general stress response would seem plausible. 

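*sigB*, the gene of the general stress sigma factor, had a log2FC of -0.18, -1.46 and -1.23 at 30, 60 and 90 min (standard error 0.36, limma adjusted p = 0.72, 0.0149 and 0.0379). *rsbW*, encoding the anti-sigma factor of the same operon, had 0.37, -1.06 and -1.27 at 30, 60 and 90 min (standard error 0.35, limma adjusted p = 0.412, 0.0498 and 0.0281). The values of *sigB* at 30 min were 7225 ± 2287 (SD, n = 2) with salt and 7996 ± 844 (SD, n = 2) without.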

The *sigB* gene itself was not differentially expressed at any sample time point (Dataset S1), which was not surprising as σ^B^ is only transiently active after a salt shock (Spiegelhalter and Bremer, 1998; Young et al., 2013). Yet, in total, almost one-third of the σ^B^ regulon was differentially expressed at one or several sample time points: 14 genes were significantly upregulated, whereas 31 genes were downregulated (Table 3; Figure S3A). 

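Of the 87 genes listed for the regulon, 9 rose and 29 fell at 1 time or more, and 38 did so in all. This list is smaller than the regulon in the paper's Table 3, so the 2 sets of counts are not comparable. The footnote of that table speaks of genes with 1 direction at all 3 times. The paper's text gives the same counts for genes changed at 1 time or several. At 30, 60 and 90 min 8, 5 and 3 rose, 13, 21 and 14 fell and 66, 61 and 70 did not pass, with the same counts when adjusted over the list alone. The number that fell was 8 at 30 min without KN12-R1, 3 and 13 at 60 min without KN10 and KN13-R1, and 3, 7, 9 and 7 at 90 min without KN3-R2, KN7, KN11 and KN14-R1, and 2, 3 and 2 rose at 60 min without KN2-R2, KN10 and KN13-R1. The counts were 28 and 35 at 30 and 60 min with the protein-coding total, 7 at 90 min with the total, 7 at 30 min with a pseudocount and filter of 100, and 1, 0 and 0 with all 14 libraries in the limma fit (8 and 8 in place of 0 at an unadjusted p under 0.05). limma's camera called the list Down at each time, with adjusted p = 0.625, 2.83e-05 and 1.7e-05 at 30, 60 and 90 min, and adjusted p = 0.903, 0.396 and 0.383 with an estimated correlation. At 30 min the list's median log2FC was 0.06 and its mean 0.04, both above 0 although camera ranked the list below other genes. The median relative to all genes was -0.13, -1.15 and -0.91, and at 30 min the list median turned negative with median ratios (-0.01), the total (-0.27), the protein-coding total (-1.07) and a trimmed mean of M-values (-0.07). *yvyD*, which encodes a ribosome hibernation factor, fell with a log2FC of -2.82, -2.34 and -3.03 at 30, 60 and 90 min (standard error 0.38, limma adjusted p = 0.000249, 0.00169 and 0.000468), where the call at 60 min was lost without KN10. Among the genes that rose was *ydeC*, encoding a putative regulator, at 4.24 (standard error 0.68, limma adjusted p = 0.000709) at 30 min.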

Importantly, all upregulated genes except for the uncharacterized *ydeC* have additional regulators aside from σ^B^ (e.g., σ^W^), which were likely responsible for the increased expression (see below). Moreover, only one of the 37 general stress response genes whose absence causes a salt-sensitive phenotype (i.e., *yflH;* Höper et al., 2005) was upregulated, whereas seven others were downregulated (Figure S3A). Indeed, σ^B^ was previously reported to be dispensable for colony formation from spores at high salinity (Tovar-Rojo et al., 2003). Altogether, our data suggest that the σ^B^-dependent general stress response is not of major significance during outgrowth in the presence of 1.2 M NaCl.

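*gsiB*, a hydrophilin gene used as a reporter of σ B, had a log2FC of -0.02, -2.61 and -2.36 at 30, 60 and 90 min (standard error 0.60, limma adjusted p = 0.986, 0.00974 and 0.0193), and the catalase gene *katE* had 0.34, -2.26 and -2.18 at 30, 60 and 90 min (standard error 0.48, limma adjusted p = 0.592, 0.00661 and 0.00986). *csbX*, encoding a putative transporter, had -1.05, -4.38 and -3.12 at 30, 60 and 90 min (standard error 0.77, limma adjusted p = 0.295, 0.00248 and 0.0175), where the call at 90 min was lost without KN3-R2, KN11 or KN14-R1 and with the total. Both calls at 60 min were lost without KN10 (for *katE* also without KN13-R1) and both at 90 min without KN3-R2 or KN14-R1, for *gsiB* also without KN7 and for *katE* with the total. The value of *gsiB* at 60 min was 2101 ± 452 (SD, n = 2) with 1.2 M NaCl and 14501 ± 10015 (SD, n = 2) without NaCl. From the further regulators of the genes upregulated in the regulon, the direction of genes tied to salt sensitivity and an earlier report on colony formation, the paper proposes that the σ B-dependent response is not of major significance during outgrowth at 1.2 M NaCl.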

**Table 3:** **Involvement of alternative sigma factors in the salt stress response of outgrowing spores^a^**.

**Regulon**	**Description**	**Number of genes^b^**	**Differentially expressed^c^**		
			**%**	**#up**	**#down**
*sigB*	General stress response	151	30	14	31
*sigD*	Regulation of flagella, motility, chemotaxis, and autolysis	24	33	0	27
*sigE*	Sporulation (early mother cell-specific)	176	9	8	7
*sigF*	Sporulation (early forespore-specific)	63	11	2	5
*sigG*	Sporulation (late forespore-specific)	108	10	3	8
*sigH*	Transcription of early stationary phase genes (sporulation, competence)	37	43	1	14
*sigI*	Control of a class of heat shock genes	6	50	0	3
*sigK*	Sporulation (late mother cell-specific)	103	7	2	4
*sigL*	Utilization of arginine, acetoin, and fructose; required for cold adaptation	23	52	0	12
*sigM*	ECF-type sigma factor responsible for intrinsic resistance against beta-lactam antibiotics	69	35	4	13
*sigO-rsoA*	Two-subunit sigma factor	5	20	1	0
*sigV*	ECF-type sigma factor; response to lysozyme	4	0	0	0
*sigW*	ECF-type sigma factor; activated by alkaline shock, polymyxin B, vancomycin, cephalosporin C, D-cycloserine, and triton X-100	65	54	28	4
*sigX*	ECF-type sigma factor; cell surface properties	29	45	1	9
*sigY*	ECF-type sigma factor; maintenance of the SPβ prophage	7	0	0	0
*ylaC*	ECF-type sigma factor; response to oxidative stress	4	0	0	0
*xpf*	PBSX phage RNA polymerase sigma factor	10	50	0	5

a *Classification and description according to SubtiWiki and (Souza et al., 2014)*.

b *Number of genes within the regulon*.

c *The numbers of up- (#up) and downregulated (#down) genes only include genes that have the same expression direction (up/downregulated) at all three time points. The percentage of differentially expressed genes includes all genes*.

### Sigma factors and regulons

Aside from σ^B^, the alternative sigma factors σ^M^, σ^W^, and σ^X^ have repeatedly been implicated with cell envelope and salt stress (Horsburgh et al., 2001; Petersohn et al., 2001; Steil et al., 2003; Höper et al., 2006; Hahne et al., 2010). Hence, we analyzed the role of the different alternative sigma factors and major regulons in the salt stress response of outgrowing spores.

Among the genes encoding alternative sigma factors, only three significant changes were observed: downregulation of *sigM* at 30 min outgrowth, upregulation of *sigO* at 60 min outgrowth, and downregulation of *sigX* throughout the whole experiment (Dataset S1). It should be noted that upregulation of *sigO*, which forms a two-subunit sigma factor with RsoA, is almost certainly an artifact, because this gene was barely expressed at all and *rsoA* was not differentially expressed (GSE81238). 

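*sigM*, encoding a sigma factor of cell envelope stress, had a log2FC of -2.57, -0.39 and 0.52 at 30, 60 and 90 min (standard error 0.50, limma adjusted p = 0.00216, 0.618 and 0.508), and its salt effect at 90 min was higher than at 30 min by 3.10 (standard error 0.70, limma adjusted p = 0.0291). *sigX*, the gene of a related sigma factor, fell with -4.98, -3.54 and -2.77 at 30, 60 and 90 min (standard error 0.66, limma adjusted p = 0.000214, 0.00327 and 0.0141), and the anti-sigma factor gene *rsiX* with -3.05, -4.18 and -2.93 at 30, 60 and 90 min (standard error 0.29, limma adjusted p = 2.57e-05, 2.39e-05 and 0.000133). The call of *sigX* at 90 min was lost without any 1 of the 4 libraries at that time and with the total. *sigW*, a further gene of this family, rose with 2.78, 3.08 and 2.71 at 30, 60 and 90 min (standard error 0.45, limma adjusted p = 0.000774, 0.000948 and 0.00242), and its call at 30 min was lost with the protein-coding total. Its values at 60 min were 18473 ± 9565 (SD, n = 2) with salt and 2033 ± 54.9 (SD, n = 2) without.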

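*sigO* was listed at 0 in both libraries at 60 min without NaCl, where no fold can be given, and had 81.4 and 117 in those with 1.2 M NaCl. It passed TopHits there (limma adjusted p = 0.000811), while at 30 and 90 min its log2FC of -1.06 and -0.45 did not pass. *rsoA*, the gene of the other subunit, had 2.85, 3.01 and 0.83 at 30, 60 and 90 min (standard error 1.19, limma adjusted p = 0.0747, 0.0877 and 0.683). In these libraries the value of *rsoA* at 60 min was 239 ± 248 (SD, n = 2) with salt and 19.4 ± 2.90 (SD, n = 2) without, and *rsoA* was called up at 60 min with quantile normalization and without KN1-R2 or KN6.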

While the repression of *sigX* under salt stress has previously been reported (Steil et al., 2003; Hahne et al., 2010; Nicolas et al., 2012), the lack of differential *sigW* expression was in contrast to the study by Hahne et al. (2010), in which a significant *sigW* upregulation 30 and 60 min after the osmotic upshift has been shown.

Nevertheless, more than half of the genes in the σ^W^ regulon were differentially expressed, most of them being upregulated (Table 3; Figure 4B), indicating importance of σ^W^ for the salt stress response during outgrowth. 

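σ W directs genes against antibiotics and membrane damage, and of the 58 listed for it 40 rose and 7 fell at 1 time or more. As for σ B, the list is smaller than the regulon in the paper's Table 3, so the counts are not comparable with those of the paper. At 30, 60 and 90 min 32, 35 and 28 rose, 7, 2 and 2 fell and 19, 21 and 28 did not pass, with 32, 36 and 28 up and 7, 2 and 2 down when adjusted over the list alone. With the protein-coding total 13 rose at 30 min, and with all 14 libraries in the limma fit 2, 3 and 0 rose at the 3 times (6 in place of 0 at an unadjusted p under 0.05). camera called the regulon Up with adjusted p = 1.29e-06, 3.15e-16 and 3.15e-16 at 30, 60 and 90 min, and adjusted p = 0.172, 0.0586 and 0.0586 with an estimated correlation. Its median log2FC was 2.59, 2.61 and 1.91. *yvlA*, a membrane protein gene, had the largest early rise in the list with a log2FC of 4.83, 3.73 and 2.93 at 30, 60 and 90 min (standard error 0.25, limma adjusted p = 1.08e-06, 2.39e-05 and 5.86e-05). The σ W counts by limma with 1 library left out became 0 down at 90 min without KN3-R2 or KN14-R1 (2 at an unadjusted p under 0.05 with |log2FC| ≥ 2).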

Interestingly, while Hahne et al. (2010) reported a maximum induction of the σ^W^ regulon at 30 min after NaCl addition, we observed three different expression patterns within this regulon: (i) 27 genes were upregulated at all-time points, (ii) four genes were downregulated at all-time points, and (iii) four genes were downregulated at 30 min and upregulated subsequently (Figure 4B). 

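Within the σ W list, 20 genes rose at each of the 3 times and 2 fell at each, namely *ywbN*, a gene of iron uptake, and *ywbO*. *ywbO* had a log2FC of -3.93, -4.09 and -3.35 at 30, 60 and 90 min (standard error 0.71, limma adjusted p = 0.00143, 0.00233 and 0.00832), where the call at 90 min was lost without KN3-R2 or KN14-R1. *yrhJ*, a fatty acid hydroxylase gene, fell at 30 min (-3.56 (standard error 0.53, limma adjusted p = 0.000472)) and rose at 90 min (2.68 (standard error 0.53, limma adjusted p = 0.00596); lost without KN11 and with the total), and the difference between these salt effects passed at 6.24 (standard error 0.75, limma adjusted p = 0.00249). *yrhH*, encoding a putative methyltransferase, also fell at 30 min (-2.56 (standard error 0.73, limma adjusted p = 0.0162)), a call lost without KN9 or KN12-R1 and with only the libraries compared in the fit, and rose later. *yeaA*, of unknown function, belonged to the genes that rose throughout, with 3.75, 4.29 and 2.81 at 30, 60 and 90 min (standard error 0.42, limma adjusted p = 7.42e-05, 9.12e-05 and 0.00126).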

Most likely the distinct expression patterns of the latter two gene groups were caused by their simultaneous control by σ^M^ and σ^X^ (Figure 4B). The constant upregulation of the σ^W^ regulon also supports the notion that the salt stress response of outgrowing spores is rather similar to that of cells growing at sustained high salinity and not to that of salt-shocked cells, as salt-shocked cells shut down the σ^W^ regulon about 20 min after the osmotic upshift (Steil et al., 2003).

Additionally, one-third of the σ^M^ regulon was differentially expressed, although 10 out of these 24 genes were also members of the σ^W^ regulon (Table 3; Figure 4B). 

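Of the 41 genes listed for σ M, many of which serve synthesis and division of the cell wall, 7 rose and 15 fell at 1 time or more. The paper's Table 3 holds a larger regulon, so its counts are not comparable with these. The counts at 30, 60 and 90 min were 3, 4 and 4 up, 15, 0 and 1 down and 23, 37 and 36 not passing, with the same counts when adjusted over the list alone. camera gave adjusted p = 0.00014, 0.221 and 0.0506 at 30, 60 and 90 min, and adjusted p = 0.383, 0.734 and 0.578 with an estimated correlation. *yceC*, a member shared with σ W, had a log2FC of 3.39, 3.26 and 1.67 at 30, 60 and 90 min (standard error 0.35, limma adjusted p = 4.48e-05, 0.000162 and 0.0075) and rose at 30 and 60 min. *ypuD*, a membrane protein gene, had -4.54, 0.15 and 1.13 at 30, 60 and 90 min (standard error 0.94, limma adjusted p = 0.00303, 0.93 and 0.445). The σ M counts by limma with 1 library left out became 6 down at 30 min without KN12-R1, 2 up at 60 min without KN13-R1, 7 down at 60 min without KN6 and 1 without KN10, 2 up at 90 min without KN11 or KN14-R1, 0 down at 90 min without KN3-R2 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2) and 0 without KN11 or KN14-R1 (0 at an unadjusted p under 0.05 with |log2FC| ≥ 2).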

While Hahne et al. (2010) have reported maximum upregulation of the σ^M^ regulon 60 min after NaCl addition, σ^M^-dependent genes tended to be repressed in our study (Figure 4B). 

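At 30 min the bacitracin resistance gene *bcrC* fell with a log2FC of -3.56 (standard error 0.80, limma adjusted p = 0.00471), and *abh*, which encodes a transition state regulator, with -2.89 (standard error 0.52, limma adjusted p = 0.00138). *yhdK*, encoding an anti-σ M subunit in the operon of *sigM*, fell with -3.01 (standard error 0.50, limma adjusted p = 0.000924). The median log2FC of the list at 30 min was -1.81, or -2.00 relative to all genes. Values of *bcrC* were 2293 ± 2507 (SD, n = 2) with 1.2 M NaCl and 19656 ± 13392 (SD, n = 2) without NaCl at 30 min.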

Downregulation was predominant at 30 min of outgrowth, which is consistent with the repression of the *sigM* gene at this time point. However, at the later time points, most genes became less repressed or were even upregulated (Figure 4B). 

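For 15 of the 41 listed genes the salt effect differed between 30 and 90 min, 15 towards higher values and 0 towards lower (limma). *ypuA*, of unknown function, had a log2FC of -1.57, 2.33 and 2.39 at 30, 60 and 90 min (standard error 0.45, limma adjusted p = 0.0163, 0.00403 and 0.00456). For *ypuD* the salt effect at 90 min lay above that at 30 min by 5.67 (standard error 1.32, limma adjusted p = 0.032). The list medians at 60 and 90 min were 0.50 and 0.89, and with the protein-coding total the value at 60 min changed sign to -0.10.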

Altogether, an involvement of σ^M^ in salt stress adaptation during outgrowth is possible, but the tendency for downregulation—in context with the salt-sensitive phenotype of *sigM* mutants (Horsburgh et al., 2001)—suggests that σ^M^-dependent genes may be dispensable during the early outgrowth phase under salt stress. 

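*rapD*, a response regulator phosphatase gene, had a log2FC of 3.01, 2.08 and 1.43 at 30, 60 and 90 min (standard error 0.39, limma adjusted p = 0.000191, 0.00342 and 0.0262) and rose at 30 and 60 min, and *ybfO* rose at 30 min with 3.34 (standard error 1.06, limma adjusted p = 0.026), while *sigX*, *rsiX* and *ywbN* fell at each time. Of 18 genes listed for the regulon, fewer than in the paper's Table 3, 2, 1 and 1 rose, 6, 4 and 4 fell and 10, 13 and 13 did not pass at 30, 60 and 90 min, with 2, 2 and 1 up and 6, 4 and 4 down when adjusted over the list alone. camera returned adjusted p = 0.0232, 0.00927 and 0.0513 at 30, 60 and 90 min, and adjusted p = 0.383, 0.326 and 0.413 with an estimated correlation. The calls of *rapD* and *ybfO* at 30 min were lost with the protein-coding total, that of *ybfO* also with the total, with a pseudocount and filter of 100 and without KN1-R2, KN9 or KN12-R1. At 60 min the call of *rapD* was lost with each other scaling but quantile normalization, with a pseudocount and filter of 100 and without KN2-R2 or KN13-R1. The median log2FC of the list was -1.83, -1.13 and -0.77. The σ X counts by limma with 1 library left out became 1 up at 30 min without KN1-R2, KN9 or KN12-R1, 8 down at 60 min without KN6, 0 up at 90 min without KN11 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 1 down at 90 min without KN3-R2 or KN14-R1.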

In consistence with previous reports (Steil et al., 2003; Hahne et al., 2010), the σ^X^ regulon was largely repressed during outgrowth at high salinity (Table 3). Notably, all differentially expressed σ^X^ genes (except *sigX* and the anti-σ^X^ factor *rsiX*) were also members of the σ^W^ and/or σ^M^ regulon (Figure 4B).

As summarized in Table 3, various genes belonging to the regulons of other alternative sigma factors were differentially expressed during outgrowth at high salinity as well. 

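The flagellar genes cluster in a long operon, of which *fliM*, encoding a switch protein, had a log2FC of -5.18, -3.24 and -3.33 at 30, 60 and 90 min (standard error 0.54, limma adjusted p = 4.73e-05, 0.00184 and 0.00197). *flhB*, an export gate gene, fell with -5.39, -5.00 and -3.06 at 30, 60 and 90 min (standard error 0.46, limma adjusted p = 1.47e-05, 6.67e-05 and 0.00129), and *fliP*, another export gene, with -4.60, -3.69 and -5.27 at 30, 60 and 90 min (standard error 0.70, limma adjusted p = 0.00051, 0.00365 and 0.000633). *fliJ* was listed at 0 in both libraries at 30 min with salt, against 1079 and 1282 without. Of 56 listed genes of motility and chemotaxis 24, 18 and 19 fell, 0 rose and 32, 38 and 37 did not pass at 30, 60 and 90 min, with 24, 19 and 19 down when adjusted over the list alone. With the total 12 fell at 90 min, and with all 14 libraries in the limma fit 0 and 1 fell at 60 and 90 min (15 in place of 0 at an unadjusted p under 0.05). camera gave adjusted p = 9.49e-09, 9.44e-10 and 7.07e-12 at 30, 60 and 90 min, and adjusted p = 0.0832, 0.0762 and 0.0586 with an estimated correlation. The motility counts by limma with 1 library left out became 1 up at 60 min without KN6.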

Most notably, many σ^D^–dependent genes involved in motility and chemotaxis were repressed throughout the entire experiment (Figure S3B), which is in excellent agreement with previous findings from salt-stressed vegetative cells (Steil et al., 2003; Höper et al., 2006; Hahne et al., 2010; Nicolas et al., 2012). Furthermore, all differentially expressed genes of the σ^I^, σ^L^, and Xpf regulons were downregulated in our experiment (Table 3; Dataset S1). 

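*xkdE*, the portal protein gene of the PBSX prophage, whose transcription needs Xpf, had a log2FC of 0.37, -0.90 and -2.84 at 30, 60 and 90 min (standard error 0.65, limma adjusted p = 0.67, 0.341 and 0.0118), and *xkdM*, a tail gene, had -0.32, -2.07 and -3.59 at 30, 60 and 90 min (standard error 0.96, limma adjusted p = 0.815, 0.138 and 0.0248). Both calls were lost without KN3-R2 or KN14-R1 and with the total, that of *xkdM* also without KN7 and that of *xkdE* with a pseudocount and filter of 100. Of 32 listed PBSX genes 4, 2 and 9 fell, 0 rose and 28, 30 and 23 did not pass at 30, 60 and 90 min, with 2, 1 and 9 down when adjusted over the list alone. camera gave adjusted p = 0.366, 0.00418 and 0.000158 at 30, 60 and 90 min, and adjusted p = 0.578, 0.224 and 0.174 with an estimated correlation. The list median at 30 min was -0.14 as deposited and 0.33 with quantile normalization. *xpf* was listed at 0 in both libraries at 30 min without NaCl, had 9.30 and 0 with salt, and passed at no time. The PBSX counts by limma with 1 library left out became 1 up at 30 min without KN5 or KN9, 2 down at 30 min without KN9, 1 up at 60 min without KN2-R2, 1 down at 60 min without KN2-R2, KN3-R2, KN10, KN11 or KN13-R1 and 4 without KN5, KN6 or KN12-R1, 0 down at 90 min without KN3-R2 (7 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 5 without KN7 or KN11 and 3 without KN14-R1.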

Some differential expression was also detected within the sporulation-related σ^E^, σ^F^, σ^G^, σ^K^, and σ^H^ regulons (Table 3). However, the portion of differential expression within the σ^E^, σ^F^, σ^G^, and σ^K^ regulons was relatively low and can be explained by very low expression levels, non-sporulation-related gene functions, and/or different degradation rate of dormant spore transcripts in stressed vs. non-stressed outgrowing spores (Dataset S1). 

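*spo0M* encodes a protein that limits sporulation and is read from a σ W promoter as well. It rose with a log2FC of 2.54, 3.12 and 2.35 at 30, 60 and 90 min (standard error 0.45, limma adjusted p = 0.00125, 0.000831 and 0.00486), from 1295 ± 331 (SD, n = 2) without NaCl to 12184 ± 7061 (SD, n = 2) with 1.2 M NaCl at 60 min. Quantile normalization and scaling to either total ended the call at 30 min.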

All differentially expressed σ^H^-genes except the σ^W^-dependent *spo0M* were downregulated (Table 3), consistent with the role of σ^H^ in sporulation initiation that is blocked at high salinity (Ruzal et al., 1998; Widderich et al., 2016).

Alignment of all *Subti*Wiki-annotated regulons with our data exhibited additional overlaps. While some regulators seemed to be active during outgrowth at high salinity (e.g., BirA, PyrR, LutR), genes in many other regulons behaved exactly opposite to their regulators' functions as repressors or activators (e.g., AzlB, PucR, RocR, Zur; Table S3). 

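*azlB*, encoding the repressor of a branched-chain amino acid transport operon, rose with a log2FC of 5.42, 4.71 and 4.35 at 30, 60 and 90 min (standard error 0.42, limma adjusted p = 8.97e-06, 6.34e-05 and 0.000133). *birA*, the biotin repressor and ligase gene, had -3.37, -1.92 and -1.51 at 30, 60 and 90 min (standard error 0.89, limma adjusted p = 0.0109, 0.138 and 0.27), and the call at 30 min was lost without KN1-R2 or KN5. Biotin synthesis genes fell, 4, 4 and 4 of 8 at 30, 60 and 90 min with 0 rising and 4, 4 and 4 not passing (5, 5 and 6 down when adjusted over the list alone), and camera gave adjusted p = 0.0214, 0.000713 and 0.000491 at 30, 60 and 90 min, and adjusted p = 0.417, 0.293 and 0.29 with an estimated correlation. *bioI*, a cytochrome P450 gene of the pathway, had a log2FC of -3.89, -7.36 and -5.07 at 30, 60 and 90 min (standard error 0.82, limma adjusted p = 0.00355, 0.000203 and 0.00205). The purine catabolism regulator gene *pucR* had -3.37, -1.48 and -1.05 at 30, 60 and 90 min (standard error 0.57, limma adjusted p = 0.000938, 0.0809 and 0.231) and *rocR*, the activator gene of arginine degradation, had -2.88, -0.08 and -0.32 at 30, 60 and 90 min (standard error 0.34, limma adjusted p = 0.000108, 0.901 and 0.562). Zur represses zinc uptake, and *zur* itself had a log2FC of 1.98, 1.16 and 1.34 at 30, 60 and 90 min (standard error 0.38, limma adjusted p = 0.00214, 0.0484 and 0.0321). Of 9 listed zinc uptake genes 8, 5 and 3 rose, 0 fell and 1, 4 and 6 did not pass, with 8, 5 and 4 up when adjusted over the list alone, while camera returned adjusted p = 0.00128, 0.001 and 0.0311 at 30, 60 and 90 min, and adjusted p = 0.277, 0.271 and 0.408 with an estimated correlation. *yciC*, a putative metallochaperone gene, had 6.48, 5.87 and 3.40 at 30, 60 and 90 min (standard error 0.89, limma adjusted p = 0.000283, 0.00115 and 0.0229). *lutA*, a lactate utilization gene, fell at 30 min with -2.78 (standard error 0.33, limma adjusted p = 0.000105), as did *lutB* and *lutC*. The biotin counts by limma with 1 library left out became 2 down at 30 min without KN5, 2 down at 60 min without KN2-R2, KN6 or KN10, 2 down at 90 min without KN3-R2, KN7 or KN11. The zinc counts by limma with 1 library left out became 1 up at 90 min without KN3-R2 or KN14-R1.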

The latter observation suggests that these regulons were actively regulated in the non-stressed outgrowing spores. Consistently, *azlB* and *zur* have been reported to be overexpressed during outgrowth under non-stress conditions (Keijser et al., 2007).

While the DegS/DegU two-component system has previously been implicated in salt stress sensing and response (Ruzal and Sánchez-Rivas, 1998; Mäder et al., 2002; Steil et al., 2003), only five genes (19%) of the DegU regulon were differentially expressed in our study (Table S3; Dataset S1). Moreover, there was only a limited overlap (38%, mostly motility genes) with the DegS/DegU regulated genes that were reported to be differentially expressed in salt-stressed vegetative cells (Steil et al., 2003). Perhaps, the lack of major changes in the DegU regulon can be explained by the upregulation of *rapG*, which encodes a DegU-inhibiting response regulator aspartate phosphatase (Ogura et al., 2003). Nevertheless, the role of DegS/DegU in salt stress adaption during spore outgrowth remains questionable.

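*rapG* had a log2FC of 2.35, 2.76 and 1.70 at 30, 60 and 90 min (standard error 0.30, limma adjusted p = 0.000192, 0.000194 and 0.0035). At 60 min its value was 3306 ± 546 (SD, n = 2) with 1.2 M NaCl and 484 ± 57.3 (SD, n = 2) without NaCl. The call at 30 min was lost with both totals and a trimmed mean of M-values.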

Induction of the PerR regulon in vegetative, salt-stressed cells has previously been hypothesized to indicate increased oxidative stress caused by high salinity (Höper et al., 2006). However, in our study, the PerR-dependent catalase gene *katA* was repressed while the other members of the regulon were not differentially expressed (Table S3; Dataset S1).

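The vegetative catalase gene *katA* had a log2FC of -2.74, -3.29 and -1.88 at 30, 60 and 90 min (standard error 0.49, limma adjusted p = 0.00138, 0.00104 and 0.022), with values of 4056 ± 1673 (SD, n = 2) with salt and 38316 ± 7628 (SD, n = 2) without at 60 min. It was also called down at 90 min without library KN14-R1. *perR*, the regulator gene, had 2.81, 1.83 and 0.97 at 30, 60 and 90 min (standard error 0.44, limma adjusted p = 0.000595, 0.012 and 0.151), and lost its call with quantile normalization and the protein-coding total. Of 12 listed genes of the regulon 1, 0 and 0 rose, 1, 1 and 0 fell and 10, 11 and 12 did not pass at 30, 60 and 90 min, with the same counts when adjusted over the list alone. camera gave adjusted p = 0.912, 0.137 and 0.481 at 30, 60 and 90 min, and adjusted p = 0.935, 0.408 and 0.633 with an estimated correlation. At 30 min the list's median log2FC was -0.10, its mean 0.12 and camera's direction Down. *ahpC*, an alkyl hydroperoxide reductase gene, had a log2FC of -0.02 (standard error 0.36) at 30 min. The PerR counts by limma with 1 library left out became 2 up at 30 min without KN5 or KN9, 1 up at 60 min without KN6 or KN10, 1 down at 90 min without KN14-R1.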

### Overlap with other stress responses

As many survival strategies of *B. subtilis* are closely interlinked (Höper et al., 2005; Lopez et al., 2009; Schultz et al., 2009), the transcriptional profile of genes known to be involved in other stress responses was analyzed as well (summarized in Table S4). Our data indicate a large overlap (about 40%) of differential gene expression during outgrowth at high salinity and cell envelope stress, largely reflecting the changes in the σ^M^, σ^W^, and σ^X^ regulons described above (Table S4; Figure 4B). Notably, more than half of the 35 cell envelope stress-related genes that exhibited significant upregulation at one or more sample time points encoded hypothetical and poorly characterized proteins, whose role may be interesting to investigate in the future (Dataset S1). In addition, several genes encoding heat shock proteins, chaperones (e.g., *groEL, groES, dnaK*), and proteases (e.g., *clpE, clpX*) were upregulated in our experiment (Dataset S1). 

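*dnaK*, the gene of the major chaperone of the HrcA regulon, rose with a log2FC of 3.92, 3.04 and 2.32 at 30, 60 and 90 min (standard error 0.34, limma adjusted p = 1.53e-05, 0.000194 and 0.00107). *groEL* had 2.64, 2.60 and 1.52 at 30, 60 and 90 min (standard error 0.42, limma adjusted p = 0.000698, 0.0016 and 0.0284) and *groES*, its partner in the chaperonin, 1.82, 2.58 and 2.84 at 30, 60 and 90 min (standard error 0.47, limma adjusted p = 0.00984, 0.003 and 0.0023). The repressor gene *hrcA* of the same operon as *dnaK* rose with 5.66, 4.17 and 3.18 at 30, 60 and 90 min (standard error 0.45, limma adjusted p = 1.02e-05, 0.000187 and 0.00096). With the protein-coding total the calls of *groEL* at 30 min and *groES* at 60 min were lost, and with quantile normalization that of *groEL* at 30 min. *clpE*, an ATPase gene of the Clp protease, rose with 5.22, 4.99 and 4.44 at 30, 60 and 90 min (standard error 0.62, limma adjusted p = 0.000108, 0.000349 and 0.00083), whereas *clpX* had 0.48, 0.43 and 0.42 at 30, 60 and 90 min (standard error 0.33, limma adjusted p = 0.268, 0.374 and 0.424). Over the 18 listed genes of heat shock and protein quality control 6, 6 and 5 rose, 0 fell and 12, 12 and 13 did not pass at 30, 60 and 90 min, with the same counts when adjusted over the list alone. camera gave adjusted p = 0.014, 0.00769 and 0.0633 at 30, 60 and 90 min, and adjusted p = 0.408, 0.383 and 0.492 with an estimated correlation. The list's median log2FC at 30 min turned from 1.03 to -0.37 with the protein-coding total. The heat shock counts by limma with 1 library left out became 1 down at 30 min without KN9 or KN12-R1.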

Protein quality control is important during outgrowth (Sinai et al., 2015) and likely even more so during outgrowth at high salinity, since osmotic upshifts have been proposed to cause protein denaturation and misfolding (Hahne et al., 2010). Additional overlaps between our data and genes involved in other stress responses are of unknown functional relevance and include the categories “Resistance against toxins/antibiotics” (27% overlap, 17 upregulated, 11 downregulated), “Resistance against oxidative and electrophile stress” (22% overlap, four upregulated, nine downregulated), and “Biosynthesis of antibacterial compounds” (27% overlap, four upregulated, 11 downregulated; Table S4; Dataset S1).

### Cell envelope

Vegetative *B. subtilis* cells growing under hyperosmotic conditions exhibit alterations of their cell envelope, i.e., changes in cell wall structure and membrane composition (López et al., 1998, 2006; Palomino et al., 2009; Hahne et al., 2010). During outgrowth at high salinity, cell envelope stress also seems to be apparent (see above). In total, 44 genes (ca. 23%) of the category “Cell wall” were differentially expressed (Dataset S1). Among these, especially the genes involved in cell wall turnover (8 genes) and cell wall synthesis (10 genes) were repressed, although *tagA* and *tagD* involved in early steps of teichoic acid biosynthesis were upregulated (Figure 5A). 

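*lytE*, which encodes an endopeptidase of cell wall elongation, fell with a log2FC of -3.98, -2.90 and -2.75 at 30, 60 and 90 min (standard error 0.50, limma adjusted p = 0.000157, 0.00221 and 0.00373). *tagA*, encoding a glycosyltransferase of teichoic acid synthesis, had 2.53, 1.84 and 1.44 at 30, 60 and 90 min (standard error 0.40, limma adjusted p = 0.000633, 0.0071 and 0.0283), and *tagD*, the glycerol-3-phosphate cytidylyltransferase gene, had 3.03, 1.79 and 1.35 at 30, 60 and 90 min (standard error 0.49, limma adjusted p = 0.000774, 0.0224 and 0.081). Both calls were lost with quantile normalization and the protein-coding total. Of 20 teichoic acid genes 3, 0 and 1 rose, 0 fell and 17, 20 and 19 did not pass at 30, 60 and 90 min (the same counts when adjusted over the list alone), and camera gave adjusted p = 0.314, 0.448 and 0.353 at 30, 60 and 90 min, and adjusted p = 0.576, 0.661 and 0.578 with an estimated correlation. For the 20 peptidoglycan synthesis genes the counts were 0, 1 and 1 up, 4, 2 and 2 down and 16, 17 and 17 not passing, with the same counts when adjusted over the list alone, and camera returned adjusted p = 0.526, 0.655 and 0.11 at 30, 60 and 90 min, and adjusted p = 0.812, 0.851 and 0.548 with an estimated correlation. At 30 min the peptidoglycan list had a median log2FC of 0.10 while its mean was -0.40 and camera's direction Down, and the median turned to -0.22 with median ratios and to -0.57 with quantile normalization. *murD*, a ligase gene of the precursor pathway, fell with -3.36, -2.62 and -3.15 at 30, 60 and 90 min (standard error 0.67, limma adjusted p = 0.00262, 0.0165 and 0.00865). The teichoic acid counts by limma with 1 library left out became 5 up at 30 min without KN9, 1 down at 30 min without KN6, KN9 or KN13-R1, 2 up at 60 min without KN6, 4 down at 60 min without KN6. The peptidoglycan counts by limma with 1 library left out became 1 up at 30 min without KN9, 0 down at 60 min without KN2-R2 (2 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 1 without KN10 and 0 without KN13-R1 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 0 up at 90 min without KN11 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 0 down at 90 min without KN3-R2 (2 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 1 without KN11 and 0 without KN14-R1 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2).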

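*pbpE*, the PBP4 gene, had a log2FC of 0.09, 2.69 and 2.29 at 30, 60 and 90 min (standard error 0.47, limma adjusted p = 0.896, 0.00245 and 0.00715). Its values at 60 min were 1540.5 ± 196 (SD, n = 2) with 1.2 M NaCl and 237 ± 3.11 (SD, n = 2) without NaCl, and the call at 90 min was lost without KN11, with the total and with a pseudocount and filter of 100. *racX*, which follows it in the same operon and encodes an amino acid racemase, had -0.03, 2.76 and 2.46 at 30, 60 and 90 min (standard error 0.47, limma adjusted p = 0.967, 0.00212 and 0.0049), with the call at 90 min lost with the total.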

PBP4^*^ (encoded by *pbpE*) has previously been proposed to play a role in peptidoglycan modification at high salinity (Palomino et al., 2009; Hahne et al., 2010), but the gene was not differentially expressed in our study (Dataset S1).

**Figure 5:**
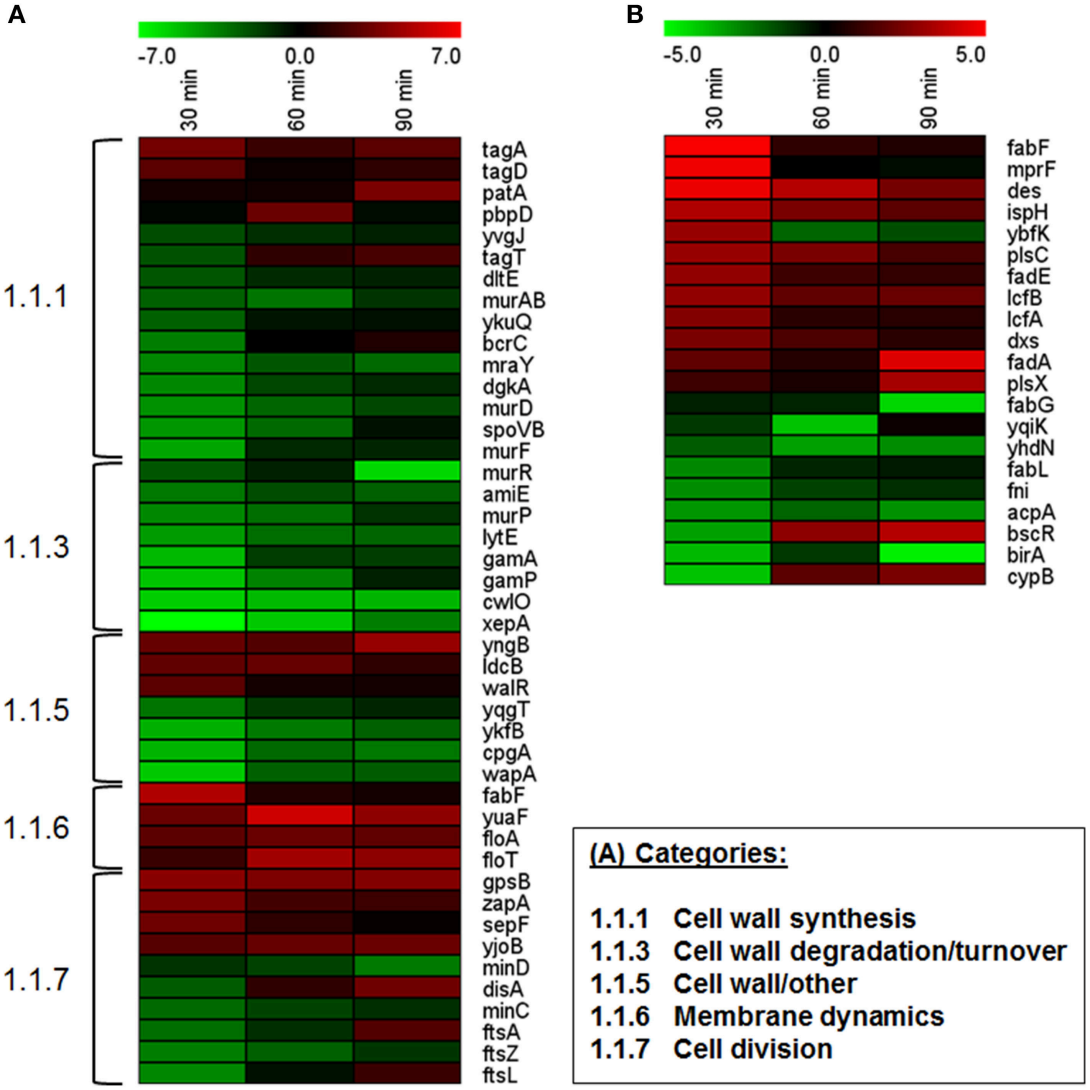
**Expression profiles of (A) genes associated with cell wall and cell division and (B) genes involved in lipid metabolism**. Only significantly differentially expressed genes are shown. Cutoff-values (log_2_FC) of the color scale are indicated at the top of each figure.

High-salinity-induced changes in the membrane composition of vegetative cells include an increase in saturated straight-chain fatty acids, unsaturated fatty acids, and cardiolipin, and a decrease in branched fatty acids (López et al., 1998, 2006). During outgrowth at high salinity, 21 out of 109 genes involved in lipid metabolism were differentially expressed (Dataset S1). Genes encoding enzymes for fatty acid utilization tended to be upregulated (Figure 5B), consistent with a previously reported global upregulation of genes involved in degradation of free fatty acids via β-oxidation (Hahne et al., 2010). In contrast, genes important for fatty acid and lipid biosynthesis exhibited expression changes in both directions. 

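*fadE*, an acyl-CoA dehydrogenase gene of β-oxidation, had a log2FC of 3.36, 1.51 and 1.20 at 30, 60 and 90 min (standard error 0.44, limma adjusted p = 0.000214, 0.0292 and 0.0859), and the acyl-CoA synthetase genes *lcfA* and *lcfB* had 3.13, 1.18 and 0.88 at 30, 60 and 90 min (standard error 0.49, limma adjusted p = 0.000655, 0.106 and 0.251) and 3.45, 2.19 and 2.26 at 30, 60 and 90 min (standard error 0.38, limma adjusted p = 7.26e-05, 0.00242 and 0.0027). Of 9 listed genes of fatty acid degradation 7, 1 and 1 rose, 0 fell and 2, 8 and 8 did not pass at 30, 60 and 90 min, with the same counts when adjusted over the list alone. camera gave adjusted p = 0.00188, 0.00704 and 0.0126 at 30, 60 and 90 min, and adjusted p = 0.279, 0.326 and 0.365 with an estimated correlation. The value of *fadE* at 30 min was 2396 ± 657 (SD, n = 2) with salt and 229 ± 22.5 (SD, n = 2) without. The degradation counts by limma with 1 library left out became 4 up at 30 min without KN9, 0 up at 90 min without KN11 (0 at an unadjusted p under 0.05 with |log2FC| ≥ 2).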

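*acpA*, the acyl carrier protein gene, had a log2FC of -2.45, -1.70 and -1.57 at 30, 60 and 90 min (standard error 0.46, limma adjusted p = 0.00174, 0.0201 and 0.0354), and *plsC*, a gene of phosphatidic acid synthesis, had 3.09, 2.51 and 1.49 at 30, 60 and 90 min (standard error 0.56, limma adjusted p = 0.00146, 0.00849 and 0.0905). *fabI*, an enoyl-ACP reductase gene, rose at 30 and 60 min with 2.67 (standard error 0.47) and 2.53 (standard error 0.47). Of 24 listed genes of fatty acid and phospholipid synthesis 5, 3 and 1 rose, 1, 1 and 0 fell and 18, 20 and 23 did not pass at 30, 60 and 90 min, with the same counts when adjusted over the list alone. camera gave adjusted p = 0.065, 0.448 and 0.974 at 30, 60 and 90 min, and adjusted p = 0.481, 0.749 and 0.987 with an estimated correlation. The median at 90 min was -0.19, the mean 0.07 and camera's direction Up, and at 30 min the median turned from 0.68 to -0.72 with the protein-coding total. The lipid synthesis counts by limma with 1 library left out became 3 down at 60 min without KN6 and 0 without KN13-R1 (0 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 2 up at 90 min without KN7.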

Since only little is known about membrane remodeling during spore outgrowth, the relevance of the observed transcriptomic differences and their actual impact on membrane composition is unclear. Nevertheless, in agreement with a possible increase in unsaturated fatty acids (López et al., 1998), the *des* gene encoding a fatty acid desaturase was upregulated (Figure 5B). 

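*des* had a log2FC of 5.16, 2.94 and 2.45 at 30, 60 and 90 min (standard error 0.37, limma adjusted p = 5.53e-06, 0.000379 and 0.00129). Its value at 30 min was 13420 ± 1450.2 (SD, n = 2) with 1.2 M NaCl and 374 ± 16.0 (SD, n = 2) without NaCl. The salt effect at 90 min minus that at 30 min was -2.71 (standard error 0.52, limma adjusted p = 0.0152).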

Interestingly, although anionic phospholipids (in particular cardiolipin) play a role in osmoadaptation, possibly by changing biophysical membrane properties such as fluidity (Poolman et al., 2004; López et al., 2006; Romantsov et al., 2009; Unsay et al., 2013), neither the genes encoding cardiolipin synthases (*clsA, ywiE, ywjE*) nor *pgsA* (encoding a phosphatidylglycerophosphate synthase) were differentially expressed (Dataset S1). However, σ^W^-dependent upregulation of *fabF* as well as *yuaF* and the flotillin-homologs *floT* and *floA* (Figure 4B, Dataset S1) suggests that changes of the cytoplasmic membrane (e.g., *fabF*-induced fluidity decrease) may play a role in osmoadaptation of outgrowing spores (Kingston et al., 2011).

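*clsA*, the gene of the main cardiolipin synthase, had a log2FC of 1.26, 0.50 and 0.59 at 30, 60 and 90 min (standard error 0.26, limma adjusted p = 0.00297, 0.186 and 0.142) and *pgsA* one of -0.27, -1.57 and -1.28 at 30, 60 and 90 min (standard error 0.52, limma adjusted p = 0.71, 0.0498 and 0.115). *ywiE* had -0.22, -2.14 and -1.20 at 30, 60 and 90 min (standard error 0.58, limma adjusted p = 0.788, 0.0212 and 0.179), a fall at 60 min that was lost with quantile normalization and without KN10 or KN13-R1. For *ywjE* the log2FC was 0.72, 0.51 and 0.59 at 30, 60 and 90 min (standard error 1.69, limma adjusted p = 0.758, 0.87 and 0.859), and its standard error was the largest of the 4.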

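*fabF*, a ketoacyl-ACP synthase gene with a σ W promoter, had a log2FC of 2.09, 1.23 and 0.71 at 30, 60 and 90 min (standard error 0.31, limma adjusted p = 0.000424, 0.0147 and 0.134). *yuaF*, which encodes a membrane protein of the *floT* operon, rose with 3.44, 5.00 and 4.09 at 30, 60 and 90 min (standard error 0.38, limma adjusted p = 6.94e-05, 3.71e-05 and 0.000107), and *floT* with 3.01, 4.84 and 3.98 at 30, 60 and 90 min (standard error 0.40, limma adjusted p = 0.000214, 4.07e-05 and 0.000141). *floA*, the second flotillin gene, rose with 3.00, 3.17 and 2.76 at 30, 60 and 90 min (standard error 0.39, limma adjusted p = 0.000197, 0.000344 and 0.000903). With the protein-coding total no call of these genes but that of *yuaF* held at 30 min, and quantile normalization ended those of *fabF* and *floA*. The call of *fabF* was also lost with the other scalings and without KN9 or KN12-R1. At 60 min the value of *floT* was 27583 ± 5722 (SD, n = 2) with salt and 974 ± 308 (SD, n = 2) without.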

### Membrane proteins and transporters

The membrane protein and transporter transcriptome of outgrowing spores was severely altered by the presence of 1.2 M NaCl (Figure 3). In total, 54 ABC transporter genes (i.e., 26% of genes in this category), six phosphotransferase system genes (21%), and 65 other transporter genes (33%) were differentially expressed (Dataset S1). With regard to the importance of solute pool adjustments during osmotic stress adaptation on the one hand, and major molecular reorganization during outgrowth on the other hand, this is not surprising and in agreement with previous transcriptomic and proteomic studies (Steil et al., 2003; Keijser et al., 2007; Hahne et al., 2010; Segev et al., 2013; Hoffmann and Bremer, 2016).

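*khtU*, the antiporter gene of the K+ efflux system, rose with a log2FC of 4.47, 5.92 and 4.92 at 30, 60 and 90 min (standard error 0.29, limma adjusted p = 3.65e-06, 3.41e-06 and 1.21e-05), and its values at 60 min were 51214 ± 4732 (SD, n = 2) with 1.2 M NaCl and 847 ± 86.1 (SD, n = 2) without NaCl. *khtS* and *khtT* rose at each time as well. *mrpA*, the first gene of the Na+/H+ antiporter operon, rose with 3.02, 2.80 and 2.64 at 30, 60 and 90 min (standard error 0.34, limma adjusted p = 7.4e-05, 0.00031 and 0.000531). *nhaC* had a log2FC of 0.36, 0.19 and 2.36 at 30, 60 and 90 min (standard error 0.45, limma adjusted p = 0.544, 0.807 and 0.00488) and *nhaK*, another antiporter gene, had 0.72, 3.02 and 2.02 at 30, 60 and 90 min (standard error 0.43, limma adjusted p = 0.195, 0.000754 and 0.00805). Of 12 listed cation efflux genes, which include those the paper names as higher in these samples and so are not independent evidence, 10, 10 and 9 rose, 0 fell and 2, 2 and 3 did not pass at 30, 60 and 90 min, with the same counts when adjusted over the list alone. camera gave adjusted p = 0.000117, 1.5e-07 and 4.28e-09 at 30, 60 and 90 min, and adjusted p = 0.292, 0.2 and 0.184 with an estimated correlation. *mrpB* to *mrpG* lay close to the fold threshold, and their calls changed with the scaling. The efflux counts by limma with 1 library left out became 4 up at 30 min without KN5, 6 up at 60 min without KN2-R2 and 5 without KN6.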

Overall, 44% of differentially expressed transporter genes exhibited upregulation (Dataset S1) and included (aside from *opu* transporter genes) many genes encoding cation efflux transporters: the *khtSTU* operon involved in K^+^ efflux, *mrpABC* of the *mrpABCDEFG* operon encoding *B. subtilis*' major Na^+^ extrusion system, as well as *nhaC* and *nhaK* involved in Na^+^ and monovalent cation efflux, respectively (Fujisawa et al., 2004, 2005; Gorecki et al., 2014). Upregulation of K^+^ efflux systems, which likewise occurs in salt-stressed cells (Steil et al., 2003; Hahne et al., 2010), is in agreement with the observed downregulation of the KtrAB K^+^ importer (see above; Figure 4A). Both transcriptional changes might constitute consequences of the initial K^+^ uptake phase of osmoadaptation (Whatmore et al., 1990) that may have ended before 30 min into outgrowth. Transcriptomic changes toward increased Na^+^ efflux most likely represent countermeasures against high intracellular Na^+^ concentrations that are toxic for *B. subtilis*, but may for instance build up due to the Na^+^-coupled activity of the OpuD and OpuE transporters (Figure 4A; Gorecki et al., 2014; Hoffmann and Bremer, 2016). This would not only be in agreement with observations from vegetative cells (Hahne et al., 2010), but also with the downregulation of Na^+^ symporter genes (*yocR, yrbD, yocS, putP, yodF*) in our study (Dataset S1).

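*yodF*, a putative Na+/solute symporter gene, fell with a log2FC of -5.04, -3.67 and -3.29 at 30, 60 and 90 min (standard error 0.42, limma adjusted p = 1.17e-05, 0.000219 and 0.000471), and *yocS*, of the bile acid symporter family, with -4.60, -2.80 and -4.29 at 30, 60 and 90 min (standard error 0.58, limma adjusted p = 0.000163, 0.00586 and 0.000721). *putP*, encoding the proline symporter of the catabolic route, fell with -3.65, -2.51 and -2.53 at 30, 60 and 90 min (standard error 0.59, limma adjusted p = 0.00076, 0.0109 and 0.0132), and *yrbD*, an alanine symporter gene, had -3.14, -2.18 and -1.05 at 30, 60 and 90 min (standard error 0.41, limma adjusted p = 0.000201, 0.00354 and 0.1). *yocR* had -1.20, -0.52 and -0.18 at 30, 60 and 90 min (standard error 0.67, limma adjusted p = 0.173, 0.617 and 0.896) and was called down at 30 min without library KN5 and with the protein-coding total. Of these 5 genes, which the study chose on these samples, 4, 4 and 3 fell, 0 rose and 1, 1 and 2 did not pass, with the same counts when adjusted over the list alone, which is not independent evidence. camera gave adjusted p = 0.00111, 0.00188 and 0.00251 at 30, 60 and 90 min, and adjusted p = 0.19, 0.2 and 0.2 with an estimated correlation. The symporter counts by limma with 1 library left out became 1 down at 60 min without KN10 and 2 without KN13-R1.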

Further upregulated transporter genes are functionally involved (i) in the uptake of zinc, phosphate, sulfonate, sulfate, glucose, gluconate, uracil, and cysteine; (ii) in branched-chain amino acid transport; and (iii) in the export of toxic peptides and antibiotics (Dataset S1). Although we detected upregulation of two genes for iron uptake (only at 90 min) and *sufC* involved in the synthesis of Fe-S clusters that were implicated in the salt stress response of vegetative cells (Höper et al., 2006), unexpectedly many iron and iron siderophore uptake systems were downregulated (see below; Figure 4C). 

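*sufC*, the ATPase gene of the Fe-S cluster assembly system, had a log2FC of 2.77, 1.41 and 1.31 at 30, 60 and 90 min (standard error 0.30, limma adjusted p = 6.5e-05, 0.00687 and 0.0126), and *yflH* had 2.33, 1.47 and 0.88 at 30, 60 and 90 min (standard error 0.42, limma adjusted p = 0.00141, 0.0261 and 0.172). The value of *sufC* at 30 min was 208620 ± 40791 (SD, n = 2) with salt and 30355 ± 973 (SD, n = 2) without. Its call was lost with quantile normalization and the protein-coding total.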

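*dtpT* had a log2FC of 1.54, 2.80 and 2.67 at 30, 60 and 90 min (standard error 0.28, limma adjusted p = 0.00157, 0.000113 and 0.000203), and its values at 60 min were 43368 ± 6242 (SD, n = 2) with 1.2 M NaCl and 6198 ± 275 (SD, n = 2) without NaCl. From the Dpp dipeptide permease, *dppB* fell with -3.71, -2.97 and -3.17 at 30, 60 and 90 min (standard error 0.60, limma adjusted p = 0.000787, 0.00537 and 0.00491) and *dppC* with -3.49, -3.06 and -3.62 at 30, 60 and 90 min (standard error 0.43, limma adjusted p = 0.000136, 0.000725 and 0.000322). From the Opp oligopeptide permease, *oppA*, the binding protein gene, had -4.22, -0.91 and -0.95 at 30, 60 and 90 min (standard error 0.37, limma adjusted p = 1.67e-05, 0.0974 and 0.101), and *oppD*, an ATPase gene, had -6.11, -1.47 and -1.52 at 30, 60 and 90 min (standard error 0.44, limma adjusted p = 6.18e-06, 0.0337 and 0.0364). *oppB*, *oppC* and *oppF* likewise fell at 30 min and did not pass at 60 and 90 min.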

While the di- and tripeptide importer *dtpT*, which can contribute to osmoprotection by taking up proline-containing peptides, was upregulated, genes encoding Dpp and Opp implicated in the same osmoprotective function (Zaprasis et al., 2013) were downregulated (Dataset S1). As it is possible that non-stressed outgrowing spores utilize these uptake systems to gain access to a broader nutrient spectrum, the relevance of extracellular peptides in outgrowth and salt-stress adaptation of outgrowing spores remains to be determined. Generally it is plausible that downregulation of many transporter genes in our study was in fact a consequence of higher metabolic and/or biosynthetic activity in non-stressed cells, as these genes are involved in the uptake of common metabolites including purines, nitrate, lactate, and various amino acids (Dataset S1).

In total, transporter genes constituted 42% of the differentially expressed membrane protein genes, emphasizing the importance of transport processes during outgrowth and osmoadaptation within this phase (Figure 3; Table S1). The functions of the membrane proteins encoded by the residual 58% of differentially expressed genes in this category were very diverse and included genes for regulatory proteins, flagellum, and chemotaxis, kinases, dehydrogenases, cell division proteins, and many poorly characterized proteins (Dataset S1). Moreover, about 30% of the differentially expressed non-transporter membrane protein genes encoded hypothetical proteins, some of which may be interesting to investigate in more detail with regard to their role in outgrowth and osmoadaptation.

### Iron homeostasis

Iron homeostasis is governed by the central iron regulatory protein Fur, which upon binding of excess iron becomes an active repressor (Hoffmann et al., 2002; Helmann, 2014). Previous studies showed that vegetative *B. subtilis* cells grown in SMM containing 1.2 M NaCl experience iron limitation, with genes involved in the synthesis of the iron siderophore bacillibactin (*dhbACEBF* operon) and other members of the Fur regulon becoming derepressed (Hoffmann et al., 2002; Steil et al., 2003). In contrast, in our study, *dhbA, dhbC, dhbE*, and *dhbF* and 15 other genes of the category “Acquisition of iron” (1.3.3) were repressed in the presence of 1.2 M NaCl (Figure 4C; Dataset S1). 

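The *dhb* operon makes the siderophore bacillibactin. *dhbC*, its isochorismate synthase gene, had a log2FC of -3.81, -3.35 and -0.88 at 30, 60 and 90 min (standard error 1.38, limma adjusted p = 0.0447, 0.1 and 0.711), where the call at 30 min was lost without KN1-R2 or KN12-R1, with other pseudocounts (0.1, and 100 with its filter), without a filter, with quantile normalization, with only the libraries compared, without a trend and with pairing 2 as a replicate block. *dhbA* had -1.49, -2.58 and -0.24 at 30, 60 and 90 min (standard error 1.29, limma adjusted p = 0.377, 0.171 and 0.934), *dhbE* -2.31, -2.55 and -0.81 at 30, 60 and 90 min (standard error 1.50, limma adjusted p = 0.238, 0.24 and 0.757) and *dhbF* -2.59, -3.17 and -2.54 at 30, 60 and 90 min (standard error 1.37, limma adjusted p = 0.151, 0.115 and 0.23). Values of *dhbC* at 30 min were 108 ± 108 (SD, n = 2) with salt and 1642 ± 1755 (SD, n = 2) without. *efeU*, a permease gene of elemental iron uptake, fell with -3.53, -3.34 and -2.40 at 30, 60 and 90 min (standard error 0.58, limma adjusted p = 0.000859, 0.00242 and 0.0161), and *efeM*, of the same operon, with -3.75, -3.53 and -2.81 at 30, 60 and 90 min (standard error 0.64, limma adjusted p = 0.00108, 0.00308 and 0.0121). *fhuD*, a hydroxamate siderophore binding protein gene, had -3.83, -3.45 and -1.99 at 30, 60 and 90 min (standard error 0.70, limma adjusted p = 0.00161, 0.00545 and 0.0741).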

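*ykuO*, a gene of a flavodoxin operon under iron control, had a log2FC of -8.55, -4.38 and -1.16 at 30, 60 and 90 min (standard error 1.92, limma adjusted p = 0.00479, 0.12 and 0.726), and *yxeB*, a siderophore binding protein gene, had -3.70, -2.94 and -2.01 at 30, 60 and 90 min (standard error 0.93, limma adjusted p = 0.00857, 0.0405 and 0.16). The call of *yxeB* at 30 min was lost without KN1-R2 or KN12-R1, and that at 60 min without KN2-R2, KN6, KN7, KN13-R1 or KN14-R1, with no filter, without a trend and with the total. Of 32 listed genes of iron acquisition 11, 5 and 3 fell, 0 rose and 21, 27 and 29 did not pass at 30, 60 and 90 min, with the same counts when adjusted over the list alone. Without KN1-R2 or KN5 1 rose at 30 min, without KN1-R2 6 fell at 30 min, without KN2-R2, KN13-R1 and KN6 3, 3 and 8 at 60 min, and without KN3-R2 or KN14-R1 0 at 90 min by limma (3 at an unadjusted p under 0.05). The protein-coding total gave 20 and 11 at 30 and 60 min, the block with pairing 1 gave 9 at 60 min, the total 1 at 90 min, and all 14 libraries in the fit 0, 0 and 0 (2, 0 and 0 at an unadjusted p). camera gave adjusted p = 0.000308, 3.07e-06 and 0.0047 at 30, 60 and 90 min, and adjusted p = 0.476, 0.396 and 0.562 with an estimated correlation. The log2FC of the list ran from -8.55 to 1.92 at 30 min with a median of -1.84, and its upper end was *yfmE*, a permease gene, at 1.92 (standard error 0.34).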

Although the downregulation of only 17 genes (34%) of the Fur regulon was significant, all residual genes in this regulon were also downregulated (albeit below the significance threshold), possibly due to *fur* overexpression during outgrowth under non-stress conditions (Keijser et al., 2007). Overall, the downregulation of the Fur regulon in salt-stressed outgrowing spores may indicate a lower iron requirement, sparing a larger amount of iron to keep Fur active and its regulon repressed, thereby leading to lower iron acquisition. Possibly, the iron depot of spores of around 40 μg Fe/g (dry weight) (Granger et al., 2011) is sufficient for the potentially slower spore ripening processes at high salinity.

### Metabolism

As the outgrowing spores in our study simultaneously had to cope with molecular rearrangements for metabolic initiation and osmoadaptation, it is not surprising that 372 genes involved in metabolism were differentially expressed. High salinity affected all aspects of metabolism, but various processes were influenced to different extents: genes in the categories “Electron transport and ATP synthesis” (2.1) and “Lipid metabolism” (2.4) were affected the least; genes of “Carbon metabolism” (2.2) and “Nucleotide metabolism” (2.5) exhibited intermediate alterations; and genes involved in “Amino acid/nitrogen metabolism” (2.3) and “Additional metabolic pathways” (2.6) were affected the most (Figure 3; Tables S1, S2).

In total, 70% of the differentially expressed metabolic genes were downregulated, reflecting the detrimental effects of salt stress and suggesting a metabolic decline comparable to the reduced growth rate or growth arrest that can be observed in vegetative salt-stressed cells (Boch et al., 1994; Hahne et al., 2010). Especially the genes related to amino acid metabolism (i.e., biosynthesis, acquisition, and utilization) experienced strong repression (Figure 3; Dataset S1), which is likely to result in generally slower adaptation and ripening processes, both requiring protein biosynthesis (Segev et al., 2013; Sinai et al., 2015; Hoffmann and Bremer, 2016). Moreover, global downregulation of the amino acid metabolism may further impede synthesis of osmoprotective proline from other amino acid precursors (Zaprasis et al., 2015). 

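Branched-chain amino acid genes fell, 10, 10 and 11 of 11 at 30, 60 and 90 min, 0 rose and 1, 1 and 0 did not pass (the same counts when adjusted over the list alone). camera gave adjusted p = 8.64e-09, 1.19e-07 and 3.84e-11 at 30, 60 and 90 min, and adjusted p = 0.224, 0.263 and 0.2 with an estimated correlation. *ilvB*, an acetolactate synthase subunit gene, had a log2FC of -5.50, -2.96 and -4.28 at 30, 60 and 90 min (standard error 0.52, limma adjusted p = 2.5e-05, 0.00242 and 0.000375). In methionine and sulfur metabolism 17, 13 and 13 of 24 genes fell and 5, 4 and 4 rose while 2, 7 and 7 did not pass (the same counts when adjusted over the list alone), with camera at adjusted p = 2.8e-07, 0.000452 and 6.97e-08 at 30, 60 and 90 min, and adjusted p = 0.21, 0.331 and 0.2 with an estimated correlation. *metE*, a methionine synthase gene, had -6.97, -3.02 and -5.07 at 30, 60 and 90 min (standard error 0.41, limma adjusted p = 2.16e-06, 0.000584 and 4.48e-05), and *sat*, the sulfate adenylyltransferase gene, rose with 2.76, 4.06 and 2.83 at 30, 60 and 90 min (standard error 0.69, limma adjusted p = 0.00857, 0.00212 and 0.0165), a call lost with the total at 30 and 90 min, without KN5 and with the protein-coding total at 30 min, and without KN7, KN11 or KN14-R1 at 90 min. Of 9 arginine genes 6, 2 and 9 fell, 0 rose and 3, 7 and 0 did not pass (6, 3 and 9 down when adjusted over the list alone), and camera gave adjusted p = 0.0013, 0.00642 and 3.84e-11 at 30, 60 and 90 min, and adjusted p = 0.372, 0.411 and 0.173 with an estimated correlation. *argF*, encoding ornithine carbamoyltransferase, had -2.96, -2.04 and -7.26 at 30, 60 and 90 min (standard error 0.53, limma adjusted p = 0.00132, 0.0172 and 3.61e-05). Histidine genes fell at 30 min only, with 8, 0 and 0 of 9 down, 0 up and 1, 9 and 9 not passing (the same counts when adjusted over the list alone), and camera at adjusted p = 3.19e-08, 0.526 and 0.0749 at 30, 60 and 90 min, and adjusted p = 0.19, 0.831 and 0.548 with an estimated correlation. The histidine median at 60 min changed sign from 0.18 to -0.16 with quantile normalization and -0.42 with the protein-coding total. Among 15 aromatic amino acid genes 9, 0 and 0 fell, 1, 0 and 0 rose and 5, 15 and 15 did not pass (the same counts when adjusted over the list alone), with camera at adjusted p = 3.28e-06, 0.0047 and 0.0694 at 30, 60 and 90 min, and adjusted p = 0.211, 0.383 and 0.528 with an estimated correlation. The methionine and sulfur counts by limma with 1 library left out became 1 up at 30 min without KN5, 8 down at 60 min without KN13-R1, 2 up at 90 min without KN7 or KN14-R1 and 0 without KN11 (0 at an unadjusted p under 0.05 with |log2FC| ≥ 2). The arginine counts by limma with 1 library left out became 1 down at 60 min without KN2-R2, KN3-R2 or KN11, 0 without KN10 (0 at an unadjusted p under 0.05 with |log2FC| ≥ 2) and 0 without KN13-R1 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2). The aromatic counts by limma with 1 library left out became 0 up at 30 min without KN12-R1 (0 at an unadjusted p under 0.05 with |log2FC| ≥ 2), 3 down at 60 min without KN6, 1 down at 90 min without KN3-R2. The histidine counts by limma with 1 library left out became 1 up at 90 min without KN7.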

Although the acquisition of adequate osmoprotectant pools seems *per se* unlikely given the extremely nutrient-poor conditions of our experiment, amino acids that the outgrowing spores may acquire from SASP degradation or from peptides liberated from the spore coat seem to have low chances to be converted to proline based on our transcriptomic data (Tovar-Rojo et al., 2003; Zaprasis et al., 2013).

Despite the apparently restrained metabolism during outgrowth at high salinity, only 12 genes involved in carbon core metabolism were downregulated in our study (Dataset S1). Previous studies on salt-stressed vegetative cells indicated that the enzymes of the tricarboxylic acid cycle canalized toward 2-oxoglutarate synthesis and thus ultimately toward glutamate and subsequent proline synthesis (Höper et al., 2006; Hahne et al., 2010). However, we could not detect such an adaptation in our experiment, as most of the tricarboxylic acid cycle genes were either not differentially expressed or even downregulated (Dataset S1).

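*citB*, the aconitase gene, had a log2FC of -0.20, -1.78 and -3.21 at 30, 60 and 90 min (standard error 0.45, limma adjusted p = 0.75, 0.0152 and 0.000855), and *pdhD*, which encodes a dehydrogenase subunit shared with pyruvate oxidation, had -0.97, -3.09 and -3.75 at 30, 60 and 90 min (standard error 0.32, limma adjusted p = 0.0292, 0.000121 and 5.64e-05). *sucC* and *sucD*, the succinyl-CoA synthetase genes, had -2.85, -1.66 and -2.10 at 30, 60 and 90 min (standard error 0.29, limma adjusted p = 4.38e-05, 0.00242 and 0.000827) and -2.90, -1.80 and -2.26 at 30, 60 and 90 min (standard error 0.31, limma adjusted p = 6.14e-05, 0.00239 and 0.000827). The citrate synthase gene *citZ* had 1.04, 0.53 and -0.28 at 30, 60 and 90 min (standard error 0.41, limma adjusted p = 0.0638, 0.378 and 0.69). Over 14 listed genes of the cycle 3, 1 and 5 fell, 0 rose and 11, 13 and 9 did not pass at 30, 60 and 90 min, with the same counts when adjusted over the list alone. camera gave adjusted p = 0.00454, 0.00642 and 2.2e-05 at 30, 60 and 90 min, and adjusted p = 0.271, 0.279 and 0.174 with an estimated correlation. The citrate cycle counts by limma with 1 library left out became 2 down at 60 min without KN13-R1.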

Next to numerous downregulated metabolic routes, the only pathway that was uniformly, significantly upregulated was the uridine-5-phosphate synthesis pathway, with all eight *pyr* genes (*pyrABCDEFK*) involved in conversion of hydrogen carbonate to UMP showing strong upregulation (average log_2_FC = 7.6) at all investigated time points (Dataset S1). In contrast, six out of seven differentially expressed purine biosynthesis and acquisition genes as well as all 12 nucleotide utilization genes were downregulated. 

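*pyrB*, the aspartate carbamoyltransferase gene, rose with a log2FC of 8.74, 9.14 and 7.49 at 30, 60 and 90 min (standard error 0.81, limma adjusted p = 2.38e-05, 6.19e-05 and 0.00022), from 396 ± 23.6 (SD, n = 2) without NaCl to 277340 ± 231030 (SD, n = 2) with 1.2 M NaCl at 60 min. *pyrE*, the orotate phosphoribosyltransferase gene at the end of the operon, rose with 7.80, 8.41 and 6.72 at 30, 60 and 90 min (standard error 0.66, limma adjusted p = 1.37e-05, 3.71e-05 and 0.000133). The 8 genes of UMP synthesis had a mean log2FC of 8.12 at 30 min, 8.71 at 60 min and 6.99 at 90 min. With the regulator and uracil permease genes *pyrR* and *pyrP*, 10, 10 and 10 of 10 listed genes rose at 30, 60 and 90 min and 0 fell or did not pass, with the same counts when adjusted over the list alone. With all 14 libraries in the limma fit 6, 6 and 0 rose (8 in place of 0 at an unadjusted p under 0.05). camera gave adjusted p = 1.86e-07, 4.33e-11 and 6.93e-11 at 30, 60 and 90 min, and adjusted p = 0.277, 0.2 and 0.202 with an estimated correlation.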

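*purA*, the adenylosuccinate synthetase gene, had a log2FC of 2.64, 2.86 and 2.03 at 30, 60 and 90 min (standard error 0.53, limma adjusted p = 0.00259, 0.00322 and 0.0217), and *purE*, of the main purine operon, had 2.51, 3.28 and 1.85 at 30, 60 and 90 min (standard error 0.40, limma adjusted p = 0.000727, 0.000345 and 0.00981). Quantile normalization and the protein-coding total ended both calls at 30 min. Of 15 purine biosynthesis genes 2, 4 and 1 rose, 0 fell and 13, 11 and 14 did not pass at 30, 60 and 90 min, with the same counts when adjusted over the list alone. camera gave adjusted p = 0.483, 8.11e-05 and 0.0013 at 30, 60 and 90 min, and adjusted p = 0.836, 0.372 and 0.417 with an estimated correlation. The median at 30 min turned from 0.54 to -0.89 with quantile normalization. In the paper most changed genes of purine biosynthesis and acquisition are lower, whereas 4 biosynthesis genes rose here at 1 time or more and 0 fell. The paper's set also holds acquisition genes, and the 2 sets were not compared gene by gene. For purine utilization 13, 8 and 8 of 14 genes fell, 0 rose and 1, 6 and 6 did not pass, with 13, 9 and 8 down when adjusted over the list alone, and camera returned adjusted p = 6.97e-08, 1.13e-07 and 4.62e-07 at 30, 60 and 90 min, and adjusted p = 0.172, 0.172 and 0.174 with an estimated correlation. *pucL*, the uricase gene, fell with -4.53, -3.61 and -3.50 at 30, 60 and 90 min (standard error 0.33, limma adjusted p = 6.28e-06, 6.67e-05 and 0.000115). *pucI*, encoding an allantoin permease, was listed at 0 in both libraries at 30 min with salt, against 530.1 and 472 without. The purine biosynthesis counts by limma with 1 library left out became 8 up at 60 min without KN2-R2 and 7 without KN6, 0 up at 90 min without KN3-R2 or KN14-R1 (0 at an unadjusted p under 0.05 with |log2FC| ≥ 2) and 0 without KN7 (1 at an unadjusted p under 0.05 with |log2FC| ≥ 2). The purine utilization counts by limma with 1 library left out became 5 down at 90 min without KN3-R2.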

Unfortunately, the relevance of this difference in pyrimidine and purine assimilation is not clear.

Taken together, our data indicate that high salinity exerted manifold detrimental effects on the metabolism of outgrowing spores, which are especially grave given the low nutrient availability in our outgrowth medium.

## Conclusions

In its natural habitats, *B. subtilis* is frequently exposed to increases in environmental salinity, which has profound influences on cellular physiology and triggers adaptive responses (Bremer, 2002; Hoffmann and Bremer, 2016). High salinity exerts detrimental effects on *B. subtilis* spore formation (Ruzal et al., 1998; Widderich et al., 2016), spore germination (Nagler et al., 2014, 2015, 2016; Nagler and Moeller, 2015), and, as shown here and previously, spore outgrowth (Tovar-Rojo et al., 2003; Nagler et al., 2014, 2016). Although it seems counter-intuitive that high salinity inhibits the formation of desiccation resistant spores, blocking this costly cellular differentiation program most likely reflects the inability of starving cells to gather sufficient resources (e.g., for the massive production of osmoprotective proline) required for sporulation during simultaneous salt stress (Brill et al., 2011a; Widderich et al., 2016). In contrast, spore germination and outgrowth can be initiated under non-growth-permissive salt conditions, likely resulting in a survival disadvantage and indicating the lack of a counteracting sensory and regulatory response system (Boch et al., 1994; Nagler et al., 2014, 2016).

Although we exposed spores to a severe salt shock simultaneously to the germination stimulus, the σ^B^-directed stress response system surprisingly did not seem to be of major significance during this treatment. This suggests that (i) the stressosome controlling σ^*B*^ activity subsequent to a salt shock is either not (sufficiently) present in outgrowing spores, or (ii) that the cellular signal(s) controlling the release of the alternative transcription factor σ^B^ from its anti-sigma factor RsbW cannot be generated in outgrowing spores (Hecker et al., 2007; Marles-Wright and Lewis, 2010; Young et al., 2013; Hoffmann and Bremer, 2016).

The transcriptional profile of salt-stressed outgrowing spores resembled that of *B. subtilis* cells actively growing under continuous high-salinity conditions in many aspects (Steil et al., 2003; Hahne et al., 2010). Hence, the signals that trigger adaptive responses of *B. subtilis* to counteract sustained high salinity can apparently be perceived by outgrowing spores as well. At all investigated time points, salt-stressed outgrowing spores induced their complete genetic repertoire of osmoprotectant uptake and compatible solute synthesis, emphasizing the pivotal role of these substances also during outgrowth (Figure 4A). Unfortunately, the nature of the signal allowing osmotic induction of compatible solute uptake and biosynthesis systems in *B. subtilis* remains to be determined (Bremer, 2002; Hoffmann and Bremer, 2016).

In outgrowing spores, the σ^D^ regulon was strongly downregulated in response to high salt concentrations (Figure S3), indicating that flagellar biosynthesis, assembly and swimming will be impaired in the emerging vegetative cells. This is surprising as one may have predicted that chemotaxis and the ability to swim would be useful traits to escape from osmotically unfavorable to nutritionally favorable conditions (Wong et al., 1995). 

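*hag*, the flagellin gene, had a log2FC of 0.35, 0.20 and -0.25 at 30, 60 and 90 min (standard error 0.34, limma adjusted p = 0.438, 0.714 and 0.669), with values of 5217 ± 607 (SD, n = 2) with 1.2 M NaCl and 4109 ± 568 (SD, n = 2) without NaCl at 30 min. *motA*, a stator gene, had 0.80, 0.81 and -0.05 at 30, 60 and 90 min (standard error 0.50, limma adjusted p = 0.222, 0.264 and 0.969). *fliY*, encoding a switch protein within the operon, fell with -5.85, -3.38 and -3.14 at 30, 60 and 90 min (standard error 0.43, limma adjusted p = 6.47e-06, 0.000413 and 0.000762), and *sigD*, near its end, had -0.57, -1.53 and -1.39 at 30, 60 and 90 min (standard error 0.36, limma adjusted p = 0.224, 0.0104 and 0.0204).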

Perhaps, the requirement to synthesize 20,000 flagellin subunits (Hag) for the production of a single filament is too resource-consuming for salt-stressed outgrowing spores (Mukherjee and Kearns, 2014). However, the strong down-regulation of flagellar genes and the concomitant abrogation of swimming have also been observed in *B. subtilis* cells exposed to prolonged high salinity (Steil et al., 2003).

In conclusion, our study provided new insights on the transcriptomic adaptations of outgrowing spores to the presence of high salt concentrations and points out another facet of the perturbing effects that osmotic stress can exert on the life cycle of spore-forming soil bacteria.

## Author contributions

KN designed, performed, and evaluated the transcriptomics and spectrophotometric germination experiments, and prepared the text and figures of the manuscript. AK supported experimental design, gave scientific input, and edited the manuscript text. AD supported evaluation and handling of the transcriptomic data. OK arranged RNA sequencing and edited the manuscript text. KM and ML performed and evaluated the live cell imaging and scanning electron microscopy experiments, and edited the manuscript text. EB and TH supported evaluation of transcriptomic data and edited the manuscript text. RM gave scientific input and edited the manuscript text. All authors read and approved the final manuscript.

## Funding

This work was supported by the Helmholtz Space Life Sciences Research School (SpaceLife) and the German Aerospace Center of the Helmholtz Association (Ph.D. fellowship of KN). RM and KN were supported by DLR grant DLR-FuE-Projekt ISS LIFE, Programm RF-FuW, Teilprogramm 475.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

2x SG: Modified Schaeffer's Sporulation Medium with glucose
DPA: Dipicolinic acid (pyridine-2,6-dicarboxylic acid)
FC: Fold change
GB: Glycine betaine
OD_600*nm*_: Optical density at 600 nm
RNA-seq: RNA sequencing
SASP: Small, acid-soluble spore protein
SEM: Scanning electron microscopy
SMM: Spizizen Minimal Medium.

# Supplementary material for: Identification of Differentially Expressed Genes during Bacillus subtilis Spore Outgrowth in High-Salinity Environments Using RNA Sequencing
**Source:** Front Microbiol. 2016 Oct 6;7:1564. doi: 10.3389/fmicb.2016.01564
**Supplement:** Supplementary file 2

Supplementary Material

Identification of differentially expressed genes during *Bacillus subtilis* spore outgrowth in high-salinity environments using RNA sequencing

Katja Nagler¹, Antonina O. Krawczyk², Anne de Jong², Kazimierz Madela³, Tamara Hoffmann⁴, Michael Laue³, Oscar P. Kuipers², Erhard Bremer⁴, and Ralf Moeller^{1*}

Running title: High-salinity spore outgrowth transcriptomics

Keywords: *B. subtilis* spore germination, outgrowth, ripening, high salinity, osmotic stress, NaCl, RNA-seq

1 Supplementary figures

Figure S1

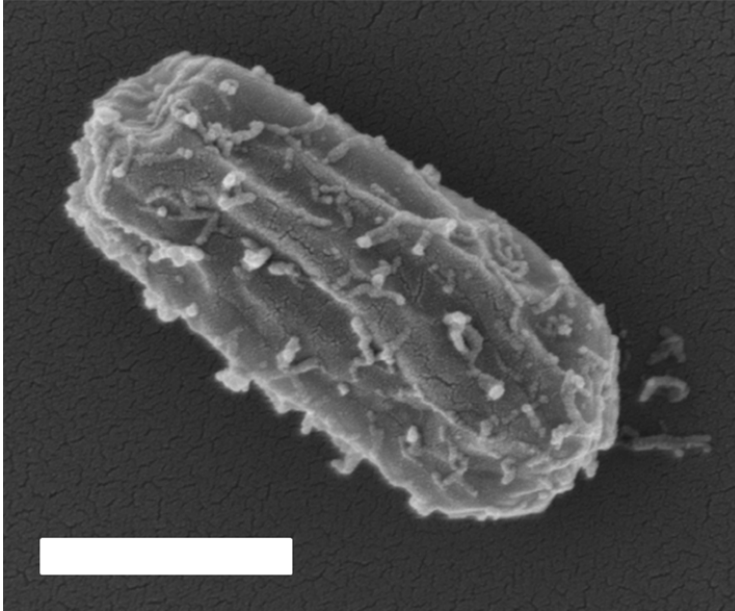

Fig. S1: SEM picture of a dormant *B. subtilis* spore. Scale bar = 500 nm.

Figure S2

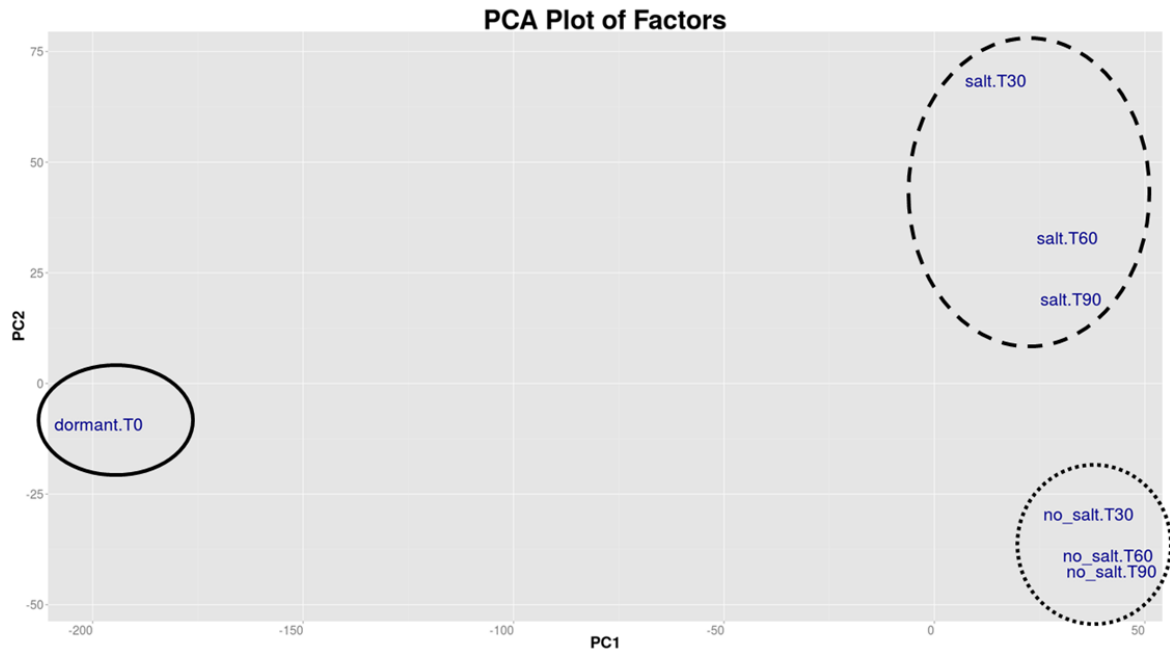

Fig. S2: Principal component analysis plot comparing the transcriptome of the tested sample time points (30, 60, and 90 min) consisting of two biological replicates each. Time points of the different conditions are circled: dormant spores (solid line), outgrowth in the presence of NaCl (dashed line), and outgrowth in the absence of NaCl (dotted line).

Figure S3

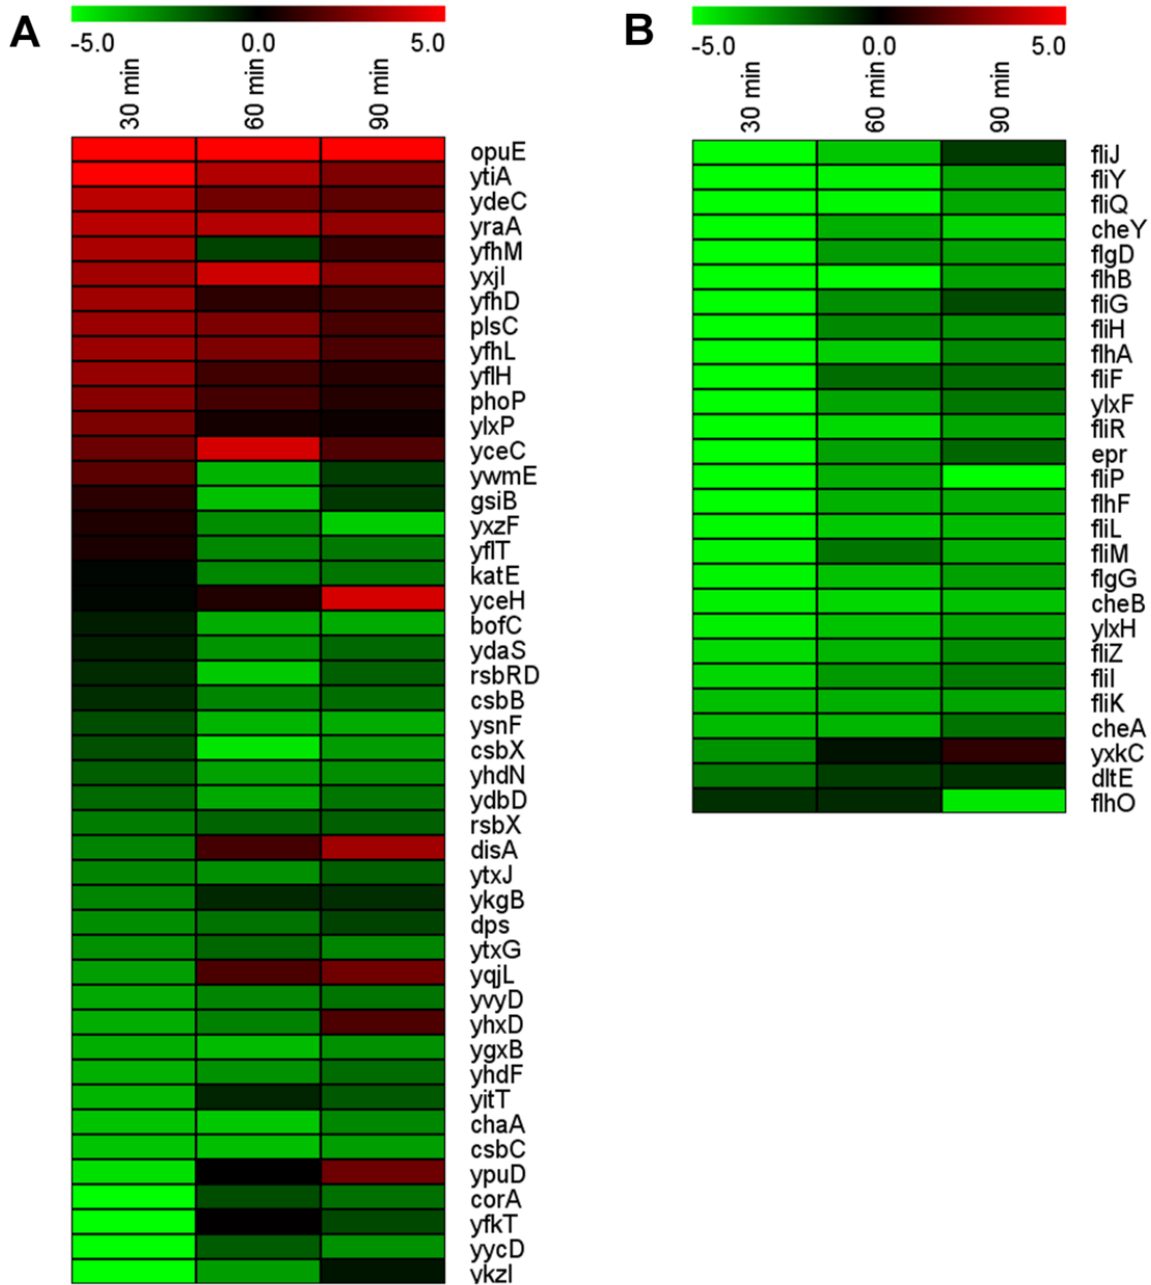

Fig. S3: Expression profiles of differentially expressed genes in (A) the σ^B regulon that governs the general stress response and (B) the σ^D regulon involved in motility and chemotaxis. Only significantly differentially expressed genes are shown. Cutoff values ($\log_2FC$) of the color scale are indicated at the top of the figure.

2 Supplementary tables

Table S1: Functional categorization of differentially expressed genes (TopHits)

Category ^a	30 min		60 min		90 min	
	Up	Down	Up	Down	Up	Down
1.1 Cell wall & cell division	12	27	5	4	7	6
1.2 Transporters	42	61	29	34	22	23
1.3 Homeostasis	11	19	5	7	6	3
2.1 Electron transport & ATP synthesis	4	9	2	1	1	2
2.2 Carbon metabolism	19	22	5	10	3	10
2.3 Amino acid/nitrogen metabolism	15	103	17	29	12	52
2.4 Lipid metabolism	10	6	3	2	3	3
2.5 Nucleotide metabolism	13	21	12	9	12	5
2.6 Additional metabolic pathways	19	57	13	25	10	20
3.1 Genetics	10	21	3	2	1	0
3.2 RNA synthesis & degradation	2	7	2	2	1	1
3.3 Protein synthesis, modification & degradation	37	36	9	12	6	13
3.4 Regulation of gene expression	45	37	18	12	8	9
4.1 Exponential & early post exponential lifestyles	5	41	3	13	2	11
4.2 Sporulation & germination	19	34	5	9	11	6
4.3 Coping with stress	73	63	51	27	39	14
4.4 Lifestyles/miscellaneous	3	1	2	0	1	0
5.1 Prophages	13	19	4	7	4	5
5.2 Mobile genetic elements	0	1	0	0	0	0
6.1 Essential genes	31	27	1	7	4	11
6.2 Membrane proteins	88	133	49	62	37	46
6.3 GTP-binding proteins	0	1	0	0	0	1
6.4 Phosphoproteins	20	49	7	22	3	16
6.5 Universally conserved proteins	4	1	0	1	1	1
6.6 Poorly characterized/putative enzymes	11	26	5	8	5	8
6.7 Proteins of unknown function	66	90	32	27	19	17
6.8 Short peptides	0	2	0	0	0	0
6.9 ncRNA	1	0	1	0	1	0
6.10 Pseudogenes	1	3	0	0	0	0

^a Transcriptomic data was categorized according to the *SubtiWiki* database (<http://www.subtiwiki.uni-goettingen.de>).

Table S2: Functional categorization of differentially expressed genes (HighFold)

Category ^a	30 min		60 min		90 min	
	Up	Down	Up	Down	Up	Down
1.1 Cell wall & cell division	0	5	1	1	0	2
1.2 Transporters	16	16	9	3	7	6
1.3 Homeostasis	2	1	3	2	2	1
2.1 Electron transport & ATP synthesis	1	0	0	0	0	0
2.2 Carbon metabolism	4	4	2	0	2	3
2.3 Amino acid/nitrogen metabolism	5	45	4	4	1	20
2.4 Lipid metabolism	0	0	0	0	0	0
2.5 Nucleotide metabolism	10	5	10	2	9	0
2.6 Additional metabolic pathways	2	7	4	4	2	2
3.1 Genetics	0	7	0	0	0	0
3.2 RNA synthesis & degradation	0	1	1	0	0	0
3.3 Protein synthesis, modification & degradation	3	6	1	4	1	0
3.4 Regulation of gene expression	8	7	4	1	0	1
4.1 Exponential & early post exponential lifestyles	1	17	0	1	0	1
4.2 Sporulation & germination	2	11	0	2	4	1
4.3 Coping with stress	22	11	13	1	7	2
4.4 Lifestyles/miscellaneous	1	0	1	0	1	0
5.1 Prophages	1	7	1	1	0	2
5.2 Mobile genetic elements	0	0	0	0	0	0
6.1 Essential genes	1	0	0	3	0	0
6.2 Membrane proteins	24	37	13	4	9	13
6.3 GTP-binding proteins	0	1	0	0	0	0
6.4 Phosphoproteins	5	12	2	1	1	3
6.5 Universally conserved proteins	0	0	0	0	0	0
6.6 Poorly characterized/putative enzymes	1	6	0	2	0	2
6.7 Proteins of unknown function	12	32	5	3	4	5
6.8 Short peptides	0	0	0	0	0	0
6.9 ncRNA	0	0	1	0	1	0
6.10 Pseudogenes	0	1	0	0	0	0

^a Transcriptomic data was categorized according to the *SubtiWiki* database (<http://www.subtiwiki.uni-goettingen.de>).

Table S3: Selected *B. subtilis* regulons and their behavior during outgrowth at high salinity

Regulator	Regulator action	# of genes	Differentially expressed ^a		
			%	# up	#down
AhrC	Activates <i>roc</i> genes & represses rest of the regulon (arginine synthesis genes)	16	94	0	15
AzlB	Represses the regulon (branched-chain amino acid transport)	5	100	5	0
BirA	Represses the regulon (biotin synthesis)	7	71	0	5
BkdR	Activates the regulon	7	71	0	5
CcpN	Represses the regulon	4	100	4	0
CodY	Mainly (96 %) repression of the regulon	142	54	1	75
DegU	Mainly (85 %) activation of the regulon	26	19	1	4
GbsR	Represses the regulon	6	83	5	0
FatR	Represses the regulon	2	100	x	x
LutR	Represses the regulon (lactate utilization)	3	100	0	3
Fur	Represses the regulon (iron homeostasis)	50	34	0	17
GltC	Activates the regulon (glutamate synthase)	2	100	0	2
Gly-box	Termination (glycine utilization)	3	100	3	0
GntR	Represses the regulon (gluconate utilization)	4	100	4	0
HxlR	Activates the regulon	2	100	0	2
OhrR	Represses <i>ohrA</i> (organic hydroperoxide resistance protein)	1	100	1	0
PadR	Represses the regulon	3	100	3	0
preQ1 riboswitch	Termination (tRNA modification)	4	75	0	3
PucR	Mainly (94%) activation of the regulon	18	78	0	14
PutR	Activates the regulon (proline utilization)	3	100	0	3
PyrR	Antitermination (pyrimidine biosynthesis)	10	100	10	0
RocR	Activates the regulon (amino acid utilization)	7	100	0	7
S-Box	Termination	28	82	4	19
Stringent response	Mainly (96 %) repression of the regulon	121	31	24	13
T-Box	Antitermination	37	43	1	15
YxdJ	Activates the regulon	3	100	3	0
Zur	Represses the regulon	8	75	6	0
AdeR	Activation of <i>ald</i> (alanine dehydrogenase)	1	100	0	1
CitR	Represses <i>citA</i> (citrate synthase)	1	100	0	1
DesR	Activates <i>des</i> (fatty acid desaturase)	1	100	1	0
Thi-box	Termination	14	64	0	9
YdaO riboswitch	Termination in the presence of c-di-AMP	3	100	0	3
YfmP	Represses the regulon	2	100	2	0

^a The numbers of up and downregulated genes only include genes that have the same expression direction (up/downregulated) at all three time points; x = differential behavior (up- and downregulation) at different sample time points

Table S4: Overlap of differentially expressed genes during outgrowth at high salinity and genes involved in other stress responses

Category ^a	# of genes ^b	Differentially expressed ^c		
		%	# up	#down
Cell envelope stress proteins	133	39	29	16
Acid stress proteins	5	20	1	0
Heat shock proteins	27	30	6	1
Cold stress proteins	16	19	3	0
Coping with hypo-osmotic stress	4	0	0	0
Resistance against oxidative & electrophile stress	63	22	4	9
Resistance against other toxic compounds (nitric oxide, phenolic acids, flavonoids, oxalate)	16	25	4	0
Resistance against toxic metals	22	9	1	1
Resistance against toxins/antibiotics	104	27	17	11
Biosynthesis of antibacterial compounds	55	27	4	11
Toxins, antitoxins & immunity against toxins	41	10	3	1

^a Transcriptomic data was categorized according to the *SubtiWiki* database (<http://www.subtiwiki.uni-goettingen.de>).

^b Number of genes within the regulon

^c The numbers of up- (#up) and downregulated (#down) genes only include genes that have the same expression direction (up/downregulated) at all three time points. The percentage of differentially expressed genes includes all genes.

3 Supplementary datasets

Dataset S1: Overview of differential gene expression. The dataset includes significant differential gene expression information for each sample time point, an overview of all significantly differentially expressed genes (all time points), an overview of all genes including the ones that were not significantly changed, and the list of functional categories obtained from the *SubtiWiki* database (<http://www.subtiwiki.uni-goettingen.de>). [Separate .xls file (Nagler et al supplementary material 02.xlsx)]

How the deposited data were processed for this re-analysis (not part of the article)

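Spores of *Bacillus subtilis* 168 were germinated with and without 1.2 M NaCl, and RNA was sequenced on the Ion Proton from dormant spores (2 libraries, KN4 and KN8) and from outgrowing spores at 30, 60 and 90 min in each condition (2 libraries for each of the 6 groups, 12 in all). Libraries were assigned to groups from the sample labels and the paper's methods. Neither source ties a library to a given spore batch or flask, so the p values measure the spread between these libraries, and libraries of different times are treated as separate samples. The paper's methods describe samples withdrawn from a culture at 30, 60 and 90 min, a pairing that the comparisons between times do not use.

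The authors deposited a table of 4421 genes by 14 libraries whose values are named RPKM and carry 1 decimal. According to the labels and the methods, a sequencing service prepared and sequenced the libraries, and the submitters' processing notes name Bowtie2, with no version. Genome build, annotation, counting tool, strand setting and filters are not given in the sources used here. As deposited, the values cannot be RPKM in the usual sense, because value times gene length sums to 83.3 to 325 times the total that unit implies in the outgrowth libraries, to 3738 times in KN4 and to 13.8 times in KN8. The medians over genes of the outgrowth libraries are nearly equal (893.9 to 950.1), while KN8 has a median of 0. The design written in advance assumed RPKM. The test chosen there, a linear model on a log scale, was kept, since it needs no count of reads and no fixed total. Of the 4421 gene identifiers, 4416 were matched to the reference annotation of strain 168, from which gene names, lengths and classes were taken, and 25 gene symbols of the lists matched no gene and were left out.

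The read number behind a value is not in the deposited table. In the outgrowth libraries, value times length lay within 0.2 of a whole multiple of a fixed step for 85.2% to 99.7% of the low values, where 40% would do so by chance. The sums came to 9.38e+08 to 1.70e+09 such steps (median 1.19e+09). Whether a step is 1 read is not known, so no counting interval and no floor for a gene listed at 0 is given. The tolerance of 0.2 was widened after a narrower one had been tried on the values.

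Values were used as deposited, as log2 of the value plus 1. Genes with a value of at least 1 in at least 2 libraries entered limma (lmFit, contrasts.fit and eBayes with a mean trend), with 1 mean for each of the 6 groups, 1 shared estimate of the spread and Benjamini-Hochberg adjustment over the 4390 genes kept. TopHits and HighFold here are |log2FC| ≥ 2 with adjusted p ≤ 0.05 and |log2FC| ≥ 5 with adjusted p ≤ 0.01. The paper states these folds and levels of p without saying whether p was adjusted, and the sheets of its Dataset S1 hold an adjusted p. Salt was compared with no salt at each time, the salt effects at 60 and 90 min were each compared with that at 30 min by an interaction contrast, and 90 min was compared with 30 min within each condition. Comparisons with dormant spores used all 14 libraries and average KN4 and KN8 on the log scale. Gene lists, 41 in number, were written down beforehand and tested at 3 times (123 tests) with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and their members past TopHits were counted with the adjustment over all genes and over the list alone. Several lists are categories or regulons that the paper picked out from these same libraries. Tests of those lists are not independent of the paper's results. Principal components and Spearman correlations were computed for description. Fold changes on this scale understate those of genes with low values, and reads of genes that overlap or lie antisense to each other cannot be told apart where the strand setting is not known.

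Genes were named by a rule written in advance. For each salt comparison it takes every gene the paper names, the 10 largest rises and the 10 largest falls among genes past TopHits whose libraries do not overlap between the groups and whose higher group mean is at least 10, and up to 4 members past TopHits from each list. For dormant spores it takes the 10 genes with the highest values and every gene the paper names. The fold changes in the paper's Dataset S1 had been seen when the rule was written. *abh*, *ahpC*, *btr*, *cidA*, *citZ*, *fliY*, *gsiB*, *gyrB*, *hag*, *ilvB*, *katE*, *motA*, *pucR*, *racX*, *rapD*, *rocR*, *rsbW*, *sspE*, *thiE*, *thiM*, *trxA*, *xkdE*, *xkdM*, *ybfO*, *yczF*, *yfhD*, *yfmD*, *yfmE*, *yfmF*, *yhdK*, *yjzC*, *yozL*, *yrhH*, *yxeB* and *yxiTc* lie outside the rule and were chosen after their values were seen.

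The tests were run on simulated data built from the gene means and spreads of a fit to the deposited values, with changes of 2.5 and 3 log2 in size put into 50 genes each. Changed genes and lists were drawn from genes above a minimum mean value, with noise independent between genes. Recovery of low genes and lists of genes that vary together were therefore not tested. Per size and time, 29 to 44 of 50 changed genes passed TopHits, as did 3 to 7 of 4190 unchanged genes, and 20 of 20 lists of 25 genes shifted by 1 log2 and 0 of 20 unshifted lists passed camera at each time. The share of recovered genes that had been required beforehand was not reached, and the requirement was replaced after this result was seen.

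Alternatives set in advance covered the pseudocount, the filter, median ratio scaling, quantile normalization, the libraries in the fit, eBayes without a trend, a replicate block with either of 2 pairings and the omission of each outgrowth library (23 refits), the adjusted p with no minimum fold, 3 floors for dormant transcripts, and the estimated correlation and fry for lists. A count-based test had been listed in case counts were deposited, and was not run. Scaling by the total of value times length, by its protein-coding part and by trimmed means of M-values, a pseudocount and filter of 100, the omission of tRNA and misc_RNA genes or of either dormant library, and the counts over 60 and 90 min only were added after the values were seen. Groups of 2 libraries are too small for a test of single outlying libraries or of other splits of the samples. The paper's microscopy, growth curves and other phenotypic measurements were not analysed here. No column of the table was left out (0 columns not used).

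R 4.3.3 with limma 3.58.1 was used for all tests, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 for the steps in the values and the figures.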

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

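Differences of the salt effect between times were tested as set out in advance, whereas the choice of lists, the count of members per list and the genes named below were made after the results were seen. The comparison is the log2FC at 60 or 90 min minus that at 30 min, with |difference| ≥ 2 and limma adjusted p ≤ 0.05. It treats samples drawn serially from a culture as independent.

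The salt effect at 60 min differed from that at 30 min for 111 genes, and the number became 73, 44, 297, 67, 46 and 36 without KN1-R2, KN2-R2, KN5, KN6, KN9 and KN10, in that order. At 90 min it differed from that at 30 min for 265 genes, and for 176, 148, 506, 160, 146, 102 and 160 without KN1-R2, KN3-R2, KN5, KN7, KN9, KN11 and KN14-R1.

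For the biosynthesis of histidine, 8 of 9 genes differed between 30 and 90 min (7 to 8 with 1 library left out), and the list's median log2FC was -8.95, 0.18 and 0.78 at 30, 60 and 90 min, with the value at 60 min at -0.16 with quantile normalization and -0.42 with the protein-coding total. For arginine 6 of 9 genes differed (4 to 6 with 1 library left out, 3 with the protein-coding total and 1 with the total), at medians of -2.93, -1.48 and -5.91.

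Genes of ribosomal proteins, which the paper does not discuss, differed between 30 and 90 min in 25 of 48 cases, and in 16, 12, 12, 4, 12, 3, 7 and 5 without KN1-R2, KN2-R2, KN3-R2, KN9, KN10, KN11, KN12-R1 and KN14-R1, in that order. At 30 min 31 were up and 0 down by limma (46 higher and 0 lower at an unadjusted p under 0.05), with 20 up without KN9, 20 with median ratio scaling, 17 with trimmed means of M-values, 15 with the total, 10 with the protein-coding total and 9 with quantile normalization. Their median log2FC was 2.20, 0.18 and -0.19 at 30, 60 and 90 min, and at 60 min it was -0.47 with quantile normalization and -0.42 with the protein-coding total.

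Both directions were called for 9 genes, up at 1 time and down at another, with 5 without KN3-R2 and 6 to 13 for each other library left out (4 with only the libraries compared in the fit, 3 with the total and 14 with the protein-coding total). *fatR*, *yrhJ* and *yrhH*, which lie next to each other, were down at 30 min and up at 60 or 90 min. The salt effect at 90 min exceeded that at 30 min by 6.87 (standard error 0.91, limma adjusted p = 0.00372) for *fatR*, a fatty acid-responsive repressor gene, and by 6.24 (standard error 0.75, limma adjusted p = 0.00249) for *yrhJ*, a cytochrome P450 gene whose value at 90 min was 2.17 without KN11 and then missed the threshold. For *cidA*, a holin-like gene, up at 30 min and down at 60 and 90 min, the difference was -6.39 (standard error 0.46, limma adjusted p = 3.82e-05), its value at 60 min was -1.93 and not called without KN6, and its call at 30 min was lost with each other scaling. The others were *yczF* and *yqjL* (down at 30 min, up at 90 min), *yjzC* (up at 30 min, down at 90 min), *yxiTc* (up at 30 min, down at 60 min) and *yozL* (down at 60 min, up at 90 min), and for each of them, as for *yrhH*, at least 1 of these calls was lost without 1 library (KN9 for *yrhH*, *yczF* and *yqjL*, KN12-R1 for *yjzC*, KN2-R2 for *yxiTc* and *yozL*, among others).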

How the results depend on the processing

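Pseudocount, filter, median ratio and quantile scaling, libraries in the fit, trend, replicate block, omission of each outgrowth library, minimum fold, dormant floors and camera correlation were set as alternatives before the data were examined, and the rest were chosen after seeing the values. None of the single genes named was called in the opposite direction, whereas the balance of genes up and down turned with scaling, as given below. Of 1050 values of single named genes (1040, 1014 and 1047 with only the libraries compared, with a pseudocount and filter of 100 and without tRNA and misc_RNA genes), 914 (protein-coding total) to 1049 (filter of 10) stayed on their side of the threshold in each alternative, apart from the fit with all 14 libraries, where 468 did and 582 no longer passed. Of 228 list counts, 174 (protein-coding total) to 228 stayed within 1.5 times, and 115 with all 14 libraries. Unless stated otherwise the cause was not tested.

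With the adjusted p alone and no minimum fold, which can only add genes, TopHits up rose to 1178, 671 and 506 at 30, 60 and 90 min and 1308 at any time, TopHits down to 856, 492 and 406 and 1017 at any time, and 648 genes were called at all 3 times. Floors of 10 and 100 in both dormant libraries left 280 and 179 of 1039 transcripts. Counting 60 and 90 min only gave 375 genes up and 339 down at any time. A pseudocount of 10 gave 68 and 11 genes HighFold down at 30 and 60 min, and a pseudocount and filter of 100 gave 40, 6 and 17 at the 3 times, 364 TopHits down at 30 min and 7 σ B genes down at 30 min. Without a trend, 67 genes differed between 30 and 60 min.

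Median ratios gave 2060 genes for 30 min without NaCl against dormant spores, and moved the median log2FC of all genes by -0.24 at 30 min and -0.16 at 60 min (quantile -0.11, total -0.51, protein-coding total -1.30 and trimmed means -0.31 at 30 min, protein-coding total -0.58 and trimmed means -0.14 at 60 min). At 30 min 55.7% of TopHits were up as deposited, 44.3% with median ratios, 46.9% with quantile normalization, 37.1% with the total, 15.5% with the protein-coding total and 42.5% with trimmed means, and at 60 min 54.9% and 27.5% with the protein-coding total; for HighFold at 30 min the shares were 47.1%, 35.2%, 38.6%, 34.5%, 13.8% and 33.5%, and at 60 min 69.6% and 56.4%. With the protein-coding total, TopHits were 233 up and 1275 down at 30 min, 190 and 501 at 60 min and 383 and 1356 at any time, HighFold 36 up and 225 down at 30 min, 667 genes differed between 30 and 90 min, 778 changed from 30 to 90 min with salt, 3187 and 2481 changed from dormant spores to 30 min without and with salt, 20 and 11 Fur genes were down at 30 and 60 min, 28 and 35 σ B genes were down at 30 and 60 min and 13 σ W genes up at 30 min. With the total, TopHits up were 410 at 30 min, 167 at 90 min and 477 at any time, 40 and 57 genes differed between 30 and 60 and between 30 and 90 min, 74 and 313 changed from 30 to 90 min without and with salt, 3527 and 3251 from dormant spores to 30 min, and 1 Fur, 12 motility and 7 σ B genes were down at 90 min.

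With only the libraries of a comparison in the fit, which leaves fewer degrees of freedom, 61 genes were HighFold down at 30 min, 54 differed between 30 and 60 min and 228 changed from 30 to 90 min with salt. With all 14 libraries, which adds the spread between KN4 and KN8, TopHits were 42 up and 85 down at 30 min, 18 and 8 at 60 min, 5 and 6 at 90 min, 48 and 89 at any time and 3 at all 3 times. HighFold by limma gave 5 and 18 at 30 min and 0 in each direction at 60 and 90 min (36, 42, 34 and 36 of that fold at an unadjusted p under 0.05), 3 and 5 genes differed between 30 and 60 and between 30 and 90 min, and 0 and 12 changed from 30 to 90 min without and with salt (115 in place of 0 at an unadjusted p). The lists in that fit had 7, 2 and 0 hyperosmotic genes up, 2, 3 and 0 of σ W and 6, 6 and 0 of pyrimidine synthesis up, 1, 0 and 0 of σ B and 0, 0 and 0 of Fur down at the 3 times, and 0 and 1 of motility down at 60 and 90 min (in place of the 0, 10 hyperosmotic, 6 σ W, 8 pyrimidine, 8 and 8 σ B, 2, 0 and 0 Fur and 15 motility genes at an unadjusted p with |log2FC| ≥ 2), and 58 list tests passed.

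Of the list tests, 88 passed camera at the preset correlation (93 unadjusted), 85 passed fry and 0 passed camera with an estimated correlation (29 at an unadjusted p under 0.05, lowest adjusted p = 0.0586). The replicate block with pairing 1 gave 9 Fur genes down at 60 min, and neither pairing moved another count of the main comparisons past 1.5 times. Among 228 further list counts, 2 moved past 1.5 times with pairing 1 and 1 with pairing 2. The labels are not shown to pair the libraries. Deviations of libraries put in the same block correlated at -0.03 to 0.246 (median 0.049) over 15 pairs of groups in pairing 1 and -0.087 to 0.246 (median 0.001) in pairing 2, with 1 over 0.1 in each.

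Leaving out 1 library assumes that the lone library of its group varies like the others. TopHits down at 60 min ranged from 166 (without KN10) to 407 (KN6) and at 90 min from 167 (KN3-R2) to 276, HighFold down at 30 min from 81 to 180 (KN5) and at 60 min from 9 (KN10) to 41 (KN6), with 11 without KN2-R2 or KN13-R1. The salt effect differed between 30 and 60 min for 36 (KN10) to 297 genes (KN5), with 73, 44, 67 and 46 without KN1-R2, KN2-R2, KN6 and KN9, and between 30 and 90 min for 102 (KN11) to 506 (KN5), with 176, 148, 160, 146 and 160 without KN1-R2, KN3-R2, KN7, KN9 and KN14-R1. From 30 to 90 min, 65 (KN11) to 143 genes changed without salt, with 77 and 76 without KN1-R2 and KN3-R2, and 303 (KN7) to 680 with salt. For 30 min no NaCl against dormant spores the counts were 981 to 3838 (KN4), with 2351 without KN8, and for 30 min 1.2 M NaCl against dormant spores 974 to 3774 (KN4), with 2228 without KN8, where 880 and 751 genes were lower than in dormant spores, in place of 0 by limma (4 at an unadjusted p) and 1. Of σ B genes 8 (KN12-R1) to 14 were down at 30 min, 3 (KN10) to 28 at 60 min, with 13 without KN13-R1, and 3 (KN3-R2) to 14 at 90 min, with 7, 9 and 7 without KN7, KN11 and KN14-R1. Of Fur genes 6 (KN1-R2) to 14 were down at 30 min, 3 (KN2-R2 or KN13-R1) to 8 (KN6) at 60 min and 0 (KN3-R2 or KN14-R1, 3 at an unadjusted p by limma in each) to 3 at 90 min. With all libraries and the values as deposited these counts were 264, 251, 111, 17, 111, 265, 128, 482, 1373 and 1263, then 13, 21 and 14 and 11, 5 and 3. Read numbers are unknown, so genes listed at 0 set no limit here.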

Differences from the paper's values

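Counts were compared at the thresholds the paper states for TopHits and HighFold, with p taken as adjusted, which its text leaves unsaid and its Dataset S1 gives, under 24 alternatives for TopHits and 23 for the other values, all set before the data were examined. Of the genes the paper's Dataset S1 lists as up, 300 of 321, 139 of 157 and 97 of 118 were called up here at 30, 60 and 90 min (50.3, 11.5 and 6.96 by chance), and of those it lists as down, 417 of 523, 140 of 184 and 127 of 161 were called down (65.3, 11.1 and 9.21 by chance). None was called in the opposite direction by limma, and the sign was the paper's for 317, 155 and 115 of those up and 519, 178 and 157 of those down.

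For TopHits up, the paper's counts are 321, 157 and 118 at 30, 60 and 90 min and 402 at any time, and those here were 688, 322, 259 and 787, with none of the 24 alternatives within 1.5 times. Scalings chosen after seeing the values closed these gaps: the total at 30 min (410 genes, with 52 of the paper's own genes dropped, against 21 as deposited), at 90 min (167, with 27 dropped, against 21) and at any time (477, with 88 dropped, against 50), and the protein-coding total at 30 min (233, with 131 dropped), at 60 min (190, with 23 dropped, against 18) and at any time (383, with 140 dropped). Counting 60 and 90 min only, also chosen after seeing the values, gave 375 at any time and dropped 161 of the paper's genes. Of the total, tRNA and misc_RNA genes held 39.6% (KN5) to 81.8% (KN10) in the outgrowth libraries. At 90 min the total lowered TopHits in both directions (259 to 167 up, 251 to 184 down). The gaps it closed therefore do not show that it is the right scale. TopHits down at 90 min are 161 in the paper and were 251 here, a gap closed by 7 of 24 alternatives (a pseudocount of 0.1, eBayes without a trend and the omission of KN2-R2, KN3-R2, KN10, KN11 or KN14-R1), and not by the others. Chosen after seeing the values, the total (184, with 44 of the paper's genes dropped), the protein-coding total (228, with 36 dropped) and a pseudocount and filter of 100 (208, with 42 dropped, against 34 as deposited) also closed it. HighFold up at 30 min is 64 in the paper and was 99 here, and 20 of 23 alternatives closed the gap, all but the filter of 10, all 14 libraries in the fit and the block with pairing 1. Of the settings chosen after seeing the values, the total (79, with 13 of the paper's genes dropped), trimmed means of M-values (71, with 12 dropped) and a pseudocount and filter of 100 (76, with 17 dropped, against 8 as deposited) did so too.

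Genes past TopHits at 60 min alone are 90 in the paper and were 59 here, and 18 of 24 alternatives closed the gap, all but the filter of 10, all 14 libraries in the fit and the omission of KN2-R2, KN6, KN10 or KN13-R1. The protein-coding total (68, with 77 of the paper's genes dropped) and trimmed means (67, with 78 dropped, against 82 as deposited), chosen after seeing the values, closed it as well. At 30 and 60 min but not 90 min the paper counts 93 genes, against 144 here, which 6 of 24 alternatives closed (a pseudocount of 0.1, only the libraries compared in the fit and the omission of KN1-R2, KN2-R2, KN10 or KN13-R1). Settings chosen after seeing the values that closed it were the total (138, with 59 of the paper's genes dropped), a pseudocount and filter of 100 (134, with 67 dropped) and the omission of tRNA and misc_RNA genes (136, with 72 dropped, against 69 as deposited). The paper's count is 24 at 60 and 90 min but not 30 min and 134 at all 3 times, and those here were 74 and 309, with none of 24 alternatives closing either gap.

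The HighFold column of the paper's Table 2 equals, over the paper's own sheets, the genes with |log2FC| ≥ 2 and adjusted p ≤ 0.01, so those thresholds were used for it once this had been seen. It gives 329 genes at 30 min alone, against 627 here, and 5 of 23 alternatives closed the gap (quantile normalization, only the libraries compared and the omission of KN1-R2, KN9 or KN12-R1), as did the total, chosen after seeing the values (448, with 135 of the paper's genes dropped, against 179 as deposited). At 30 and 60 min the paper's count is 42 and that here 129, within 1.5 times in 4 of 23 (only the libraries compared and the omission of KN2-R2, KN10 or KN13-R1). At 60 and 90 min it is 15 in the paper and 46 here, within 1.5 times in 6 of 23 (omission of KN2-R2, KN3-R2, KN10, KN11, KN13-R1 or KN14-R1) and with the total, chosen after seeing the values (15, with 9 of the paper's genes dropped, against 8 as deposited). For all 3 times the paper gives 76, against 238 here, and none of 23 closed the gap. Over the same thresholds as stated in the paper for HighFold, the counts here were 159, 16, 2 and 23 in these classes, and those of the paper's sheets 167, 14, 7 and 21.

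*opuBC*, a gene of a choline transporter, has a log2FC of 2.5 in the paper, with no time given, against 3.64 (standard error 0.77) at 60 min here. Of 23 alternatives only the omission of KN13-R1 (3.24) came within the error, and so did, chosen after seeing the values, the protein-coding total (3.05, with 23 of the paper's 157 genes up at 60 min dropped) and a pseudocount and filter of 100 (2.81, with 22 dropped).

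In the paper's text *opuBC* is not changed past the threshold, and here it was up at all 3 times, a call lost with all 14 libraries in the fit at each time. At 30 min it was also lost without KN5 and with the protein-coding total, at 60 min without KN13-R1, and at 90 min without KN1-R2, KN2-R2, KN9, KN10, KN11 or KN14-R1, with no filter, without a trend, with only the libraries compared, with the total, with trimmed means and with a pseudocount and filter of 100. According to the paper only *sigM*, *sigO* and *sigX* changed among the sigma factor genes, whereas *sigW* was also up here at 30, 60 and 90 min (2.78, 3.08 and 2.71), a call lost at each time with all 14 libraries and at 30 min with the protein-coding total, and the 3 others were called as in the paper. The paper has *pbpE* unchanged, and here it was up at 60 and 90 min (2.69 and 2.29), both lost with all 14 libraries and the later one without KN11, with the total and with a pseudocount and filter of 100. For *ktrAB* the paper states lower expression at all times, while *ktrA* was down here at 30 min (-2.13) and not called at 60 and 90 min (-1.94 and -0.60), where median ratios, the protein-coding total, trimmed means and the omission of KN6 called it at 60 min. *ktrB* was down at 30 and 60 min and at 90 min had -1.73, called in none of the alternatives. The paper's Dataset S1 lists *ktrA* and *ktrB* as down at 30 min only (-2.51 and -3.21). For *ktrA* the calls here are thus those of Dataset S1, and the difference is from the paper's text.

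*clpX*, higher in the paper at 30 min, had 0.48 here and was called in none of the alternatives. Of the bacillibactin genes the paper has lower with salt, *dhbC* was called down at 30 min, and *dhbE* (-2.31 at 30 min), *dhbF* (-2.59 and -3.17 at 30 and 60 min) and *dhbA* (-2.58 at 60 min) were not. The block with pairing 1 called *dhbA* and *dhbF* at 60 min, and the protein-coding total called *dhbF* at 30 min. In the paper the remaining genes of the Fur regulon are all lower. Of the 32 genes listed here, fewer than the regulon of the paper holds, 28, 30 and 28 lay below 0 at 30, 60 and 90 min, and *yfmE*, *yfmF*, *yfmD* and *btr* had 1.92, 0.60, 0.21 and 0.23 at 30 min. *yocR*, lower in the paper at 60 min, had -0.52 and was called at that time in none of the alternatives. *lutC* at 60 min had -1.43, against a fall in the paper, and was called with quantile normalization (-2.00) and the protein-coding total (-2.02). *birA*, down in the paper at 90 min, had -1.51 and was called in none. Within the PerR regulon the paper has only *katA* changed, whereas *perR* was up here at 30 min (2.81), a call lost with quantile normalization, the protein-coding total and all 14 libraries. *ywiE*, unchanged in the paper, was down at 60 min here (-2.14), a call lost without KN10 or KN13-R1, with quantile normalization, the total, a pseudocount and filter of 100 and only the libraries compared or all 14 in the fit. *proA*, lower in the paper, was down at 60 and 90 min and at 30 min had -1.99, called there with every other scaling and without KN5 or KN9. The paper's Dataset S1 lists *proA* as down at 90 min only (-5.77). Over the genes the paper names at each of the 3 times, 88 values were called up in both and 41 down in both, 130 in neither, 29 up and 13 down only here, and 1 up and 7 down only in the paper's sheets. For purine biosynthesis and acquisition the paper has most changed genes lower. Among the 15 biosynthesis genes listed here, 4 rose at 1 time or more and 0 fell by limma, and the sets were not compared gene by gene.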

Other observations

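Of the tests of explanations below, those on median ratio scaling, on KN5, on the scaling of spore protein genes, on RNA of growing cells and on abundant transcripts were chosen only after the result was seen, as were the bootstrap interval, the settings with the total, the protein-coding total and trimmed means, and the gene lists picked out here.

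The paper's Table S3 lists the thiamine, gluconate and glycine regulons, with most of their genes changed in the directions found here. Genes of thiamine synthesis and uptake, most of them under a thiamine riboswitch, were lower with salt. Of 14 listed, 6, 12 and 12 fell, 2, 0 and 0 rose and 6, 2 and 2 did not pass by limma at 30, 60 and 90 min (1 and 0 higher at an unadjusted p under 0.05 at 60 and 90 min), with the same counts when adjusted over the list alone. camera gave adjusted p = 0.0047, 1.17e-05 and 1.5e-07 at 30, 60 and 90 min, and adjusted p = 0.434, 0.293 and 0.238 with an estimated correlation. *thiC*, which makes the pyrimidine part of the vitamin, fell with a log2FC of -2.70, -3.09 and -4.43 at 30, 60 and 90 min (standard error 0.44, limma adjusted p = 0.00078, 0.000796 and 0.000141). The 2 that rose at 30 min were *thiE* (2.16 (standard error 0.34)) and *thiM* (2.13 (standard error 0.26)), both lost without KN9 or KN12-R1 and with each other scaling. Without KN13-R1 7 fell at 60 min. Genes of gluconate use went the other way, with 4, 3 and 3 of 4 up, 0 down (0 lower at an unadjusted p) and 0, 1 and 1 not passing, and the same counts when adjusted over the list alone. *gntK*, the gluconate kinase gene, had 3.58, 2.77 and 2.85 at 30, 60 and 90 min (standard error 0.30, limma adjusted p = 1.39e-05, 0.000194 and 0.000203), and camera for the list adjusted p = 0.000347, 0.000158 and 2.83e-05 at 30, 60 and 90 min, and adjusted p = 0.19, 0.178 and 0.172 with an estimated correlation. Glycine cleavage, which feeds one-carbon units and is under a glycine riboswitch, had 1, 3 and 3 of 3 genes up, 0 down (0 lower at an unadjusted p) and 2, 0 and 0 not passing, the same counts when adjusted over the list alone, and camera adjusted p = 0.061, 0.00109 and 0.00112 at 30, 60 and 90 min, and adjusted p = 0.416, 0.238 and 0.238 with an estimated correlation. *gcvT* had 2.26, 3.33 and 2.76 at 30, 60 and 90 min (standard error 0.32, limma adjusted p = 0.000313, 7.79e-05 and 0.000288), with the call at 30 min lost without KN5 (1.94) and with each other scaling, and *gcvPA* and *gcvPB* rose at 60 and 90 min, and at 30 min 2 and 3 of these genes rose without KN1-R2 and KN12-R1.

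Glycolytic genes did not pass at 30 and 90 min (0 of 10 by limma, with 4 lower and 0 higher at an unadjusted p at each) and at 60 min 4 fell, 0 rose (0 higher at an unadjusted p) and 6 did not pass, with the same counts when adjusted over the list alone. These were *gapA* (-2.84 (standard error 0.48)), *tpiA*, *pgm* and *eno* (-2.27 (standard error 0.41)), with 1 gene of the list down without KN10 or KN13-R1, and at 30 min 2 and 1 fell without KN9 and KN12-R1. camera returned adjusted p = 0.0911, 0.00599 and 0.0269 at 30, 60 and 90 min, and adjusted p = 0.576, 0.411 and 0.481 with an estimated correlation. For ATP synthase 1 of 9 genes, *atpF* (-2.92 (standard error 0.67)), fell at 30 min, 0 and 0 at 60 and 90 min and 0 rose by limma, while 8, 6 and 4 were lower and 0 higher at an unadjusted p, with 2 down at 30 min without KN9 or KN12-R1, 6 at 60 min without KN6 and 3 at 90 min without KN7, and the same counts when adjusted over the list alone. Its camera test gave adjusted p = 0.00841, 0.0046 and 0.0107 at 30, 60 and 90 min, and adjusted p = 0.476, 0.44 and 0.481 with an estimated correlation. Among 12 genes of RNA polymerase, gyrase and related functions *gyrA*, *gyrB*, *nusA*, *nusG* and *infB* rose at 30 min (5 up, 0 down, 7 not passing) and 0 passed at 60 and 90 min by limma (6, 4 and 1 higher and 1, 6 and 5 lower at an unadjusted p), with the same counts when adjusted over the list alone. The list's median at 30 min was 1.10, and -0.23 with quantile normalization and -0.31 with the protein-coding total, and 1 gene was down at 60 min without KN6 or KN10 and at 90 min without KN3-R2 or KN7. camera gave adjusted p = 0.0164, 0.481 and 0.134 at 30, 60 and 90 min, and adjusted p = 0.383, 0.754 and 0.536 with an estimated correlation for it. Few spore coat genes passed, namely *tgl* up and *safA* down of 32 tested (34 measured) at 30 min, and 0 at 60 and 90 min by limma (2, 1 and 0 higher and 4, 4 and 3 lower at an unadjusted p), with 0, 0 and 0 up and 1, 0 and 0 down when adjusted over the list alone. Without KN1-R2 or KN12-R1 neither was called, 2 were up without KN5 or KN9, 4, 2, 2 and 2 were down at 30 min without KN5, KN6, KN9 and KN13-R1, 2, 2 and 1 at 60 min without KN5, KN6 and KN12-R1 and 1 at 90 min without KN13-R1. camera gave adjusted p = 0.221, 0.404 and 0.438 at 30, 60 and 90 min, and adjusted p = 0.457, 0.576 and 0.578 with an estimated correlation. Of 25 germination genes *sleB* and *spoVAF* rose at 30 min and *gerPA* at 90 min, with 2, 0 and 1 up, 0 down and 23, 25 and 24 not passing by limma (5, 2 and 4 higher and 1, 0 and 1 lower at an unadjusted p), 1, 0 and 1 up when adjusted over the list alone, and camera adjusted p = 0.526, 0.812 and 0.146 at 30, 60 and 90 min, and adjusted p = 0.578, 0.836 and 0.324 with an estimated correlation. At 30 min 1 rose without KN3-R2, KN10, KN11 or KN12-R1 and 4 without KN5, at 60 min 1 without KN10, and at 90 min 2, 3, 2 and 2 without KN2-R2, KN3-R2, KN10 and KN11, while 1 fell at 30, 60 and 90 min without KN3-R2, KN6 and KN7. The median of the list was 0.56, 0.22 and 0.55 at 30, 60 and 90 min, and -0.03 and -0.67 at 30 min with the total and the protein-coding total and -0.38 at 60 min with the latter.

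At 30 min 688 genes passed TopHits up and 548 down, 55.7% of them up, as deposited. Without KN5, where ribosomal RNA held 19.4% of the sum of value times length, 54.1% were up, which argues against the ribosomal RNA of that library as the source. The ratio of protein-coding totals, salt over no salt, was 2.67 and without the 50 genes of largest share (36.9% of the total) still 2.26, which argues against a few abundant genes as the source of the higher total. As that total does not enter the TopHits counts on the values as deposited, the ratio cannot decide what set the share of genes up. With median ratio scaling 44.3% were up, but that scaling centres the ratios and so sets the balance itself, which leaves the authors' normalization as an explanation that cannot be told apart from a true excess. Whether spores held more messenger RNA with salt was not tested and also stays open.

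Dormant spores of KN8 had far lower values than those of KN4, with a median log2 ratio of KN4 to KN8 of 8.60 over 113 tRNA and misc_RNA genes and 10.81 over 892 protein-coding genes. The difference of 2.21 (bootstrap 95% interval 2.00 to 2.42, 1000 resamples) argues against 1 scale factor for the whole library, by a narrow margin over the bound of 2 set for it. The bootstrap treats genes as independent, although many tRNA genes are near-identical copies, so its interval may be too narrow. Among transcripts at 1000 or more in KN8 the medians were 8.54 (84 genes) and 8.96 (33 genes), a difference of 0.41. That goes with 1 factor only for transcripts abundant in KN8. The choice by KN8 leaves out messengers abundant in KN4 alone, such as *rpmA* (960741 in KN4 and 58 in KN8), so it cannot decide for abundant transcripts in general. A lower share of messenger RNA beside tRNA in KN8 cannot be told apart from other explanations, since the distance between the quartiles of the protein-coding ratios was 3.77, between the bounds of 2 and 4 set for it. RNA of growing cells in KN4 stays open, as the ratio rose with the mean over the outgrowth libraries (Spearman 0.43 across 892 genes, which are not independent), although the paper reports spore stocks of high purity by microscopy. According to the paper the dormant samples came from 2 independent spore batches. A difference between batches was not tested, since no batch has more than 1 dormant library, and it stays open.

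Genes of small acid-soluble spore proteins, which protect spore DNA, rose in 8 of 17 cases at 30 min, fell in 0 (0 lower and 13 higher at an unadjusted p by limma) and did not pass in 9, with 8 up and 0 down when adjusted over the list alone, at a median log2FC of 2.08 and camera adjusted p = 0.00546, and adjusted p = 0.44 with an estimated correlation, and 3 rose without KN1-R2 or KN12-R1 and 1 fell without KN5. At 60 min *sspG* fell, listed at 0 in both libraries with salt against 224 and 316 without, a call lost over the list alone and without KN2-R2, KN6, KN10 or KN13-R1, 4 rose without KN6, and at 90 min *sspH* rose (2.49 (standard error 0.61)), a call lost without KN11 or KN14-R1, with 2 up without KN7. The 50 other messengers most abundant in dormant spores had a median log2FC of 1.84 at 30 min (22 up, 1 down), at percentile 99.98 of 10000 random lists matched on mean expression (random median 0.73), which RNA kept from dormant spores would give. These 50 include ribosomal protein genes such as *rpmA*, *rplU* and *rpsR* (58, 31.6 and 23.4 in KN8). Since 31 of 48 ribosomal protein genes rose at 30 min, the percentile cannot tell kept RNA from a rise of such genes. With the protein-coding total 0 of the 17 genes rose by limma (2 higher at an unadjusted p), median ratios gave 4, trimmed means 3 and the total 1, as the list's median (2.08 as deposited, 0.67 with the protein-coding total, median standard error of a gene 0.61 and 0.55) moved with that of all genes. Its distance from all genes was 1.90 as deposited, 1.79 to 1.82 with these 4 scalings by 1 factor per library, which therefore do not test the list, and 0.90 with quantile normalization (1 up), so the authors' normalization cannot be told apart from a true rise as the source of the calls and stays open beside RNA kept from dormant spores.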
